# Xrn1p acts at multiple steps in the budding-yeast RNAi pathway to enhance the efficiency of silencing

**DOI:** 10.1093/nar/gkaa468

**Published:** 2020-06-05

**Authors:** Matthew A Getz, David E Weinberg, Ines A Drinnenberg, Gerald R Fink, David P Bartel

## Abstract

RNA interference (RNAi) is a gene-silencing pathway that can play roles in viral defense, transposon silencing, heterochromatin formation and post-transcriptional gene silencing. Although absent from *Saccharomyces cerevisiae*, RNAi is present in other budding-yeast species, including *Naumovozyma castellii*, which have an unusual Dicer and a conventional Argonaute that are both required for gene silencing. To identify other factors that act in the budding-yeast pathway, we performed an unbiased genetic selection. This selection identified Xrn1p, the cytoplasmic 5′-to-3′ exoribonuclease, as a cofactor of RNAi in budding yeast. Deletion of *XRN1* impaired gene silencing in *N. castellii*, and this impaired silencing was attributable to multiple functions of Xrn1p, including affecting the composition of siRNA species in the cell, influencing the efficiency of siRNA loading into Argonaute, degradation of cleaved passenger strand and degradation of sliced target RNA.

## INTRODUCTION

RNA interference (RNAi), a gene-silencing pathway triggered by double-stranded RNAs (dsRNAs), can play important roles in viral defense, transposon silencing and host gene regulation (1,2). In this pathway, dsRNAs originating from viruses, transposons, or cellular loci are initially processed by the ribonuclease (RNase) III enzyme Dicer into ∼21–23-nucleotide (nt) small interfering RNAs (siRNAs) that are paired to each other with 2-nt 3′ overhangs characteristic of RNase III-mediated cleavage. The siRNA duplexes are then loaded into the RNAi effector endonuclease Argonaute, after which one siRNA strand, designated the passenger strand, is cleaved by Argonaute and discarded (or is occasionally discarded without cleavage), thereby generating the mature RNA-induced silencing complex (RISC). Within RISC, the remaining strand, designated the guide strand, pairs with single-stranded RNAs (ssRNAs) to direct the Argonaute-catalyzed slicing of these target transcripts (1,3–4).

Although conserved in most eukaryotes, RNAi is absent from the model budding-yeast species, *Saccharomyces cerevisiae* (5,6). Indeed, the loss of RNAi has allowed *S. cerevisiae* and some other fungal species the opportunity to harbor Killer, a dsRNA element that encodes a toxin that kills neighboring yeast cells that lack Killer (7). RNAi is present in related budding-yeast species, including *Naumovozyma castellii* and *Vanderwaltozyma polyspora* (formerly *Saccharomyces castelllii* and *Kluyveromyces polysporus*, respectively), which consequently do not have Killer dsRNA (7,8). *Naumovozyma castellii* produces siRNAs that map to hundreds of endogenous loci, a majority of which correspond to transposable elements and Y′ subtelomeric repeats (8). *Naumovozyma castellii* and other budding yeast thought to have retained RNAi possess a non-canonical Dicer gene (*DCR1*) and a canonical Argonaute gene (*AGO1*), which are, respectively, essential for the production and function of siRNAs in *N. castellii* (8). These two genes are also sufficient for the reconstitution of RNAi in *S. cerevisiae* (8).

In species outside the budding-yeast lineage, factors in addition to Dicer and Argonaute support RNAi pathways. For example, RNA-dependent RNA polymerases (RdRPs) are required for RNAi and related pathways in nematodes, some fungi, and plants (9–15). These enzymes synthesize complementary RNAs either to initiate or to amplify the RNAi response (9,16). Other factors are involved in the loading and maturation of RISC. In Drosophila, R2D2 (named for its two dsRNA-binding domains and association with Dicer-2) associates with Dicer-2, and this heterodimer binds to, recognizes the thermodynamic asymmetry of, and facilitates, with the help of Hsc70/Hsp90 chaperone machinery, the loading of siRNA duplexes into Ago2 (17–23). HSP90 has also been implicated in siRNA loading into AGO1 in plants (24). In human cells, TRBP (HIV transactivating response element binding protein), like R2D2 in flies, can help to recruit siRNA-containing Dicer to AGO2 (18,25–26). In the filamentous fungus *Neurospora crassa*, the QIP exonuclease removes the passenger strand during RISC activation (27) and in Drosophila and human, the C3PO endonuclease is reported to have a similar activity that degrades the cleaved passenger strand during RISC maturation (28).

Another factor that can enhance the efficiency of RNAi is the Xrn1 5′-to-3′ exonuclease. Xrn1 is a member of a family of enzymes broadly involved in eukaryotic transcription and RNA metabolism (e.g. processing and degradation) (29). Xrn1 is primarily cytosolic and degrades RNA species possessing a 5′ monophosphate, including mRNA-decay intermediates. Xrn1 orthologs in Arabidopsis and Drosophila enhance RNAi by degrading the 3′ slicing products of RISC (30,31). Likewise, in human cells, XRN1 degrades the 3′ slicing fragments and acts together with the exosome to degrade the 5′ slicing fragments of mRNAs targeted by siRNAs (32). By degrading the slicing products of RISC, Xrn1 orthologs likely relieve product inhibition and facilitate multiple turnover of the enzyme. In *Caenorhabditis elegans*, *xrn-1* has also been implicated as being involved in RNAi (33), and its knockdown is associated with the accumulation of certain passenger strands in the microRNA (miRNA) pathway (34), an RNA-silencing pathway that derives from the more basal RNAi pathway (35).

Although the only known protein components of the budding-yeast RNAi pathway were Dicer and Argonaute (Dcr1p and Ago1p), we reasoned that, as observed in animals, plants and other fungi, one or more additional factors might be important for either siRNA production, duplex loading, RISC maturation, or silencing efficiency in yeast. If such a factor did exist, the ability to reconstitute RNAi in *S. cerevisiae* by adding only *DCR1* and *AGO1* indicated that the additional factor either was not essential for RNAi or had other functions in budding yeast, leading to its retention in *S. cerevisiae* after loss of the RNAi pathway. Based on the success of genetic screens and selections in other systems, including Arabidopsis, *C. elegans* and Drosophila, which provided early insight into the core components of the RNAi pathway and identified additional factors that influence RNAi efficacy (36–46), we implemented a genetic selection in *N. castellii* to identify mutants with reduced RNAi activity. This selection identified mutants in the gene encoding Xrn1p. Employing RNA sequencing and biochemical assays, we found Xrn1p acts at multiple steps of the pathway to enhance the efficiency of RNAi in budding yeast. These steps included affecting siRNA populations and loading of siRNA duplexes into Argonaute—steps for which it had not been previously reported to play a role in any species.

## MATERIALS AND METHODS

### Growth conditions and genetic manipulations

*Naumovozyma castellii* was grown at 30°C on standard *S. cerevisiae* liquid and solid media (YPD and SC), unless otherwise indicated. Transformations were performed as described (8), with the following modifications: The transformation mix (cells + DNA + PEG + lithium acetate) was incubated at 23°C for 30 min with rotation and without dimethyl sulfoxide. The mixture was then incubated at 37°C for 20 min, resuspended and plated on selective media.

### Plasmid and strain construction

Plasmid and strain construction is detailed in the supplementary materials, and lists of plasmids and strains generated in this study are provided (Supplementary Tables S5 and S6).

### EMS mutagenesis and selection

Mutagenesis of DPB537, the *N. castellii* genetic-selection strain, with ethyl methane sulfate (EMS) was carried out as described (47), except scaled-up 10-fold. An overnight YPD culture of *N. castellii* was used to inoculate a large YPD (∼150 ml) culture that was grown until OD_600_ 1.0, split equally into aliquots that contained ∼2.1 × 10^9^ cells, one of which was incubated with 300 μl EMS and the other which was incubated with 300 μl sodium phosphate buffer. The OD_600_ of each culture was measured and was used to calculate the dilutions needed to plate 100 mutagenized or control cells on separate YPD plates to determine the death rate of cells in the mutagenesis. Mutagenized cells were split into four equal aliquots and plated on SGal – His, – Leu, – Ura (drop-out media); SD – His, – Leu, – Ura (drop-out media); SM (synthetic minimal) + 2% galactose + Lys (SGal + Lys) (drop-in media); and SM (synthetic minimal) + 2% glucose + Lys (SD + Lys) (drop-in media) agar plates (245 × 245 mm). These plates were incubated at 25°C until colonies formed.

### Flow cytometry and mating of RNAi mutant strains

A culture of each mutant strain that had grown on selective media was inoculated in 200 μl inducing SC media (2% galactose) in a 96-well plate and grown to saturation. Fresh cultures were then inoculated at OD_600_ 0.2 with cells from the saturated cultures and were grown until all strains were in log phase (∼6 h). Cells were analyzed using FACSCalibur (BD Biosciences), and data were processed with CellQuest Pro (BD Biosciences) and FlowJo (Tree Star). For each experiment, a gate for eGFP fluorescence was defined using the wild-type (WT) genetic-selection strain (DPB537) as a negative control to define the boundaries of the gate. Strains for which > 0.5% of the population was in the eGFP-positive gate were carried forward for complementation analysis.

Matings of candidate *N. castellii* RNAi-mutant strains with WT (DPB079), Δ*ago1* (DPB325), Δ*dcr1* (DPB534) and Δ*xrn1* (DPB535) strains were performed by mixing equal volumes (100 μl) of saturated YPD cultures in a round-bottom 96-well plate and incubating at 30°C for 24 h. Diploid cells were then selected by plating these mixed saturated cultures on SD – Ade, – Lys agar plates (for RNAi mutants × DPB325) or SD – Met, – Lys agar plates (for all other matings). Flow cytometry was performed as with the haploid mutant strains, except with no gating for eGFP positive cells. Diploid strains presented in Figure 1D were created from matings of the WT genetic-selection strain (DPB537) and its derived RNAi-mutant strains with a WT strain (DPB079) or a Δ*xrn1* strain (DPB535) of the opposite mating type. The diploid *XRN1-*knockout strain was created by mating strain DPB541 with strain DPB510.

**Figure 1.**
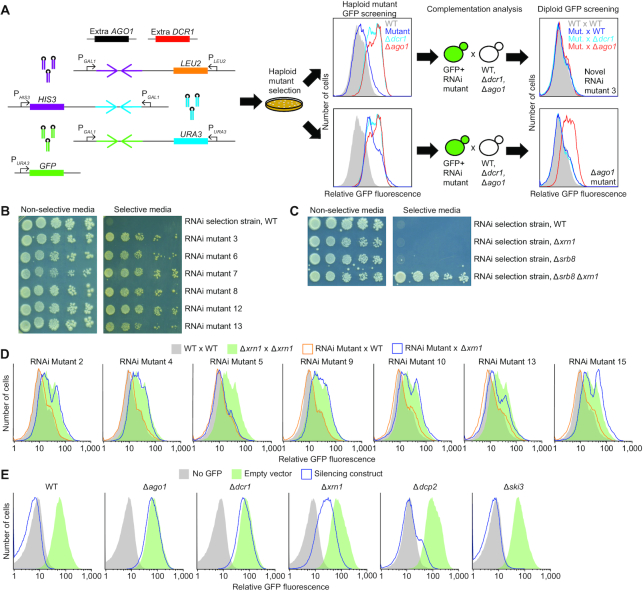
Genetic selection identifying *XRN1* as an enhancer of the RNAi pathway in budding yeast. (**A**) Schematic of the genetic selection. At the left are the six genomic insertions of the parental selection strain. Two of these insertions provided an additional copy of the *AGO1* and the *DCR1* genes (black and red boxes, respectively), each added under control of their native promoters. Three of the insertions provided silencing constructs against *HIS3*, *URA3* and *GFP* genes (purple, blue and green convergent arrows, which indicate regions giving rise to palindromic transcripts that form hairpins) under control of the *Saccharomyces cerevisiae GAL1* promoter (P*_GAL1_*). These three insertions also provided *S. cerevisiae LEU2*, *HIS3* and *URA3* genes (orange, purple and blue boxes, respectively) under control of their *S. cerevisiae* promoters, which replaced their endogenous *Naumovozyma castellii* orthologs. The sixth insertion provided an exogenous *GFP* gene (green box) under control of the *S. cerevisiae URA3* promoter. The haploid selection strain was mutated with EMS, and mutants able to grow on media that lacked Leu, His and Ura were isolated and screened by flow cytometry for their ability to silence *GFP*. Mutant strains able to silence *GFP* were subjected to a complementation analysis in which they were mated with *N. castellii* WT, Δ*ago1* and Δ*dcr1* strains, and the resulting diploid strains were screened by flow cytometry for their ability to silence *GFP*. Strains for which the ability to silence *GFP* was restored in each of the three matings were carried forward as RNAi mutant strains, with the complementation analysis indicating that they each had one or more recessive mutations that reduced silencing and fell outside of *AGO1* and *DCR1*. (**B**) Growth of RNAi mutant strains but not the parental strain on selective media. Representative RNAi mutant strains were serially diluted, plated on either non-selective media (SC (2% galactose)) or selective media (SGal – His, – Leu, – Ura), and allowed to grow for 12 days. For each strain, 10^5^ cells were plated in the leftmost spot, and dilutions were each 10-fold. (**C**) Ability of mutations in both *XRN1* and *SRB8* to confer growth of the selection strain on selective media. Assays compared the growth of single mutant strains (Δ*xrn1* or Δ*srb8*) to that of the double-mutant strain (Δ*srb8* Δ*xrn1*), which were each constructed in the background of the selection strain. Cells were allowed to grow for 10 days; otherwise, as in B. (**D**) Results of complementation analysis of RNAi mutant strains that had mutations in *XRN1*. Shown are histograms of GFP fluorescence measured by flow cytometry in WT × WT (gray), Δ*xrn1* x Δ*xrn1* (green), RNAi mutant × WT (orange) and RNAi mutant x Δ*xrn1* (blue) diploid strains. All strains were induced. (**E**) An intermediate effect on *GFP* silencing observed upon disruption of *XRN1*. Shown are histograms of GFP fluorescence measured by flow cytometry in WT, Δ*ago1*, Δ*dcr1*, Δ*xrn1*, Δ*dcp2* and Δ*ski3* haploid strains that either lacked the *GFP* gene (gray), contained *GFP* but had no silencing construct (green), or contained both *GFP* and a *GFP*-silencing construct (blue). All strains were induced.

### Genome sequencing and analysis

Genomic DNA was isolated as described (48) from saturated YPD cultures of the *N. castellii* genetic-selection strain (DPB537) and RNAi-mutant strains. DNA concentration was calculated using the Qubit dsDNA HS (High Sensitivity) Assay Kit (Invitrogen Q32854) with an Invitrogen Qubit Fluorometer. Genomic DNA libraries were prepared with either the Nextera DNA Library Preparation Kit (Illumina) or the QIAseq FX DNA Library Kit (QIAGEN 180475) and sequenced using Illumina SBS. Single-end sequencing was performed on the HiSeq platform, and paired-end sequencing was performed on the HiSeq or NextSeq platforms. A complete description of the genome sequencing analysis is detailed in the supplementary materials.

### Ago1p-Xrn1p co-immunoprecipitation

Overnight YPD cultures of haploid strains DPB215, DPB220, DPB221 were grown, diluted to OD_600_ 0.2 in 150 ml YPD, and then grown until OD_600_ 0.8. Cultures were harvested by centrifugation, washed with 25 ml cold phosphate-buffered saline (PBS), transferred to an Eppendorf tube in 750 μl cold PBS and resuspended in one volume IP buffer (50 mM HEPES pH 7.6, 300 mM NaCl, 5 mM MgCl_2_, 0.1 mM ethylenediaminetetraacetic acid (EDTA), 0.1 mM EGTA, 5% glycerol, 0% NP-40, PMSF with 2 cOmplete protease inhibitor cocktail tablets (Roche 04693116001) per 50 ml of buffer). Cells were lysed with acid-washed glass-bead beatings of 4 × 45 s with >4 min between bead beatings. The beads were removed via low-speed centrifugation, four volumes of IP buffer were added and cell debris was removed by centrifuging the extract at 21 000 × *g* for 5 s. The extract was cleared by centrifuging twice at 10 000 × *g* for 5 min and retaining the supernatant. Absorbance readings (260 nm) of 1:10 dilutions of the lysate were performed with a Nanodrop (Thermo Scientific). The amount of extract needed for 30 A260 units for each lysate was aliquoted, IP buffer was added to 990 μl and 10 μl RNase A/T1 cocktail (Ambion) or SUPERase-In was added. 0.3 A260 units of lysate was removed as the 1% input samples, the volume to was raised to 10 μl with IP buffer and then incubated at 4°C for 12 h. A total of 20 μl of EZview Red ANTI-FLAG M2 Affinity Gel (Sigma F2426) was added to lysates from strain DPB215 ± RNase and DPB221 or 20 μl of EZview Red Anti-HA Affinity Gel (Sigma E6779) was added to lysates from strain DPB215 ± RNase and DPB220. The lysates were incubated at 4°C for 12 h. The affinity agarose was sedimented by centrifugation, and the supernatant was removed. For the analysis to confirm RNA degradation, 3 A260 = 100 μl (10%) of supernatant was saved, and additionally 10 μl of the supernatant was saved for 1% supernatant samples. The affinity agarose was washed four times with IP buffer (each wash, 800 μl centrifuged 10 000 × *g* for 5 min), and the residual buffer was removed with a needle. A total of 100 μl 1× Laemmli buffer (Bio-Rad 1610737) + 2.5% beta-mercaptoethanol (bME) was added to the affinity agarose for each sample. A total of 10 μl 2× Laemmli buffer + 2.5% bME and 80 μl 1× Laemmli buffer + 2.5% bME was added to the input and supernatant samples. All samples were incubated at 90°C for 5 min, and then were centrifuged at room temperature for five min at 10 000 × *g*. All samples were run on a 4–12% Bis-Tris gel in MOPS buffer. The proteins were transferred from the gel to a PVDF membrane (Invitrogen LC2002), each blot was probed with anti-HA7 (1:2000) (Sigma H3663) and anti-Flag BioM2 (1:2000) (Sigma F9291) overnight at 4°C, and probed with the secondary antibody anti-mouse IgG HRP (1:5000) (Amersham NXA391) for 1–2 h at room temperature. The blots were stripped with 100 mM bME, 2% sodium dodecyl sulphate, 62.5 mM Tris pH 6.8 at 50°C for 30 min, shaking every 10 min. For the RNA-degradation analysis, samples containing 100 μl of supernatant were phenol extracted, precipitated and resuspended in 45 μl water. A total of 1 μl of the RNA sample was added to 2 μl water, and then 3 μl 2× glyoxal loading dye was added. Samples were then incubated at 50°C for 30 min to denature the RNA and then placed on ice. Samples were resolved on a 1% agarose gel run in NorthernMax-Gly Gel Prep/Running Buffer (Invitrogen AM8678) and visualized with a ChemiDoc MP Visualization System (Biorad).

### Ago1p, Dcp2p, Xrn1p *invivo* imaging

YPD cultures of strains DPB231 and DPB234 were grown overnight at 25°C. These overnight cultures were split in two, harvested by centrifugation, washed with CSM with or without glucose, resuspended in CSM with or without glucose and grown at 25°C for 1 h before imaging. About 488–543-nm lasers on a Zeiss LSM 510 confocal microscope were used to excite GFP and mCherry, respectively. Images were edited with ImageJ (49).

### Small-RNA sequencing, RNA-seq and analysis

Total RNA was isolated from *N. castellii* strains DPB220, DPB228, DPB622, DPB537 and DPB541. For small-RNA sequencing, 0.5 nM of four small RNA oligonucleotides (xtr miR-427, 5′-GAAAGUGCUUUCUGUUUUGGGCG; dme miR-14, 5′-GGGAGCGAGACGGGGACTCACT; Synthetic_siRNA_1_Guide, 5′-UAGUGCAGGUAGGUAUUUUUGUU; Synthetic_siRNA_1_Passenger, 5′-CAAAAAUACCUACCUGCACUAUA) were added to 10 μg of total RNA for use as internal standards. Small-RNA cDNA libraries were prepared as described (50), except 9–26-nt RNAs were isolated and sequenced, using 9-nt and 26-nt RNA radiolabeled standards (5′-AAACCAGUC and 5′ -AGCGUGUACUCCGAAGAGGAUCCAAA) to follow ligations and purifications.

For RNA-seq, 0.5 ng of two mRNAs (chloramphenicol and firefly luciferase) were added to 5 μg of total RNA for use as internal standards. Ribosomal RNA was depleted from the samples using Ribo-Zero Gold rRNA Removal Kit (Yeast) (Illumina, MRZY1324). RNA cDNA libraries were prepared using NEXTflex rapid directional mRNA-seq kit (Bioo Scientific, NOVA-5138-10). Libraries were sequenced using the Illumina SBS platform. Reads were mapped to the *N. castellii* genome, and those that mapped to small-RNA clusters (Supplementary Table S4) were fractionally counted. A complete description of the small-RNA sequencing and RNA-seq analysis is detailed in the Supplementary Materials.

### RNA and protein purification

A complete description of the purification of RNAs and proteins used in *invitro* assays is detailed in the Supplementary Materials.

### siRNA-binding assay

Proteins and RNAs were diluted in siRNA-binding buffer (50 mM Hepes pH 7.6, 1 mM EGTA, 1 mM EDTA, 5 mM magnesium acetate, 10% glycerol, 300 mM potassium glutamate, 10 mM NaCl, 0.01% NP-40, 5 mM DTT added fresh). About 10× RNA mix (10 nM miR-20a siRNA duplex with a 5′-radiolabeled guide strand, 100 nM unlabeled miR-20a siRNA duplex, 1 μM capped target RNA, 1 μM tRNA from baker's yeast (Sigma-Aldrich R5636), 1 μl SUPERase-In RNase Inhibitor (Invitrogen AM2696) per 20 μl RNA mix) was made, and 1.1 μl of this mix was added to a 1.5 ml G-tube siliconized microcentrifuge tube (BIO PLAS Inc., 4165SL). 1.1× protein mixes contained either no protein, 222 nM mut. Xrn1p, 222 nM WT Xrn1p, 111 nM WT Ago1p, 111 nM WT Ago1p and 222 nM mut. Xrn1p, or 111 nM WT Ago1p and 222 nM WT Xrn1p. Each protein mix was pre-incubated at 30°C for 5 min before adding 9.9 μl of the protein mix to the RNA mix. After incubation at 30°C for the indicated time, 10 μl of each reaction was removed and analyzed using a layered nitrocellulose–nylon filter-binding assay (51). Radiolabeled RNA was visualized by phosphorimaging (Fujifilm BAS-2500) and quantified using Multi Gauge (Fujifilm) software.

### Passenger-strand-cleavage and target-slicing assays

For both assays, proteins and RNAs were diluted in the siRNA-binding buffer. For the combined passenger-strand and target-slicing assay in Figure 4A–D, 5× RNA mix (5 nM miR-20a duplex with a 5′-radiolabeled passenger strand, 50 nM unlabeled miR-20a siRNA duplex; ∼500 nM cap-radiolabeled target RNA, 500 nM capped target RNA, 500 nM tRNA from baker's yeast and 1 μl SUPERase-In RNase Inhibitor per 20 μl RNA mix) was made, and 2 μl of this RNA mix was added to a 1.5 ml G-tube siliconized microcentrifuge tube. About 1.25× protein mixes contained either no protein, 250 nM mut. Xrn1p, 250 nM WT Xrn1p, 125 nM WT Ago1p, 125 nM WT Ago1p and 250 nM mut. Xrn1p, or 125 nM WT Ago1p and 250 nM WT Xrn1p. Each protein mix was pre-incubated at 30°C for 5 min before adding 8 μl of the protein mix to the RNA mix. After incubation at 30°C for the indicated time, 2 μl of the reaction was removed and quenched by adding to 5 μl of urea loading buffer (8M urea pH 8.0, 25 mM EDTA, 0.025% xylene cyanol, 0.025% bromophenol blue) and 3 μl water. For the assay of passenger-strand cleavage in Supplementary Figure S3A–C, the reactions were carried out as above, except no target was added to the RNA mix and the miR-20a siRNA duplex contained a 3′-cordycepin-labeled passenger strand.

For the Ago1p-RISC target-slicing assay in Figure 6A–C, 10× RNA mix (10 nM cap-radiolabeled target RNA, 1 μM capped target RNA, 1 μM tRNA from baker's yeast and 1 μl SUPERase-In RNase Inhibitor per 20 μl RNA mix) was made and 1 μl of this RNA mix was added to a 1.5 ml G-tube siliconized microcentrifuge tube. 1.1× protein mixes contained either no protein, 11.1 nM Ago1p-RISC, 11.1 nM Ago1p-RISC and 11.1 nM mut. Xrn1p, 11.1 nM Ago1p-RISC and 11.1 nM WT Xrn1p, 11.1 nM Ago1p-RISC and 33.3 nM mut. Xrn1p, 11.1 nM Ago1p-RISC and 33.3 nM WT Xrn1p, 11.1 nM Ago1p-RISC and 111.1 nM mut. Xrn1p, or 11.1 nM Ago1p-RISC and 111.1 nM WT Xrn1p. Each of the protein mixes was pre-incubated at 30°C for 20 min, before adding 9 μl of the protein mix to the RNA mix. After incubation at 30°C for the indicated time, 2 μl of each reaction was removed and quenched as for the combined assay. For the Ago1-RISC target-slicing assay in Figure 6D–F, the reactions were carried out as above, except the target was 3′-cordycepin-labeled.

To assess cleavage and slicing, RNAs were resolved on denaturing (7.5 M urea) 20% polyacrylamide gels, and radiolabeled cleavage products were visualized and quantified by phosphorimaging as above. At each time point, the fraction product was measured as *F*_p_ = product/(product + substrate). For Figure 6F, the fraction product was measured as *F*_p_ = product/(product + substrate + degradation intermediate). For Figure 6C, the multiple-turnover slicing data were fit in Prism 8 (GraphPad) to the burst and steady-state equation (52,53),

$$\begin{equation*} F \left( t \right) = E \times \frac{{{a^2}}}{{{{\left( {a + b} \right)}^2}}}\left( {1 - {e^{ - \left( {a + b} \right)t}}} \right) + E \times \frac{{ab}}{{a + b}}t, \end{equation*}$$

Where *F(t)* is target cleaved over time, *E* is the enzyme concentration, and *a* and *b* are rate constants (reported as *k*_1_ and *k*_2_, respectively) according to the following scheme,

$$\begin{equation*} E + S\mathop \to \limits^a \ E \cdot P\ \mathop \to \limits^b \ E + P. \end{equation*}$$

## RESULTS

### *XRN1* is a component of the budding-yeast RNAi pathway

A genetic selection was designed to discover novel components of the RNAi pathway in *N. castellii*. This selection centered on an *N. castellii* strain that expressed RNA hairpins that were processed by Dicer to produce siRNAs targeting *HIS3*, *URA3* and *GFP* mRNAs expressed from exogenous genes that had been integrated into the genome (Figure 1A). The hairpin and *GFP* genes were under the control of the *S. cerevisiae GAL1* and *URA3* promoters, respectively, and the *HIS3* and *URA3* genes, together with their promoters, were obtained from *S. cerevisiae* and replaced their *N. castellii* counterparts in the genome of the selection strain. Because this parental strain was engineered to deploy the RNAi pathway to silence *HIS3* and *URA3*, it did not grow on media lacking histidine and uracil. This strain was mutagenized with ethyl methane sulfonate (EMS), and the cells were plated on media lacking histidine and uracil with the goal of identifying mutants that had a His+ and Ura+ phenotype because they no longer efficiently silenced *HIS3* and *URA3*. As a secondary screen, mutants were examined by flow cytometry for their ability to silence *GFP*, and those that had impaired *GFP* silencing were carried forward for complementation analysis (Figure 1A).

Analysis of mutants isolated in pilot experiments illustrated the ability of our selection to find mutants in the RNAi pathway. Mutant strains from these pilot selections were mated to each of three strains: WT, Δ*ago1* and Δ*dcr1*, and the resulting diploids were assessed for their ability to silence *GFP* (Figure 1A). If a new mutation was recessive and in the *AGO1* gene, then the diploid formed with Δ*ago1* would fail to silence *GFP*, and likewise, if a new mutation was recessive and in the *DCR1* gene, then the diploid formed with Δ*dcr1* would fail to silence *GFP*. Indeed, these complementation analyses indicated that all of the strains tested had mutations in either *AGO1* or *DCR1*, which showed that the selection scheme worked. To identify additional genes involved in RNAi without also having to contend with a large number of *ago1* and *dcr1* mutants, we modified the selection strain to contain an extra copy of *AGO1* and *DCR1*, each under control of its native promoter, integrated into the genome at an ectopic location.

Mutations that lost silencing were selected in the new parental selection strain (DPB537) with duplicated *AGO1* and *DCR1* genes. As expected, isolated mutant strains but not the parental strain grew on selective media, as assessed by a serial-dilution growth assay (Figure 1B). Each of the isolated strains carried recessive mutations, as assessed from analyses of diploid products of mating with a WT strain. Moreover, as illustrated for strain 3 (Figure 1A), 19 strains retained both Ago1p and Dcr1p activities, as indicated by fully restored *GFP* silencing in diploid products of both Δ*ago1* and Δ*dcr1* matings. These 19 strains were carried forward as potentially having mutations in genes encoding another protein needed for efficient RNAi.

To identify mutated genes, we sequenced the genomes of the parental and mutant strains (130-fold and 65- to 248-fold coverage, respectively), which identified many protein-coding or tRNA changes in each of the mutant genomes (median 47, range 2–120) (Supplementary Table S1). Of the 19 mutant strains sequenced, seven had a mutation in *XRN1*, the gene for the 5′-to-3′ cytoplasmic exoribonuclease that is highly conserved in eukaryotes (Supplementary Table S2). All seven were either G-to-A or C-to-T transition mutations characteristic of EMS mutagenesis, and six of the seven were nonsense mutations. The second most frequently mutated gene was *SRB8*, a component of the mediator complex (54,55), which was mutated in four strains, the mutations in three being transitions and the fourth being a single-base-pair deletion. Two strains had mutations in both *XRN1* and *SRB8*.

To examine the ability of *XRN1* and *SRB8* mutations to confer growth on selective media, we tested the growth of the parental selection strain with single and double knockouts of these genes. The *Δxrn1 Δsrb8* strain grew on selective media, whereas *Δxrn1* or *Δsrb8* mutant strains failed to grow (Figure 1C). The requirement for the *SRB8* mutation can be attributed to the fact that the hairpins used to silence the *HIS3*, *URA3* and *GFP* genes were each expressed from the *GAL1* promoter. Any mutation that lowered transcription from the *GAL1* promoter would decrease silencing and increase expression of the *HIS3*, *URA3* and *GFP* genes. A mutation in *SRB8*, as a subunit of the mediator complex, might have provided that reduced hairpin expression. Supporting this idea, *SRB8* is transcriptionally induced in the presence of galactose, as are *SSN2* and *SSN3*, two of the other genes that were disrupted in multiple mutant strains, including strains with *XRN1* mutations (54,56–57). Taken together, these observations suggested that a mutation in *SRB8* (or in either *SSN2* or *SSN3*) created a permissive background, in the context of which a mutation in *XRN1* imparted growth. In this scenario, *XRN1* mutations presumably reduced the efficiency of the RNAi pathway without fully disrupting it.

To test the possibility that loss of *XRN1* function leads to a partial reduction in RNAi efficiency, we determined the ability of *XRN1* mutations to silence *GFP*. Seven haploid *xrn1*-mutant strains from our selection were mated with a haploid Δ*xrn1* strain, and we assessed the ability of the resulting diploid strains to silence *GFP*. The experiment compared the silencing of *XRN1/XRN1*, *XRN1/*Δ*xrn1*, Δ*xrn1*/Δ*xrn1* with Δ*xrn1*/*xrn1*-1-7. Six of these seven diploid strains had impaired *GFP* silencing (Figure 1D). These six each derived from a mutant strain with a nonsense mutation in *XRN1*, whereas the one with efficient *GFP* silencing derived from the strain with a missense mutation in *XRN1* (RNAi mutant 5). These results indicated that the missense mutation probably did not impair Xrn1p activity but that the *XRN1* nonsense mutations were each loss-of-function mutations and were at least partially responsible for the reduced *GFP* silencing observed in the haploid mutant strains. Indeed, the Δ*xrn1*/Δ*xrn1* diploid that we constructed, which had no other confounding mutations, also had reduced silencing.

We also examined the consequence of inactivating *XRN1* in an RNAi-reporter strain containing an integrated *GFP* gene and an integrated gene expressing stem-loop transcripts that can be processed into siRNAs that target *GFP*. Compared to deleting *AGO1* or *DCR1*, deleting *XRN1* produced an intermediate *GFP*-silencing defect (Figure 1E), which depended on the presence of the silencing construct (Supplementary Figure S1). The observation that silencing was reduced but not completely abolished supported the conclusion that Xrn1p functions in the budding-yeast RNAi pathway but, unlike Dcr1p and Ago1p, is not an essential component of the pathway. In contrast, disrupting other genes involved in cytoplasmic mRNA decay, including *DCP2* or *SKI3*, which code for proteins important for decapping and 3′-to-5′ degradation, respectively (58,59), had minimal effect on silencing *GFP* (Figure 1E), indicating that their respective decay activities are not required for efficient RNAi in budding yeast.

### Xrn1p and Ago1p physically interact and colocalize

As an orthogonal approach to identify components of the budding-yeast RNAi pathway, we expressed epitope-tagged Ago1p in *N. castellii* and used mass spectrometry to identify co-immunoprecipitating proteins. Xrn1p was the most significantly enriched protein in both biological replicates of this experiment (Supplementary Table S3), suggesting that Xrn1p physically interacts with Ago1p in these cells. This physical interaction was supported by reciprocal co-immunoprecipitation of Ago1p and Xrn1p as assayed by immunoblotting (Figure 2A). Co-immunoprecipitation was at least partially retained in the presence of RNase, which indicated a protein–protein interaction (Figure 2A).

**Figure 2.**
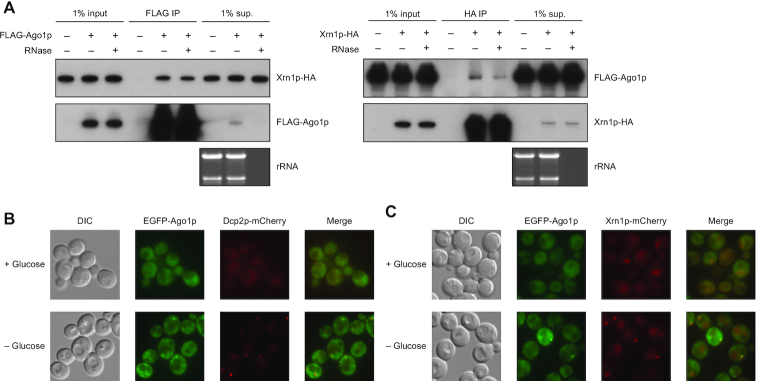
Physical interaction and colocalization of Xrn1p and Ago1p in *Naumovozyma castellii*. (**A**) Physical interaction of Xrn1p and Ago1p in *N. castellii*. Immunoblots show the results of co-immunoprecipitations of FLAG-tagged Ago1p (FLAG-Ago1p, left) and HA-tagged Xrn1p (Xrn1p-HA, right). The samples on the blots were from 1% of the input into the immunoprecipitation (1% input), the immunoprecipitation with anti-FLAG or anti-HA antibodies (FLAG-IP and HA-IP, respectively) and 1% of the remaining supernatant after immunoprecipitation (1% sup.). The immunoprecipitations were performed with and without treatment with an RNase A/T1 cocktail. (**B**) Co-localization of Ago1p and Dcp2p observed in *N. castellii* grown in the presence and absence of glucose. Fluorescence microscopy images show the location of EGFP-tagged Ago1p and mCherry-tagged Dcp2p. (**C**) Co-localization of Ago1p and Xrn1p observed in *N. castellii* grown in the presence and absence of glucose. Fluorescence microscopy images show the location of EGFP-tagged Ago1p and mCherry-tagged Xrn1p.

To examine the localization of Ago1p and Xrn1p in *N. castellii* cells, we tagged the proteins with GFP and mCherry, respectively. In *S. cerevisiae* grown under standard conditions, Xrn1p is reported to be diffusely cytoplasmic, but upon glucose starvation, it preferentially localizes to P-bodies, along with other known RNA-decay components including Dcp2p (60). In *N. castellii*, we observed similar behavior of diffuse localization and P-body localization in normal conditions and glucose starvation, respectively, for not only Xrn1p but also Ago1p (Figure 2B and C). The colocalization of Ago1p and Xrn1p in *N. castellii* further supported the conclusion that Xrn1p plays a role in RNAi.

### *XRN1* affects small RNA populations in budding yeast

To learn whether Xrn1p impacts the levels of siRNAs in the cell, we sequenced small RNAs from WT and Δ*xrn1 N. castellii* strains after adding known quantities of synthetic standards to each sample, which enabled quantitative comparisons between samples. 

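Small RNAs of 22–23 nt were measured in 1 culture each of the WT strain, the Δxrn1 strain and the AGO1 slicing-impaired (ago1-D1247R) strain, all with FLAG-tagged Ago1p and without the exogenous hairpin loci of the selection strains. Cells were grown at 30 °C with 2% galactose to OD600 0.8, and each library was made from 10 µg of total RNA. The authors trimmed the reads, removed those of rRNAs and tRNAs, aligned the rest with STAR 2.4 without mismatches and counted them with featureCounts by locus and strand, dividing a read with several places equally among them, so the deposited values are fractional counts. The tables list 667 loci, each on 1 strand. Of these, 60 carry a palindromic label of Supplementary Table S4 (38 pal, 4 pal* and 18 palTy), and 605 are non-palindromic (39 Ty, 159 OT, 122 ORF and 285 without a label). The other 2 are the strands of a consensus of the Y′ subtelomeric elements, 5330 nt long. The loci hold 1093379 counts in WT, 1545221 in Δxrn1 and 1372866 in ago1-D1247R. The tables hold only loci, without the reads of the synthetic standards, so counts were expressed as RPM (the unit of Figure 3A), with the summed locus counts as the total, and every change below is relative to that sum. Scaling by the median of ratios instead moves the siRNA change of all loci by −2.71 on the log2 scale, and scaling by TMM moves it by −2.56. Loci with at least 1 RPM in WT were kept. With 1 library per strain there is no replicate error, and the 95% intervals cover only counting error or, for medians, the spread over loci. The XRN1 and AGO1 transcripts are not among the loci, so the tables cannot be used to check the deletion or the mutation.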

Mapping of the 22–23-nt reads to previously identified siRNA-producing loci (Supplementary Table S4) (8) and normalizing to the synthetic standards showed that siRNA levels from the most prolific loci were reduced upon *XRN1* disruption (Figure 3A). Many of these prolific loci were inverted repeats (i.e. palindromic loci), which produce transcripts with a hairpin (stem-loop) structure. 

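Each of the 10 palindromic loci with the most siRNAs in WT gave fewer siRNAs in Δxrn1, with log2 changes from −2.61 to −0.67. Together these 10 loci made up 44.3% of the siRNA counts in WT and 21.5% in Δxrn1, and each was lower under median-of-ratios and TMM scaling too. They include overlapping palTy loci on both strands of chromosome 5, with 39592 and 39345 RPM in WT, so they are not 10 independent regions. The most abundant was a palTy locus on the minus strand of chromosome 2, from 1098601 to 1100008 on the authors' N. castellii coordinates (YGOB genome), with 80039 RPM in WT and 43917 in Δxrn1 (log2 change −0.87, 95% counting interval −0.88 to −0.85). A palTy locus on the plus strand of chromosome 1, from 86347 to 87222, went from 56760 RPM in WT to 9272 in Δxrn1 and was 6.12-fold lower. On the plus strand of chromosome 6, the palTy locus from 96209 to 97749 had 49805 RPM in WT and 20879 in Δxrn1 (log2 change −1.25). The 10 non-palindromic loci with the most siRNAs in WT were mixed, with 6 lower and 4 higher in Δxrn1 and log2 changes from −1.84 to 2.51, whereas all 10 were lower under median-of-ratios or TMM scaling. They made up 14.0% of the counts in WT and 17.6% in Δxrn1. The first of them, an unlabelled locus on the minus strand of chromosome 7 from 140240 to 141988, had 44036 RPM in WT and 39402 in Δxrn1. The Ty locus on the plus strand of chromosome 8 from 83404 to 85405 had 7978 RPM in WT and 40539 in Δxrn1, a 5.08-fold higher level that turned to a lower one under both other scalings. Reads shared between copies of Ty sequence are divided among them in these counts, so the level of a single copy is uncertain.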

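Over the 58 palindromic loci with at least 1 RPM in WT, the siRNA level was 1.83-fold lower in Δxrn1 than in WT at the median locus (log2 change −0.87, 95% interval of the median over loci −1.17 to −0.74). Of these loci, 53 were lower and 5 were higher in Δxrn1, and the median level was 6764 RPM in WT and 3279 in Δxrn1. All 16 palTy loci were lower, with a median log2 change of −0.99 (95% interval −1.57 to −0.86), as were all 4 pal* loci, at −0.60. Of the 38 pal loci, 33 were lower, with a median of −0.85 (95% interval −1.27 to −0.57). Each strand counts as a locus here, and a read of an inverted repeat that matches both strands is divided between them. These loci are therefore not independent, which the counts and intervals do not allow for. With strands summed, 31 palindromic loci had a median log2 change of −0.89. Among loci with at least 100 counts in both libraries, the largest decrease was at a pal locus on the plus strand of chromosome 3 from 1160612 to 1160985, which had 18193 counts in WT and 3738 in Δxrn1 (log2 change −2.78, 95% counting interval −2.83 to −2.73). The minus strand of the same locus had a log2 change of −1.31. Random lists of 58 loci, 10000 in all, were matched on the mean of the WT and Δxrn1 levels. Their median log2 change ranged from −0.59 to 3.01, above that of the palindromic loci in every list. As this match uses the Δxrn1 level, it places loci that rose in Δxrn1 among the more abundant ones, which raises the medians of the lists. Under median-of-ratios scaling the palindromic median was −3.58, and under TMM scaling −3.43, with all 58 loci lower in both.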

For nearly all of the palindromic loci, fewer siRNAs accumulated in the Δ*xrn1* strain (median change, 3.5-fold) (Figure 3A). In contrast, siRNAs mapping to Y′ subtelomeric elements and other non-palindromic loci, in which convergent overlapping transcription produces transcripts that base pair to form bimolecular siRNA precursor duplexes, typically increased in the Δ*xrn1* strain (median change, 4.1-fold). For example, siRNAs from the Y′ subtelomeric elements increased by over 5-fold in the *XRN1*-disrupted strain (Figure 3A and Supplementary Figure S2B). 

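Over the 560 non-palindromic loci with at least 1 RPM in WT and counts in both libraries, the siRNA level was 8.27-fold higher in Δxrn1 at the median locus (log2 change 3.05, 95% interval of the median 2.85 to 3.30). Of these, 502 were higher and 58 were lower, and the median level went from 32.7 RPM in WT to 232 in Δxrn1. OT loci were higher in 157 of 158 cases, with a median log2 change of 3.48 (95% interval 3.28 to 3.71). ORF loci were higher in 110 of 118 cases (median 2.81) and unlabelled loci in 204 of 245 (median 2.81). Ty loci were higher in 31 of 39 cases with a median of 2.35 (95% interval 0.98 to 2.99), which turned to −0.36 under median-of-ratios scaling and −0.22 under TMM scaling. The largest increases among loci with at least 100 counts in both libraries were at a convergent pair of OT loci on chromosome 2. The minus-strand locus, from 346193 to 347232, had 108 counts in WT and 6647 in Δxrn1 (log2 change 5.44, 95% counting interval 5.17 to 5.73), and the plus-strand locus, from 346178 to 347317, had 129 and 7920. An ORF locus on the plus strand of chromosome 1 from 2516784 to 2518096 came next, with a log2 change of 4.93. The non-palindromic median was 0.34 when scaled by the median of ratios and 0.49 by TMM, scalings that centre the loci, most of which are non-palindromic, near 0. The difference between the palindromic and the non-palindromic medians does not depend on the scaling and was −3.92 on the log2 scale (95% bootstrap interval −4.27 to −3.68), so that the classes lay 15.1-fold apart. Palindromic loci are more abundant in WT, and against 58 non-palindromic loci matched on WT abundance as closely as the loci allow (median 1471 RPM against 6764) the difference was smaller, at −1.43 (95% bootstrap interval −2.57 to −0.75).

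**Figure D1:**
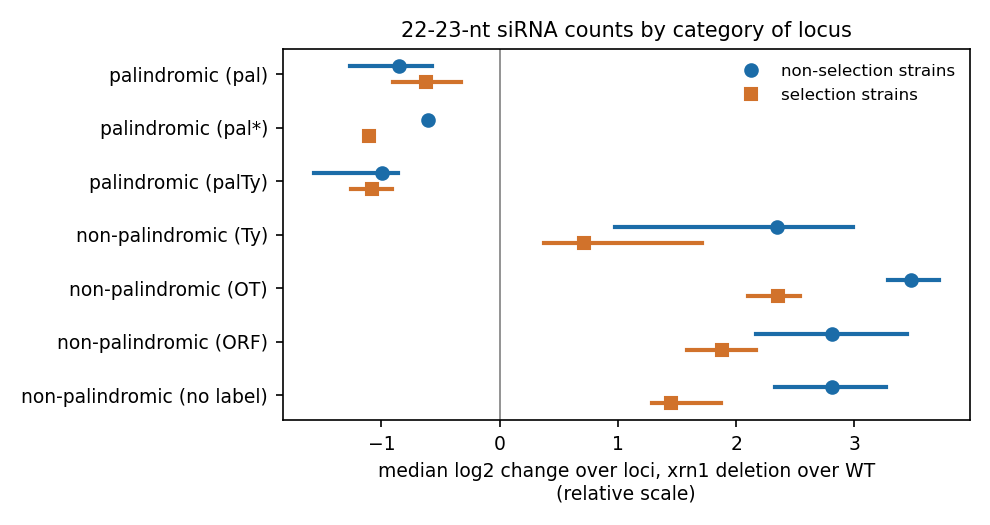
Median log2 change of 22–23-nt siRNA counts, Δxrn1 over WT, by category of locus in the non-selection strains (circles) and the selection strains (squares), each from 1 library per strain; bars are 95% intervals of the median over loci, absent for the 4 pal* loci. Every palindromic category lies below 0 and every non-palindromic one above 0 on this scale, but under median-of-ratios or TMM scaling the Ty medians of both backgrounds and the unlabelled median of the selection strains lie below 0.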

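siRNAs from the Y′ consensus, a repeated element next to the telomeres, were 10.3-fold higher in Δxrn1 than in WT (95% counting interval 9.90 to 10.8). Both strands of the element together gave 2155 counts in WT and 31488 in Δxrn1, or 1971 and 20378 RPM. The sense strand was 10.6-fold higher (95% counting interval 10.0 to 11.2) and the antisense strand 9.99-fold higher (9.34 to 10.7). The Y′ log2 change of 3.37 on this scale became 0.66 under median-of-ratios scaling and 0.81 under TMM scaling. Reads from all genomic copies of the element are counted on 1 consensus, so the values do not tell the copies apart.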

Subtelomeric siRNAs also accumulate in *S. pombe* upon the deletion of its *XRN1* ortholog, *exo2* (61). When classifying the 22–23-nt reads as originating from either palindromic or non-palindromic loci, the proportion of siRNA reads originating from palindromic loci decreased by half in the *XRN1*-disrupted strain (from 74.1 to 37.0%) and the siRNA reads that mapped to non-palindromic loci increased (from 21.5 to 60.8%) (Figure 3B). 

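In WT, 76.9% of the 22–23-nt counts at siRNA loci came from palindromic loci (exact Clopper-Pearson 95% interval 76.8 to 77.0%) and 22.9% from non-palindromic loci. In Δxrn1 the palindromic share was 39.0% (39.0 to 39.1%) and the non-palindromic share 58.9% (58.8 to 59.0%). The Y′ consensus, counted apart from both, went from 0.197% to 2.04%. Within the palindromic loci, palTy loci went from 41.2% of the counts in WT to 18.5% in Δxrn1, pal loci from 22.3% to 11.7% and pal* loci from 13.4% to 8.83%. Within the non-palindromic loci, Ty loci went from 5.81% to 19.8%, OT loci from 0.640% to 8.03%, ORF loci from 1.58% to 8.63% and unlabelled loci from 14.9% to 22.5%. Without the palTy loci in the palindromic class, its share was 35.8% in WT and 20.5% in Δxrn1. These are shares of fractional counts per locus, in which a read placed at loci of both types is divided between them, and the intervals cover counting error only.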

The disparate changes for the different types of siRNAs observed by sequencing were also observed by probing an RNA blot analyzing small RNAs from the same strains (Figure 3C). This blot showed that an siRNA deriving from a palindromic region decreased by > 2-fold in the Δ*xrn1* strain, whereas a Y′ subtelomeric siRNA increased in expression by > 4-fold. 

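The palindrome-derived siRNA probed on the blot, UAGAUGGUAAUCGAUGAAGAUAG, was read 3534 times in the WT library and 1956 times in the Δxrn1 library. Relative to the summed locus counts it was 2.55-fold lower in Δxrn1 (log2 change −1.35, 95% counting interval −1.43 to −1.27). The probed Y′ subtelomeric siRNA, UUGACGUCCAUACUUAACCAUGA, was read 16 times in WT and 201 times in Δxrn1, which is 8.89-fold higher (log2 change 3.15, 95% counting interval 2.42 to 3.99). Under median-of-ratios and TMM scaling the palindrome-derived siRNA had log2 changes of −4.06 and −3.91 and the Y′ siRNA 0.44 and 0.59. The level of the Y′ siRNA in WT rests on few reads, which sets the width of its interval.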

The Y′ subtelomeric siRNA also increased in Δ*dcp2* and Δ*ski3* strains but not to the same degree as in the Δ*xrn1* strain, whereas the palindromic siRNA increased in the Δ*ski3* strain and did not substantially change in the Δ*dcp2* strain (Supplementary Figure S2A).

**Figure 3.**
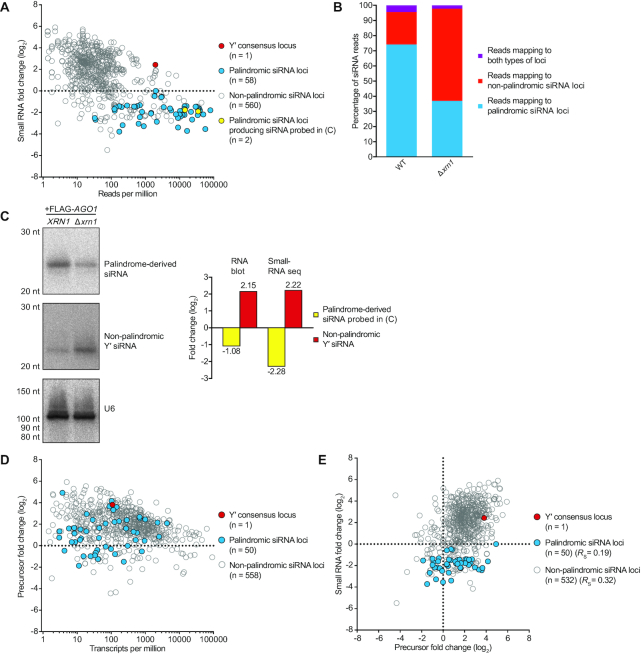
The effect of Xrn1p on the abundance of small RNAs and their precursors in *Naumovozyma castellii*. (**A**) The effect of Xrn1p on the abundance of small RNAs originating from siRNA-producing loci yielding at least 1 RPM (read per million) in WT cells. The scatter plot shows the fold change (log_2_) of 22–23-nt small RNAs deriving from each locus in the Δ*xrn1* versus WT strain (after normalizing to the recovery of internal standards) as a function of the abundance of 22–23-nt small RNAs deriving from the locus in the WT strain. The Y′ consensus locus is represented by the filled red circle, and other non-palindromic loci are represented by empty gray circles. The two palindromic loci probed in C are represented by the filled yellow circles, and the other palindromic loci are represented by the filled cyan circles. For each category, the number of loci is indicated in parentheses. Sequencing was from strains in which the endogenous Ago1p had been FLAG tagged. (**B**) Overall effect of Xrn1p on the fraction of palindrome-derived and non-palindrome-derived small-RNA populations in *N. castellii*. The 22–23-nt reads that mapped to siRNA-producing loci were designated as deriving from either palindromic loci (cyan), non-palindromic loci (red), or both types of loci (purple) in the same strains as A. (**C**) Effect of Xrn1p on the expression levels of both a palindrome-derived siRNA and a non-palindrome-derived siRNA in *N. castellii*. At the left are phosphorimages of a small-RNA blot successively probed for siRNAs originating from either palindromic or non-palindromic precursor transcripts in the same WT and Δ*xrn1* strains as A. The migration of markers is indicated on the left. For a loading control, the blots were re-probed for the U6 snRNA. To the right of the blots is a bar graph showing the effect of deleting *XRN1* on these siRNAs, as measured both by RNA blots and by the sequencing in A. (**D**) Effect of Xrn1p on the abundance of small-RNA precursor transcripts in *N. castellii*, as measured using RNA-seq. Shown for each precursor transcript expressed at ≥1 transcript per million (TPM) in WT cells is its fold change (log_2_) in the Δ*xrn1* versus WT strains (after normalizing to the recovery of internal standards) as a function of its abundance in WT cells. Strains were as in A, and precursor transcripts are classified as in A. (**E**) Relationship between changes in small RNAs and changes in siRNA precursors observed after deleting *XRN1*. Shown for each precursor transcript expressed at ≥1 TPM in WT cells and that produced small RNAs at ≥1 RPM is the fold change (log_2_) in 22–23-nt small RNA reads observed in A as a function of the fold change (log_2_) in precursor transcripts observed in D. Representation of each type of locus as in A. The number of loci and Spearman's rank correlation coefficient (*R*_s_) for each category is indicated in parentheses.

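RNA-seq was done on 1 culture each of the same WT and Δxrn1 strains, from 5 µg of total RNA depleted of rRNA. The authors aligned the reads with STAR 2.4 and counted them by locus and strand on the siRNA loci, again as fractional counts, which sum to 1031453 in WT and 1009195 in Δxrn1. The counts were divided by locus length and expressed as TPM over the loci (the unit of Figure 3D), so a change in a precursor transcript is relative to the other precursors and not to added standards. Scaling by the median of ratios instead moves all precursor changes by −0.62 on the log2 scale, and scaling by TMM by −0.70. Loci with at least 1 TPM in WT were kept, apart from 5 palindromic and 9 non-palindromic loci with a count of 0 in Δxrn1, for which no ratio can be formed.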

To ascertain if changes in siRNAs observed in the Δ*xrn1* strain could be attributed to changed accumulation of their siRNA-precursor transcripts, we performed RNA sequencing (RNA-seq) of longer transcripts, again mapping sequencing reads to annotated siRNA-producing loci. 

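Precursor transcripts of non-palindromic loci were 1.62-fold higher in Δxrn1 than in WT at the median of 558 loci (log2 change 0.70, 95% interval of the median 0.51 to 0.80), and 410 of them were higher. The non-palindromic median was 0.078 under median-of-ratios scaling and −0.00028 under TMM scaling. Both scalings centre the loci, most of which are non-palindromic, near 0, so the signs of these medians under them say little. Ty loci had a median log2 change of 0.89 with 31 of 37 higher, and they stayed above 0 under both other scalings, at 0.27 and 0.19. OT loci (median 0.69, 127 of 159 higher), ORF loci (0.63, 88 of 122 higher) and unlabelled loci (0.62, 164 of 240 higher) turned to −0.0021, −0.071 and −0.075 under TMM scaling. Transcripts of the 50 palindromic loci were evenly divided on this scale, with 24 higher and 26 lower and a median log2 change of −0.061 (95% interval −0.77 to 0.42). Under median-of-ratios and TMM scaling the median was −0.68 and −0.76, with 16 higher and 34 lower in either case. Among loci with at least 20 counts in both libraries the palindromic median was 0.89 (22 loci) and the non-palindromic one 0.70 (415 loci), so that the order of the classes turned around. The palindromic loci together held 1.58% of the RNA-seq counts in WT and 2.47% in Δxrn1. The 2 class medians differed by −0.76, palindromic minus non-palindromic (95% bootstrap interval −1.43 to −0.26), over the loci past the TPM minimum, a difference that does not depend on the scaling but on this filter. Among single loci, the largest increase was at an OT locus on the plus strand of chromosome 3 from 90171 to 91645, with 635 counts in WT and 7870 in Δxrn1 (log2 change 3.74, 95% counting interval 3.63 to 3.86). An ORF locus on the plus strand of chromosome 2 from 1685649 to 1686407 had the largest decrease, with a log2 change of −3.84. The most abundant precursor, an unlabelled locus on the minus strand of chromosome 7 from 250564 to 251996, had 92868 TPM in WT and 18872 in Δxrn1.

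**Figure D2:**
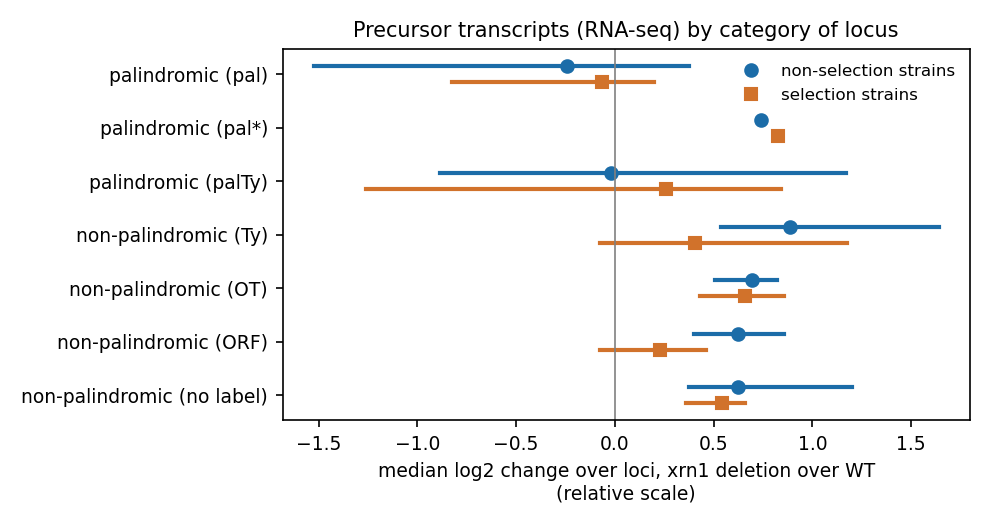
Median log2 change of precursor transcripts (TPM over the loci), Δxrn1 over WT, by category of locus in the non-selection strains (circles) and the selection strains (squares), each from 1 library per strain; bars are 95% intervals of the median over loci, absent for the 4 pal* loci. The non-palindromic medians lie above 0 on this scale. Under TMM scaling the OT, ORF and unlabelled medians of the non-selection strains and the ORF median of the selection strains lie below 0. Under median-of-ratios scaling the ORF and Ty medians of the selection strains do. Both scalings centre the loci near 0. The pal medians of both backgrounds and the palTy median of the non-selection strains lie below 0 under every scaling. The palTy median of the selection strains does so only under these other scalings, and the pal* medians stay above 0.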

Many siRNA-precursor transcripts increased in expression in the Δ*xrn1* strain (Figure 3D, median change, 2.2- and 3.8-fold for palindromic and non-palindromic loci, respectively). For instance, the Y′ subtelomeric siRNA precursor transcripts increased by over 14-fold in the *XRN1*-disrupted strain (Figure 3D and Supplementary Figure S2B). 

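Transcripts of the Y′ consensus were 6.00-fold higher in Δxrn1 than in WT (95% counting interval 5.53 to 6.53), from 660 counts in WT and 3665 in Δxrn1 on both strands together. Most of the increase was on the antisense strand, which had 505 counts in WT and 3362 in Δxrn1 and was 7.19-fold higher (6.56 to 7.92). The sense strand, with 155 and 303 counts, was 2.12-fold higher (1.74 to 2.58). With both strands together, the log2 change of 2.59 became 1.97 under median-of-ratios scaling and 1.89 under TMM scaling.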

Examination of the relationship between changes in siRNAs and changes in precursor transcripts uncovered a modest correlation for products of non-palindromic loci (*R*_S_ = 0.32; *P* < 0.001), with increased levels observed for both siRNAs and precursors from 430 of 532 loci (Figure 3E). In contrast, little correlation was observed for products of palindromic loci (*R*_S_ = 0.19; *P =* 0.2).

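Across the 532 non-palindromic loci past both abundance minimums, loci whose precursors were higher in Δxrn1 tended to have larger siRNA changes, with a Spearman rank correlation of 0.318 (95% bootstrap interval 0.24 to 0.40) and a Pearson correlation of 0.367. The rank correlation was 0.519 (0.41 to 0.61) over 219 unlabelled loci, 0.270 (0.11 to 0.42) over 158 OT loci and 0.259 (−0.061 to 0.54) over 37 Ty loci. Over 118 ORF loci it was −0.037 (−0.23 to 0.15). siRNAs and precursors were both higher in Δxrn1 at 369 loci. siRNAs were higher and precursors lower at 119 loci, the reverse held at 23 loci, and both were lower at 21. The count of loci with both higher depends on the scaling and was 192 under median-of-ratios and 194 under TMM scaling, whereas the rank correlation does not depend on it. Loci are not independent replicates, since convergent pairs overlap and copies of repeats share reads, so no p-value is given.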

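At the 50 palindromic loci past both minimums the Spearman rank correlation between siRNA and precursor changes was 0.185 (95% bootstrap interval −0.11 to 0.45). siRNAs were lower in Δxrn1 at 46 of these loci, with precursors higher at 23 of them and lower at the other 23. This split depends on the scaling, and under median-of-ratios or TMM scaling precursors were higher at 16 and lower at 34 of the 50 loci. siRNAs and precursors were both higher at 1 locus. The most abundant palTy locus on chromosome 2, whose siRNAs were lower in Δxrn1, had 3663.5 RNA-seq counts in WT and 6450 in Δxrn1 (log2 change 0.93). The abundant palTy locus on the plus strand of chromosome 6, also with fewer siRNAs, had fewer precursor counts as well, with 1395.5 in WT and 380.5 in Δxrn1 (log2 change −1.76). The number of palindromic loci sets the width of the interval, which includes the value of the non-palindromic loci. The correlation was 0.153 with at least 10 RPM and 10 TPM in WT (non-palindromic 0.332), 0.342 with a pseudocount of 1, 0.298 with at least 20 counts and 0.418 with strands summed, the last 2 above the 0.243 and 0.229 of the non-palindromic loci under the same settings.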

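Small RNA-seq and RNA-seq were also done on 1 culture each of the WT selection strain and the Δxrn1 strain derived from it, which carry the exogenous hairpin genes and additional copies of AGO1 and DCR1. The hairpin genes are under the GAL1 promoter, and these cells too were grown with 2% galactose. The small RNA-seq tables hold 1182980 counts in WT and 1096876 in Δxrn1. Hairpin loci took 792400 of these counts in WT and 459066 in Δxrn1, so siRNA levels were expressed as RPM of the endogenous counts, 390580 in WT and 637810 in Δxrn1. The RNA-seq tables hold 1788595 and 1047571 counts. For these strains, median-of-ratios and TMM scaling move all siRNA changes by −1.63 and −1.59 on the log2 scale and all precursor changes by −0.45 and −0.40. The tables list 673 loci, among them the 2 strands of each hairpin locus.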

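In the selection strains, siRNAs of 55 of 59 palindromic loci were lower in Δxrn1 than in WT, with a median log2 change of −0.90 (95% interval of the median −1.04 to −0.64). siRNAs of 499 of 573 non-palindromic loci were higher, with a median of 1.86 (1.67 to 2.00). The palindromic median was −0.087 with the hairpin counts in the sum, −2.54 under median-of-ratios and −2.49 under TMM scaling, and the non-palindromic median was 2.53, 0.23 and 0.27. The medians of the 2 classes differed by −2.76 (95% bootstrap interval −2.92 to −2.43), a 6.79-fold difference that a factor common to all loci leaves as it is, although the RPM minimum with the hairpins in the sum kept other loci (58 and 533). OT loci had a median of 2.35, ORF loci 1.88, unlabelled loci 1.45 and Ty loci 0.72. Under median-of-ratios and TMM scaling the unlabelled median turned to −0.18 and −0.13 and the Ty median to −0.92 and −0.87. Y′ siRNAs were 4.32-fold higher (95% counting interval 4.24 to 4.40). Palindromic loci made up 66.9% of the endogenous counts in WT and 32.4% in Δxrn1. The ORF locus on chromosome 1 from 2516784 to 2518096 again had one of the largest increases, with 138 counts in WT and 2151 in Δxrn1 (log2 change 3.25, 95% counting interval 3.01 to 3.51), and both strands of a Ty locus on chromosome 3 came next, the minus strand from 29193 to 32429 with a log2 change of 2.52. Across 598 loci, the siRNA changes of the selection and non-selection strains had a Spearman rank correlation of 0.773 (95% bootstrap interval 0.73 to 0.81), and 91.3% had the same sign. For precursors the correlation was 0.583 (0.52 to 0.64) across 590 loci, and 67.8% had the same sign. The correlations are across loci, which are not independent replicates, and the shares of equal sign, unlike the correlations, depend on the scaling.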

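With the backgrounds taken as replicates of the genotype (n = 2 libraries per genotype), edgeR's quasi-likelihood test with a term for the background called 388 of 595 siRNA loci changed in Δxrn1 at an adjusted p under 0.05. Of these, 360 rose and 28 fell. Among 535 non-palindromic loci tested, siRNAs of 358 rose and of 4 fell, and among 58 palindromic loci siRNAs of 24 fell (13 by DESeq2, 8 by edgeR with genotype alone, and 0 to 11 with genotype alone and a library left out). Y′ siRNAs rose on the sense strand (log2 change 2.77, edgeR adjusted p = 1.7e-16) and on the antisense strand (log2 change 2.70, edgeR adjusted p = 3.0e-11), but neither strand was called under TMM or median-of-ratios scaling, or with genotype alone and without the WT non-selection or the Δxrn1 selection library. With 1 residual degree of freedom, the p-values at Y′ rest on variation estimated mostly from the other loci. They do not measure the spread between the 2 strain pairs at Y′ itself. There, sense siRNAs were 10.6-fold higher in the non-selection and 4.40-fold higher in the selection strains. The split of calls depends on the scaling, with 130 rising and 135 falling under TMM scaling and 117 rising and 151 falling under median-of-ratios scaling, where siRNAs of 57 palindromic loci fell in either case. DESeq2 called 407 loci, of which 386 rose. Of 547 precursor loci, edgeR called 112 changed, of which 107 rose and 5 fell, and DESeq2 called 139. Y′ antisense transcripts rose (log2 change 2.44, edgeR adjusted p = 0.0044), a call lost under each setting below that called 0 precursor loci, whereas sense transcripts did not pass the test (log2 change 0.90, edgeR adjusted p = 0.18). With TMM scaling edgeR called 0 precursor loci, with 125 at an unadjusted p under 0.05, and with median-of-ratios scaling also 0, with 138 at an unadjusted p under 0.05. The test has 1 residual degree of freedom, so leaving out a library meant leaving out the background term too. With genotype alone, edgeR called 310 siRNA loci from all 4 libraries, 0 without the WT non-selection library (98 at an unadjusted p under 0.05), 8 without the WT selection library, 204 without the Δxrn1 non-selection library and 378 without the Δxrn1 selection library. With genotype alone it called 0 precursor loci from all 4 libraries (117 at an unadjusted p under 0.05) and 0 without any 1 of them (31 to 122), and with strands summed and the background term also 0 (96).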

Similar expression changes of small RNAs and their precursor transcripts were observed when comparing the *N. castellii* selection strain and a Δ*xrn1* strain derived from it (Supplementary Figure S2C and D). In these strains, the most abundant siRNAs mapped to the loci expressing hairpins corresponding to the exogenous *HIS3*, *URA3* and *GFP* genes. 

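The 3 hairpin loci, listed as NCAS0L00120, NCAS0M00110 and NCAS0N00110, gave 67.0% of all 22–23-nt counts at siRNA loci in the WT selection strain and 41.9% in the Δxrn1 selection strain. In WT, NCAS0N00110 had 293156 counts over both strands, NCAS0M00110 had 278472 and NCAS0L00120 had 220772, against 31795.5 counts for the most abundant endogenous locus, a palTy locus on the plus strand of chromosome 6. In Δxrn1 they had 247708, 94890 and 116468 counts. The Y′ consensus, with 92815 counts over both strands in Δxrn1, stayed below each of the 3 hairpin loci. Neither the tables nor the paper's text pairs these identifiers with HIS3, URA3 or GFP, so values are given by identifier.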

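siRNAs of all 3 hairpin loci were lower in the Δxrn1 selection strain than in its WT parent. NCAS0M00110, listed on chromosome 13 of the selection-strain genome, had 712970 RPM of the endogenous counts in WT and 148774 in Δxrn1 and was 4.79-fold lower (95% counting interval 4.76 to 4.83). NCAS0L00120, listed on chromosome 12, had 565242 and 182606 and was 3.10-fold lower (3.07 to 3.12). NCAS0N00110, listed on chromosome 14, had 750565 and 388373 and was 1.93-fold lower (1.92 to 1.94). The sense and antisense strands of each locus had nearly equal counts and changed alike, for example with log2 changes of −1.62 and −1.64 at NCAS0L00120. A read from an arm of an inverted repeat matches both strands and is divided between them, so this likeness follows from the counting. The size of the difference depends on the scaling, and with the hairpin counts kept in the sum the loci were 2.72-, 1.76- and 1.10-fold lower in the same order.

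**Figure D3:**
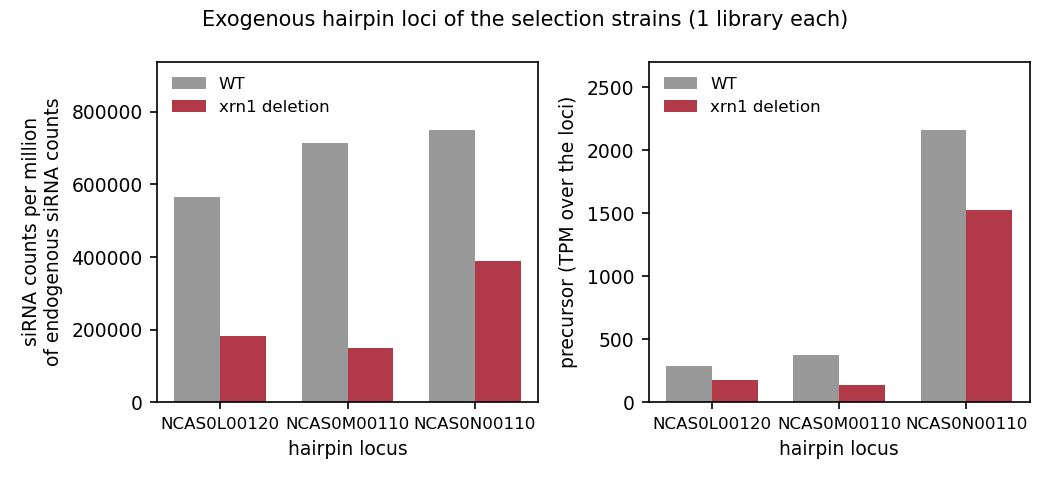
siRNA levels in RPM of the endogenous counts (left) and precursor TPM over the loci (right) at the 3 hairpin loci of the selection strains, 1 library per strain, with WT in gray and Δxrn1 in red. Each bar of Δxrn1 is lower than that of WT, which also holds with the hairpins in the sum (siRNA) and under median-of-ratios and TMM scaling, but not for the precursors under the shift of 1.70 on the log2 scale that brings the palindromic precursor median to the paper's fold (chosen after seeing the values), where all 3 are higher in Δxrn1.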

The siRNAs from these three loci decreased by 2.7-, 1.8- and 1.1-fold, respectively, in the Δ*xrn1* strain (Supplementary Figure S2C). The precursor transcripts for both the endogenous palindromic and non-palindromic siRNAs also increased in the Δ*xrn1* selection strain (Supplementary Figure S2D, median fold change of 3.5 and 4.6, respectively). 

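In the selection strains, precursors of non-palindromic loci were 1.40-fold higher in Δxrn1 at the median of 558 loci (log2 change 0.49, 95% interval of the median 0.37 to 0.59), with 367 higher. The median was 0.035 under median-of-ratios and 0.091 under TMM scaling, which centre the loci, most of them non-palindromic, near 0. OT loci had a median of 0.66 with 114 of 159 higher, and unlabelled loci 0.54 with 162 of 241 higher. ORF loci, with a median of 0.23, turned to −0.23 and −0.17 under median-of-ratios and TMM scaling. Among 52 palindromic loci, 28 were higher and 24 lower, with a median of 0.11 (95% interval −0.50 to 0.26) that turned to −0.34 and −0.29 under the same scalings and was 0.46 among loci with at least 20 counts in both libraries. Y′ transcripts were 1.90-fold higher (95% counting interval 1.83 to 1.97), 4.14-fold on the antisense strand and 1.68-fold on the sense strand. The largest single increase was at an ORF locus on the plus strand of chromosome 6 from 42481 to 43472, with 1809.5 counts in WT and 19959.5 in Δxrn1 (log2 change 4.18), and the third was at a pal* locus on the minus strand of chromosome 3 from 47455 to 48710 (log2 change 3.48). Precursors of the palTy locus on the plus strand of chromosome 1 from 86347 to 87222 were 3.48-fold lower, at 2321.5 and 407.5 counts.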

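In the selection strains, the Spearman rank correlation between siRNA and precursor changes was 0.304 (95% bootstrap interval 0.22 to 0.38) across 537 non-palindromic loci and 0.077 (−0.22 to 0.37) across 52 palindromic loci. Unlabelled loci had a correlation of 0.415, OT loci 0.316, ORF loci 0.103 and Ty loci −0.051. siRNAs and precursors were both higher in Δxrn1 at 320 non-palindromic loci, a count that was 185 under median-of-ratios and 195 under TMM scaling, which lower it by centring the loci near 0. siRNAs were higher and precursors lower at 155. At the palindromic loci, siRNAs were lower with precursors higher at 25 and with precursors lower at 24. This split too depends on the scaling, and under median-of-ratios or TMM scaling precursors were higher at 17 and lower at 35 of 52 palindromic loci. With 1 culture per strain, the correlations describe these libraries, and no p-value across loci is given.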

As with the non-selection strains, when examining the relationship between the changes in siRNAs and the changes in precursor transcripts, a modest correlation was observed for products of non-palindromic loci (Supplementary Figure S2E, *R*_S_ = 0.33; *P* < 0.001), and little correlation was observed for products of palindromic loci (Supplementary Figure S2E, *R*_S_ = 0.04; *P =* 0.38).

These results suggest that the less efficient silencing of *GFP* observed in the Δ*xrn1* strain was likely at least partially attributable to reduced siRNAs deriving from the palindromic transcripts designed to silence *GFP*. 

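Precursor transcripts counted at the hairpin loci were lower in the Δxrn1 selection strain as well, relative to the other loci of the table. The hairpins share sequence with the HIS3, URA3 and GFP genes that they silence. Reads of those genes may therefore be divided onto these loci, so the counts may not be of hairpin transcripts alone. The direction depends on the scaling, since the log2 changes of −1.50, −0.70 and −0.50 at NCAS0M00110, NCAS0L00120 and NCAS0N00110 all turn positive under the shift of 1.70 that brings the palindromic precursor median to the paper's fold, a shift chosen after seeing the values. NCAS0M00110 had 498 RNA-seq counts in WT and 108 in Δxrn1 and was 2.82-fold lower in TPM over the loci (95% counting interval 2.28 to 3.50). NCAS0L00120, with 403 and 151 counts, was 1.62-fold lower (1.35 to 1.98), and NCAS0N00110, with 2456 and 1060, was 1.41-fold lower (1.32 to 1.52). Hairpin transcripts were under 1% of the RNA-seq counts at siRNA loci, 0.188% in WT and 0.126% in Δxrn1. From its results on siRNAs and precursors, the paper proposes that the weaker silencing of GFP in Δxrn1 was likely at least partly attributable to fewer siRNAs from the palindromic transcripts designed to silence it. As 1 possibility, the paper proposes that more siRNAs from non-palindromic precursors compete with the palindrome-derived siRNAs for loading into Ago1p.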

One possibility is that the loss of *XRN1* causes an increase of non-palindromic siRNA precursors, and the increased siRNAs deriving from these precursors compete with the palindrome-derived siRNAs for loading into Ago1p, thereby causing more of the *GFP* siRNAs to be degraded before loading into Ago1p. In this scenario, Xrn1p could influence the levels of non-palindromic siRNA precursors either directly, by degrading these precursors, or indirectly, by increasing the efficiency of RNAi-mediated degradation of these transcripts, which are targets of as well as precursors for siRNAs of the RNAi pathway.

### Xrn1p enhances RNAi *invitro*

To study the ability of Xrn1p to enhance RNAi, we purified WT *N. castellii* Ago1p and WT and catalytically impaired versions of *N. castellii* Xrn1p (each from *S. cerevisiae* overexpression strains that lacked *XRN1*) and examined the influence of Xrn1p activity on passenger-strand cleavage and target slicing *invitro*. The *invitro* assay used an siRNA duplex with a 5′-labeled passenger strand and a cap-labeled target RNA to follow both passenger-strand cleavage and target slicing in multiple-turnover conditions (Figure 4A). In the presence of WT but not catalytically impaired (mut.) Xrn1p, the amount of passenger-strand cleavage fragment substantially increased at early time points and then dropped at later time points (Figure 4B and C). The reduced passenger-strand fragment observed at later time points indicated that Xrn1p degraded this fragment, either as it exited RISC or after it dissociated from RISC—in either case, potentially enhancing RNAi efficiency by facilitating RISC maturation or preventing cleaved passenger strand from inhibiting RISC activity, respectively. An siRNA duplex with a 3′-labeled passenger strand showed a similar trend as the siRNA duplex with a 5′-labeled passenger strand; in the reaction with WT Xrn1p, the 3′-cleavage fragment of the passenger strand accumulated to a greater extent at early time points and then was degraded at later time points (Supplementary Figure S3A–C). These results indicated that Xrn1p degrades both cleavage fragments of the passenger strand *invitro*—an observation consistent with the known preference of Xrn1p for substrates with a 5′ monophosphate.

**Figure 4.**
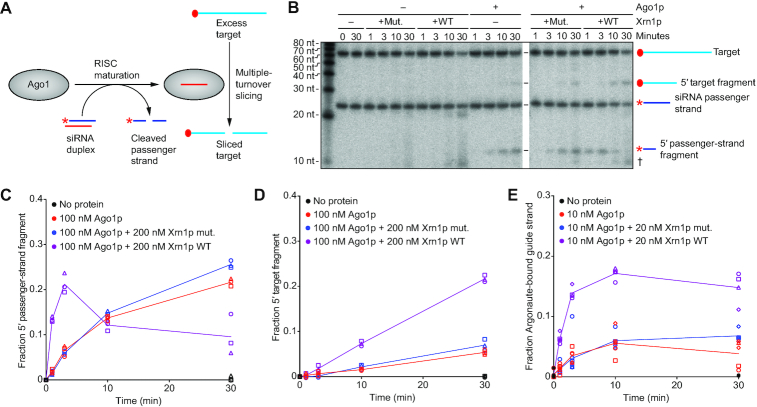
The impact of Xrn1p on siRNA loading, passenger-strand degradation and target slicing. (**A**) Experimental scheme of a combined assay monitoring both passenger-strand cleavage and target slicing. An siRNA duplex is loaded into Ago1p, which cleaves and discards the passenger strand before beginning to catalyze multiple-turnover slicing of the target RNA. Initial concentrations of siRNA duplex and target RNA were 10 and 100 nM, respectively. In the duplex, the red star indicates radiolabeled monophosphate on the 5′-end of the passenger strand. On the target, the red-filled circle indicates a 5′-radiolabeled cap. (**B**) The effect of Xrn1p on Ago1p-catalyzed passenger-strand cleavage and target slicing, in the assay schematized in A. Shown is a representative denaturing gel that resolved cap-labeled target, cap-labeled target fragment, 5′ end-labeled passenger strand and 5′ end-labeled passenger-strand fragment after incubation for the indicated time, with or without purified Ago1p (100 nM) and with or without purified Xrn1p (WT or mutant [mut.]) (200 nM). The cross symbol (†) indicates degradation of the target after adding Xrn1p, which was observed at late time points and presumed to be due to a contaminant in the Xrn1p preparation. (**C**) Quantification of the passenger-strand cleavage. Results are shown for three replicates (circles, squares, triangles) of reactions with either no protein (black), Ago1p only (red), Ago1p with Xrn1p mut. (blue), or Ago1p with Xrn1p WT (purple). The fraction of passenger-strand fragment was calculated by dividing the signal of product/(product + substrate). The lines, added for clarity, connect mean values and are not fit to an equation. (**D**) Quantification of the 5′ target fragment. Otherwise, as in C. (**E**) The effect of Xrn1p on siRNA association with Ago1p. Shown are results of a filter-binding assay that measured association of 5′ radiolabeled guide RNA with Ago1p after incubating components of the combined assay of passenger-strand cleavage and target slicing. Each assay included siRNA duplex, unlabeled target RNA and the other components indicated, each at the same concentrations used in B. Results are shown for five independent experiments (circles, squares, triangles, diamonds, hexagons), which together contributed at least three data points for each time point for reactions with either no protein (black filled circles), Ago1p only (red), Ago1p and Xrn1p mut. (blue), or Ago1p and Xrn1p WT (purple). The fraction of Ago1p-bound guide strand was calculated by dividing the signal for the RNA that bound to the nitrocellulose membrane by that of the RNA that bound to the nylon and nitrocellulose membranes combined.

WT Xrn1p also increased the rate of target slicing (Figure 4D). The increased rates of both passenger-strand cleavage and target slicing suggested that Xrn1p increased the amount of Ago1p that could be loaded with an siRNA duplex, perhaps by degrading non-specifically bound cellular RNAs that might be occluding siRNA loading. To assess whether Xrn1p activity increased the amount of Ago1p that could be loaded with a siRNA duplex, we performed filter-binding assays to measure the amount of siRNA bound to protein after incubating guide-labeled siRNA duplex with the purified proteins (Figure 4E). Preincubation of WT Xrn1p with Ago1p enhanced the amount of siRNA bound to protein, whereas preincubation with mutant Xrn1p did not have this effect (Figure 4E). These results supported the idea that the exonuclease activity of Xrn1p might help eliminate non-siRNA species that spuriously bind Ago1p and competitively inhibit siRNA duplex binding.

### *XRN1* affects the stability of the passenger strand *invivo*

Because *N. castellii* Xrn1p degraded the cleaved passenger strand *invitro*, we asked if it had this effect *invivo*. 

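Duplexes were sought among the distinct 22–23-nt sequences at siRNA loci, 62309 in WT (1096580 reads), 220965 in Δxrn1 (1577081 reads) and 78960 in ago1-D1247R (1375385 reads). The authors' lists give whole read counts per sequence. With the rules of the Supplementary Methods as the starting point, strands of equal length that pair perfectly with 2-nt 3′ overhangs were taken as a duplex, and strands with several partners were left out. The guide was the strand with more WT reads. In each of the 3 libraries the guide needed at least 100 reads and the passenger at least 1, and at least 1 fragment of the cleaved passenger had to be read in each library, counted here before fragment reads were shared among the strands they match. The methods can also be read as asking for 1 read after sharing, which left 130 duplexes. Duplexes were kept when the passenger-to-guide ratio was higher and the cleaved-passenger-to-guide ratio lower in ago1-D1247R than in WT. The ratios are taken within a library, so they do not depend on the scaling between libraries.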

We identified perfectly paired guide–passenger duplexes for which 22–23-nt reads were observed among small-RNA reads from WT, Δ*xrn1* and *AGO1* slicing-impaired (*ago1*-*D1247R*) *N. castellii* strains. For each of these duplexes, the strand with more reads in the WT strain was designated as the guide, the other strand was designated as the passenger and duplexes for which the passenger-to-guide ratio increased in the *ago1* mutant strain were carried forward as experimentally supported siRNA duplexes. Twelve-nucleotide reads that perfectly matched the 3′ end of the passenger strand were designated as 3′-cleavage fragments of passenger strands, and depending on whether the duplex was comprised of 22- or 23-nt species, 10- or 11-nt reads that perfectly matched the 5′ end of the passenger strand were respectively designated as 5′-cleavage fragments of passenger strands. 

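Under these rules 182 duplexes were found, 172 of 23 nt and 10 of 22 nt, and the guide began with U in 147 of them. The median guide had 367 reads in WT, 261 in Δxrn1 and 400 in ago1-D1247R, and the median passenger had 52.5, 97.5 and 342.5 reads. Cleavage fragments were scarce, with medians of 5 reads per duplex in WT, 5.25 in Δxrn1 and 1 in ago1-D1247R. The duplex with the most guide reads in WT had the palindrome-derived siRNA of the RNA blot as guide and a passenger, ATCTTCATCGATTACCATCTATA, with 163 reads in WT, 131 in Δxrn1 and 3005 in ago1-D1247R. The next, with guide TGAGATTCGAGAAACATGCTGTT, had 3505 guide and 93 passenger reads in WT, 2673 and 167 in Δxrn1, and 2439 and 1925 in ago1-D1247R. In the duplex with guide CAGTCTTGAGCTCTTGAGCATCG, guide and passenger had 3220 and 135 reads in WT, 1682 and 194 in Δxrn1, and 3696 and 2428 in ago1-D1247R. Without the requirement on ago1-D1247R, 286 duplexes were found.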

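Full-length passenger strands were more abundant relative to their guides in Δxrn1 than in WT at 162 of 182 duplexes and less abundant at 20. The median passenger-to-guide ratio was 2.62-fold that of WT (95% interval of the median over duplexes 2.23 to 2.91). In the median duplex there were 13.4 passenger reads per 100 guide reads in WT, 31.6 in Δxrn1 and 78.1 in ago1-D1247R. In ago1-D1247R the ratio was 5.43-fold that of WT (3.90 to 7.47), with all 182 duplexes higher because the rules require it. Without that requirement the Δxrn1 ratio was 2.23-fold that of WT (2.02 to 2.51), with 234 of 286 duplexes higher, and the ago1-D1247R ratio was 3.98-fold. Duplexes of 1 library per strain are not replicates, so no p-value is given.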

For most duplexes, disrupting *XRN1* increased the ratio of full-length passenger strand to guide strand, as would be expected if Xrn1p facilitates RISC loading (Figure 5A, median increase, 2.3-fold; *P* < 0.001, Wilcoxon signed-rank test). 

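Among the 182 duplexes kept, cleaved passenger strands relative to their guides differed little between Δxrn1 and WT, with a median ratio 1.11-fold that of WT (95% interval of the median 0.918 to 1.26). The ratio was higher in Δxrn1 at 97 duplexes and lower at 85. The median duplex had 1.58 cleavage-fragment reads per 100 guide reads in WT, 1.79 in Δxrn1 and 0.299 in ago1-D1247R, where the rule that kept the duplexes requires a lower ratio than in WT. Without that rule the ratio was lower in ago1-D1247R at 208 and higher at 77 of 286 duplexes. Without the requirement on ago1-D1247R the Δxrn1 ratio was 1.24-fold that of WT (1.06 to 1.32, which excludes no change), with 168 of 286 duplexes higher. The requirement favours duplexes with many fragment reads in WT, so it can lower the ratio of Δxrn1 to WT. Among duplexes with at least 500 guide reads the median log2 ratio turned to −0.24. At a median of 5 fragment reads per duplex, a difference smaller than the interval was not detectable.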

Disrupting *XRN1* also increased the ratio of cleaved passenger strand to guide strand modestly (Figure 5B, median increase, 1.3-fold; *P* < 0.001).

**Figure 5.**
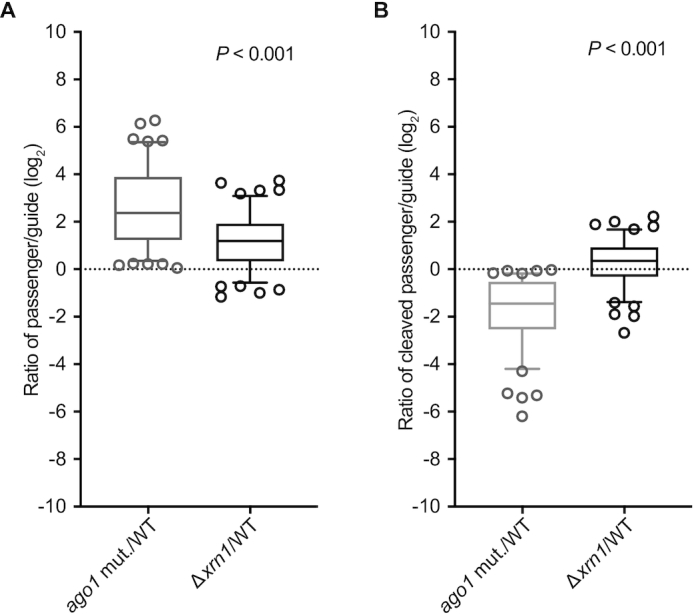
The influence of Xrn1p on the accumulation of the siRNA passenger strand and its cleavage fragments *invivo*. (**A**) Accumulation of full-length passenger strands. Box-and-whisker plots show the log_2_ ratios of the reads for the full-length passenger strand over the reads for the full-length guide strand in the slicing-impaired *ago1* mutant (mut.) versus WT strains and in Δ*xrn1* versus WT strains. Results from 114 guide–passenger duplexes are plotted, with the line indicating the median, the box indicating 25–75 percentiles, the whiskers indicating the 5–95 percentiles and open circles indicating individual outliers. The two-tailed Wilcoxon signed-ranked test was used to evaluate the similarity of the two distributions (*P*-value). (**B**) Accumulation of cleaved passenger strands. Box-and-whisker plots show the log_2_ ratios of the reads for the cleaved passenger strand over the reads for the full-length guide strand in *ago1* mut. versus WT strains and in Δ*xrn1* versus WT strains. Otherwise, as in A.

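The lists of 9–26-nt reads hold 1974994 reads in WT, 2442836 in Δxrn1 and 1913550 in ago1-D1247R, as whole counts per distinct sequence after the authors removed reads of rRNAs and tRNAs. The lists cover different sets of reads. In WT, 86639 reads of 22–23 nt and 356202 reads of 10–12 nt in the list are outside the shorter lists of reads at siRNA loci, whereas in Δxrn1 and ago1-D1247R every read of these lengths is also in the shorter lists. The 100 most abundant of the sequences found only in the longer WT list, with 18431 reads in WT, were absent from the other lists. Shares of all reads are therefore given beside shares of the reads that could be treated alike, those whose sequence is contained in a 22–23-nt sequence of the siRNA loci.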

We also examined the length distributions and the first nucleotide composition of the genomically mapping 9–26-nt reads in the libraries of each of these strains, excluding reads that mapped exclusively to rRNAs or tRNAs (Supplementary Figure S4). 

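Reads of 15–20 nt made up 4.19% of the 9–26-nt reads in WT, 12.9% in Δxrn1 and 11.7% in ago1-D1247R. The 23-nt reads were the most frequent in each library, at 47.1% in WT, 46.8% in Δxrn1 and 58.7% in ago1-D1247R, followed by the 22-nt reads at 12.8%, 17.7% and 13.2%. These shares cannot be compared between WT and the mutants. The WT list alone holds reads of 22–23 nt (86639) and of 10–12 nt (356202) outside the lists of reads at siRNA loci. Among reads treated alike, a choice made after the data were examined, 15–20-nt reads contained in 22–23-nt sequences, as a share of these and the 22–23-nt reads together (other lengths left out), were 4.61% in WT, 16.5% in Δxrn1 and 14.0% in ago1-D1247R. The share in Δxrn1 was 3.57-fold that in WT (95% counting interval 3.54 to 3.61), and the share in ago1-D1247R 3.03-fold (3.00 to 3.06). The mutants differed in the lengths concerned. Per 100 reads of 22–23 nt, 20-nt reads numbered 1.67 in WT, 6.20 in Δxrn1 and 10.2 in ago1-D1247R, 19-nt reads 0.994, 5.40 and 2.70, and 15-nt reads 0.452, 1.18 and 0.623.

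**Figure D4:**
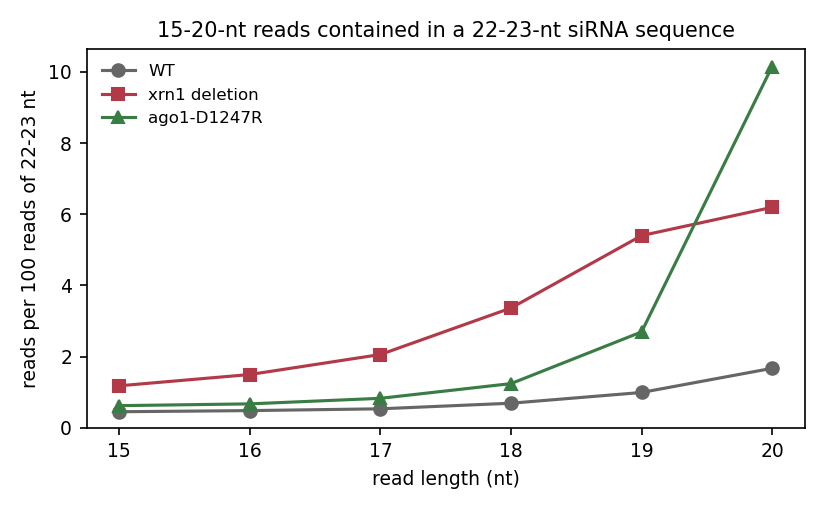
Reads of 15–20 nt contained in a 22–23-nt sequence of the siRNA loci, per 100 reads of 22–23 nt (vertical axis), by read length (horizontal axis), in WT (circles), Δxrn1 (squares) and ago1-D1247R (triangles), 1 library each. Δxrn1 lies above WT at every length, and ago1-D1247R is highest at 20 nt, at 10.2.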

There were no substantial differences in the size distributions of the 9–26-nt reads in the Δ*xrn1* or *AGO1* slicing-impaired strains compared with the WT strain, although there were slightly more 15–20-nt reads in the Δ*xrn1* strain (Supplementary Figure S4). 

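Of the 23-nt reads, 52.4% began with U in WT (exact Clopper-Pearson 95% interval 52.3 to 52.5%), 50.4% in Δxrn1 (50.3 to 50.5%) and 48.2% in ago1-D1247R (48.1 to 48.3%). A came first in 13.2%, 14.4% and 15.7% of the 23-nt reads in the same order. With each distinct sequence counted once the shares beginning with U were 46.9%, 39.3% and 38.9%. The numbers of 23-nt reads were 929951 in WT, 1144286 in Δxrn1 and 1122827 in ago1-D1247R.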

Similar to previous studies, most 23-nt RNAs began with U, which suggested that most siRNA guide strands begin with this nucleotide (8,62). 

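A stood at the third-to-last position in 19.3% of the 23-nt reads in WT (95% interval 19.2 to 19.4%), 24.5% in Δxrn1 (24.5 to 24.6%) and 35.1% in ago1-D1247R (35.0 to 35.2%). This position of a passenger strand pairs with the first nucleotide of its guide, and the differences are larger than the counting error of these libraries. C at the position went the other way, with 24.4% in WT, 19.6% in Δxrn1 and 17.8% in ago1-D1247R, as did U, with 32.2%, 27.1% and 24.9%, whereas G was at 24.1%, 28.8% and 22.3%. In the list of reads at siRNA loci, the share of A in WT was 18.2%. From the higher share of A and the ratios of full-length and of cleaved passenger strands to guides, the paper concludes that Xrn1p affects the stability of full-length and cleaved passenger strands in vivo as in vitro, since A at this position is what full-length passengers of guides beginning with U would have.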

The Δ*xrn1* and *AGO1* slicing-impaired strains had a higher fraction of 23-nt reads with A in the third to last position (24.8 and 36.0%, respectively, compared to 19.3% for the WT strain), which would be expected of full-length passenger strands that could pair with guide strands that begin with U. These results indicated that Xrn1p affects the stability of full-length and cleaved passenger strands *invivo*, as it does *invitro*.

### Xrn1p enhances target slicing and eliminates the 3′ slicing fragment

To learn whether Xrn1p enhances the efficiency of any steps following duplex loading, RISC maturation and passenger-strand degradation, we purified mature *N. castellii* RISC programmed with a specific guide RNA (63) and examined the ability of *N. castellii* Xrn1p to enhance slicing of cap-labeled target *invitro*. Under single-turnover conditions, in which the RISC enzyme was in excess over target, Xrn1p activity had no detectable influence on slicing rates (Supplementary Figure S5A and B). Likewise, Xrn1p activity had no detectable influence on the initial burst phase of a multiple-turnover slicing reaction (Figure 6A), in which target was in 10-fold excess over the RISC enzyme (Figure 6B and C). However, after the slicing product reached the concentration of RISC (10 nM) and the reaction entered a slower phase characterized by rate-limiting product release, WT Xrn1p but not the catalytically impaired Xrn1p increased the rate of target slicing (Figure 6B and C). Enhancement of this second phase of target slicing increased after boosting the Xrn1p concentration from 10 to 30 nM but did not increase with even more Xrn1p (Figure 6C).

**Figure 6.**
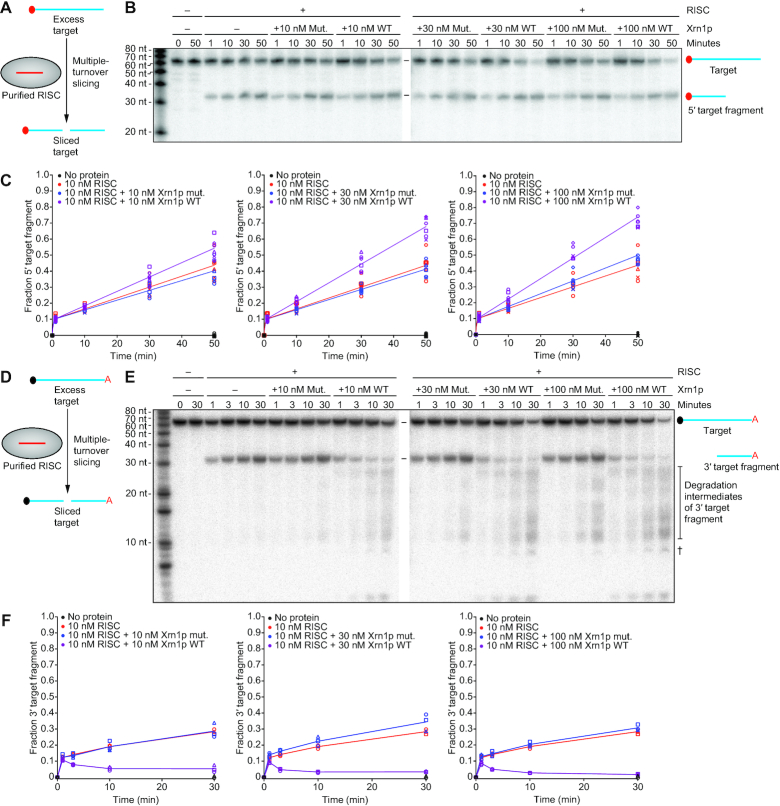
The impact of Xrn1p on multiple-turnover slicing and on stability of the 3′ target fragment. (**A**) Experimental scheme of the assay for multiple-turnover slicing using a cap-labeled target. The red-filled circle on the target RNA indicates a radiolabeled 5′ cap. The initial concentration of target was 100 nM. (**B**) The effect of Xrn1p on multiple-turnover slicing in the assay schematized in A. Shown is a representative denaturing gel resolving target from its sliced product after incubation with or without purified RISC–miR-20a (10 nM), with the indicated concentration of Xrn1p (WT or mut.; 0, 10, 30 or 100 nM) for the indicated amount of time. (**C**) Quantification of the 5′ product of target slicing. Results are shown for six independent experiments (circles, squares, triangles, diamonds, hexagons and exes) of reactions with either no protein (black), RISC–miR-20a only (red), RISC–miR-20a with Xrn1p mut. (blue), or RISC–miR-20a with Xrn1p WT (purple). The fraction of 5′ target fragment was calculated by dividing the signal of product/(product + substrate). The lines indicate the best fit to the burst equation. (**D**) Experimental scheme of the assay for multiple-turnover slicing with a 5′-capped, 3′-radiolabeled target. The black-filled circle on the target indicates a 5′-cap, and the red A indicates a radiolabeled cordycepin at the 3′-end of the target. The initial concentration of target was 100 nM. (**E**) The effect of Xrn1p on multiple-turnover slicing in the assay schematized in D. The cross symbol (†) indicates degradation of the target after adding Xrn1p, which was observed at late time points and presumed to be due to a contaminant in the Xrn1p preparation. Otherwise, as in B. (**F**) Quantification of the 3′ product of target slicing. Results are shown for three independent experiments (circles, squares, triangles). The lines, shown for clarity, connect mean values and are not fit to an equation. Otherwise, as in C.

These results suggested that Xrn1p enhances release of sliced product, presumably by degrading the 3′ product of slicing, which contains the 5′-monophosphate characteristic of Xrn1p substrates. To examine whether Xrn1p has this function, we performed a slicing reaction with a 5′-capped, 3′-labeled target RNA in multiple turnover conditions (Figure 6D). In reactions lacking Xrn1p or containing catalytically impaired Xrn1p, the 3′ slicing product accumulated rapidly during the burst phase and then more slowly during the part of the reaction characterized by rate-limiting product release, as observed for the 5′ product in reactions with cap-labeled target (Figure 6E and F). In reactions containing WT Xrn1p, the 3′ slicing product similarly accumulated at an early time point but then began to decrease as it was degraded by Xrn1p (Figure 6E and F). This rate of degradation increased as the concentration of Xrn1p increased from 10 to 30 nM but did not significantly increase with additional Xrn1p (Figure 6F). The elimination of this 3′ product of slicing, which pairs to the guide-RNA seed region, which in turn is critical for target recognition and binding (52,64–65), would prevent this 3′ slicing product from rebinding to the guide and would thereby allow RISC to bind and slice another target RNA.

In support of the proposal that Xrn1p degrades 3′ products of slicing, comparison of RNA-seq data from the selection strain with and without *XRN1* showed that, in the absence of Xrn1p, RNA preferentially accumulated in the mRNA regions downstream of *HIS3*, *URA3* and *GFP* slicing (Supplementary Figure S5C). In contrast, endogenous genes that were not targets of RNAi in the selection strain showed a uniform increase in RNA sequencing reads mapping across the gene in the *XRN1-*knockout strain, and showed an increased proportion of reads mapping to their 3′ ends in both WT and *XRN1*-deficient backgrounds (Supplementary Figure S5D). Thus, as observed in other species (30–32), *XRN1* is responsible for eliminating the 3′ products of slicing in budding yeast.

## DISCUSSION

Our results show that Xrn1p influences most steps of the RNAi pathway in budding yeast (Figure 7). Xrn1p increases the levels of siRNAs that accumulate from palindromic loci, presumably by reducing the amount of non-palindromic siRNA-precursor transcripts, thereby reducing competition for entry into the pathway from siRNAs that would otherwise be produced from these non-palindromic precursors. Once the siRNA duplexes are produced, Xrn1p facilitates their loading into Argonaute, perhaps by eliminating other RNA species that spuriously bind to Argonaute and thereby inhibit duplex loading. After duplexes bind to Argonaute and passenger strands are cleaved, Xrn1p helps degrade the cleavage fragments, which prevents inhibition of RISC and might facilitate its maturation. Finally, Xrn1p facilitates multiple turnover of RISC by eliminating the 3′ products of slicing, thereby preventing product inhibition and perhaps helping to regenerate unbound RISC. We also detected a physical interaction between Ago1p and Xrn1p, which might play a role in one or more of these functions.

**Figure 7.**
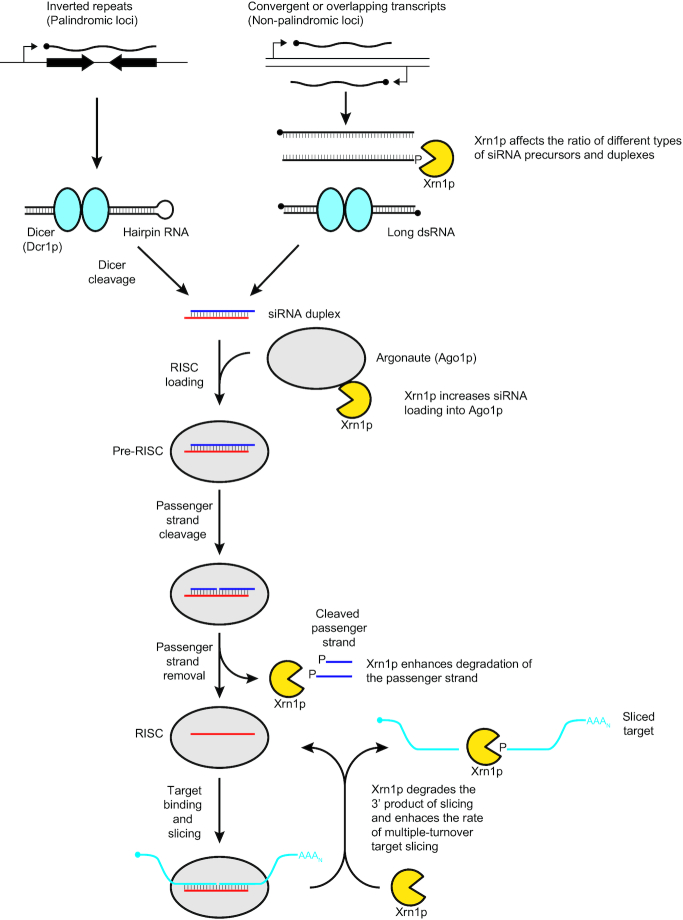
Schematic depicting the roles of Xrn1p in budding yeast RNAi. See main text for description.

Even with these new-found roles of Xrn1p, the RNAi pathway of budding yeast appears to be the most streamlined of any characterized to date, with only three known components: Dcr1p, Ago1p and Xrn1p. Although we cannot rule out participation of other factors that might have been missed by our genetic and pulldown approaches, the notion that RNAi in budding yeast relies on only three proteins seems plausible. For example, the most notable difference between budding-yeast Ago1p and Argonaute proteins characterized from other lineages is that purified Ago1p can autonomously load an siRNA duplex and then cleave and remove the passenger strand of this duplex to form active RISC capable of slicing target RNA (66), whereas other Argonaute proteins require the Hsc70/Hsp90 chaperone and adenosine triphosphate to assume a conformation capable of duplex loading and RISC maturation (19–21,23–24). That Ago1p can autonomously perform these functions *invitro*, with some enhancement by Xrn1p, suggests that other factors might not be required for duplex loading and RISC maturation in budding yeast.

The unusual domain structure and activity of budding-yeast Dcr1p might also obviate the need for other accessory factors needed for siRNA loading into Argonaute in other systems. Budding-yeast Dcr1p possesses only one RNase III domain, whereas canonical Dicers possess two RNase III domains (67). Consistent with RNase III domains always functioning in pairs (68), budding-yeast Dicer forms a homodimer to cleave both strands of the dsRNA (67). Whereas canonical Dicers measure from the end of the dsRNA to determine the site of cleavage (69,70), multiple Dcr1p homodimers bind cooperatively within the dsRNA, with the distance between active sites of adjacent homodimers determining the length of the siRNA duplexes (67). Each unit of the budding-yeast homodimer possesses two dsRNA-binding domains (dsRBDs), which are both required for accumulation of siRNAs to normal levels *invivo*, although the second dsRBD is dispensable for producing siRNAs *invitro* (67). One proposal is that in cells this second dsRBD acts after siRNA production, in tandem with the second dsRBD contributed by the other Dcr1p of the homodimer, to perform functions normally provided by dsRBD-containing Dicer accessory factors, such as helping to transfer the siRNA duplex from Dicer to Argonaute, thereby obviating the need for these cofactors (67).

Further supporting the existence of a streamlined pathway in budding yeast, *N. castellii* lacks orthologs of other factors that participate in RNAi and related pathways in other species. For example, *N. castellii* and all other RNAi-possessing budding-yeast species lack recognizable homologs of RdRPs (8). Budding yeast also lack a discernible ortholog of *HEN1*, which methylates the 2′ oxygen of the 3′-terminal nucleotide of plant and metazoan siRNAs, plant miRNAs, as well as metazoan Piwi-interacting RNAs (piRNAs), thereby protecting these small RNAs from 3′-end uridylation and degradation (71–81). Indeed, we found that *N. castellii* siRNAs are susceptible to periodate oxidation and beta-elimination, thereby confirming that they are not methylated (Supplementary Figure S6A).

*Naumovozyma castellii* does have orthologs of several other factors thought to participate in RNAi in other species, including the QIP exonuclease, which removes the cleaved passenger strand in *Neurospora crassa* (27) and the autoantigen La RNA-binding protein, which is reported to enhance the multiple-turnover of RISC in Drosophila RNAi (82). However, disruption of the orthologs of the genes encoding QIP (*GFD2* and its paralog, *NCAS0A00350*), or the ortholog of La (*LHP1*) in an *N. castellii* RNAi-reporter strain had little effect on *GFP* silencing (Supplementary Figure S6B). Taken together, our results suggest that Xrn1p helps degrade the cleaved passenger strand and enhances the multiple turnover of RISC in budding yeast, thereby obviating the need for other proteins to perform these functions.

The general eukaryotic mRNA decay factors *DCP2* and *SKI3* have also been implicated in small-RNA–mediated gene-silencing pathways. *DCP2*, which encodes the mRNA decapping enzyme, is involved in miRNA-mediated silencing but not RNAi in Drosophila (83). *SKI3*, which encodes a component of the Ski complex, enables the cytoplasmic exosome to degrade 5′ target-slicing fragments in Drosophila (31). Although disrupting *DCP2* and *SKI3* affected the abundances of siRNAs in the cell (Supplementary Figure S2A), we found that the deletions of these genes in an *N. castellii* RNAi-reporter strain had little-to-no effect on *GFP* silencing (Figure 1E). These results suggest that each protein is either not involved in budding-yeast RNAi or has effects on the pathway that are undetectable in the *GFP*-silencing assay.

Xrn1p satisfies the expected criteria of a cofactor participating in the budding-yeast RNAi pathway. It is present in all known eukaryotes, playing important roles in RNA metabolism critical for cellular fitness, which explains why it was not lost in *S. cerevisiae* and other species that have lost RNAi. Although not thought to be an essential component of RNAi in any species, Xrn1 has been shown to function in RNAi and related pathways in diverse species, and our observations in budding yeast expand this repertoire, both with respect to its evolutionary reach and with respect to its functions within a single species. Indeed, studies in other species have focused on the role of Xrn1 on a particular step of the pathway, and thus it will be interesting to learn the degree to which Xrn1 has multiple functions in RNA-silencing pathways of other eukaryotes or whether these other lineages have evolved cofactors that assume these more specialized roles in more elaborated pathways.

## DATA AVAILABILITY

The *N. castellii* whole-genome sequencing data are available at the NCBI Sequence Read Archive (SRA) database under accession number PRJNA601242. The small-RNA and RNA sequencing data are available at the NCBI Gene Expression Omnibus (GEO) under accession number GSE143548.

## Supplementary Material

gkaa468_Supplemental_Files

## Notes

Present address: David E. Weinberg, Freenome, South San Francisco, CA 94080, USA.

Present address: Ines A. Drinnenberg, Institut Curi-PSL Research University, CNRS, Sorbonne Université, UMR3664, F-75005, Paris, France.

## References

[1] TomariY., ZamoreP.D. Perspective: machines for RNAi. Genes Dev.2005; 19:517–529.1574131610.1101/gad.1284105

[2] MaloneC.D., HannonG.J. Small RNAs as guardians of the genome. Cell. 2009; 136:656–668.1923988710.1016/j.cell.2009.01.045PMC2792755

[3] CarthewR.W., SontheimerE.J. Origins and Mechanisms of miRNAs and siRNAs. Cell. 2009; 136:642–655.1923988610.1016/j.cell.2009.01.035PMC2675692

[4] GhildiyalM., ZamoreP.D. Small silencing RNAs: an expanding universe. Nat. Rev. Genet.2009; 10:94–108.1914819110.1038/nrg2504PMC2724769

[5] CeruttiH., Casas-MollanoJ.A. On the origin and functions of RNA-mediated silencing: from protists to man. Curr. Genet.2006; 50:81–99.1669141810.1007/s00294-006-0078-xPMC2583075

[6] ShabalinaS.A., KooninE.V. Origins and evolution of eukaryotic RNA interference. Trends Ecol. Evol.2008; 23:578–587.1871567310.1016/j.tree.2008.06.005PMC2695246

[7] DrinnenbergI.A., FinkG.R., BartelD.P. Compatibility with killer explains the rise of RNAi-deficient fungi. Science. 2011; 333:1592.2192119110.1126/science.1209575PMC3790311

[8] DrinnenbergI.A., WeinbergD.E., XieK.T., MowerJ.P., WolfeK.H., FinkG.R., BartelD.P. RNAi in budding yeast. Science. 2009; 326:544–550.1974511610.1126/science.1176945PMC3786161

[9] BaulcombeD. RNA silencing in plants. Nature. 2004; 431:356–363.1537204310.1038/nature02874

[10] SijenT., FleenorJ., SimmerF., ThijssenK.L., ParrishS., TimmonsL., PlasterkR.H., FireA. On the role of RNA amplification in dsRNA-triggered gene silencing. Cell. 2001; 107:465–476.1171918710.1016/s0092-8674(01)00576-1

[11] SmardonA., SpoerkeJ.M., StaceyS.C., KleinM.E., MackinN., MaineE.M. EGO-1 is related to RNA-directed RNA polymerase and functions in germ-line development and RNA interference in *C. elegans*. Curr. Biol.2000; 10:169–178.1070441210.1016/s0960-9822(00)00323-7

[12] VolpeT.A., KidnerC., HallI.M., TengG., GrewalS.I., MartienssenR.A. Regulation of heterochromatic silencing and histone H3 lysine-9 methylation by RNAi. Science. 2002; 297:1833–1837.1219364010.1126/science.1074973

[13] CogoniC., MacinoG. Gene silencing in *Neurospora crassa* requires a protein homologous to RNA-dependent RNA polymerase. Nature. 1999; 399:166–169.1033584810.1038/20215

[14] XieZ., JohansenL.K., GustafsonA.M., KasschauK.D., LellisA.D., ZilbermanD., JacobsenS.E., CarringtonJ.C. Genetic and functional diversification of small RNA pathways in plants. PLoS Biol.2004; 2:E104.1502440910.1371/journal.pbio.0020104PMC350667

[15] DalmayT., HamiltonA., RuddS., AngellS., BaulcombeD.C. An RNA-dependent RNA polymerase gene in Arabidopsis is required for posttranscriptional gene silencing mediated by a transgene but not by a virus. Cell. 2000; 101:543–553.1085049610.1016/s0092-8674(00)80864-8

[16] CeruttiH., Casas-MollanoJ.A. On the origin and functions of RNA-mediated silencing: from protists to man. Curr. Genet.2006; 50:81–99.1669141810.1007/s00294-006-0078-xPMC2583075

[17] LiuQ., RandT.A., KalidasS., DuF., KimH.E., SmithD.P., WangX. R2D2, a bridge between the initiation and effector steps of the Drosophila RNAi pathway. Science. 2003; 301:1921–1925.1451263110.1126/science.1088710

[18] LiuQ., ParooZ. Biochemical principles of small RNA pathways. Annu. Rev. Biochem.2010; 79:295–319.2020558610.1146/annurev.biochem.052208.151733

[19] IwasakiS., KobayashiM., YodaM., SakaguchiY., KatsumaS., SuzukiT., TomariY. Hsc70/Hsp90 chaperone machinery mediates ATP-dependent RISC loading of small RNA duplexes. Mol. Cell. 2010; 39:292–299.2060550110.1016/j.molcel.2010.05.015

[20] MiyoshiT., TakeuchiA., SiomiH., SiomiM.C. A direct role for Hsp90 in pre-RISC formation in Drosophila. Nat. Struct. Mol. Biol.2010; 17:1024–1026.2063988310.1038/nsmb.1875

[21] IwasakiS., SasakiH.M., SakaguchiY., SuzukiT., TadakumaH., TomariY. Defining fundamental steps in the assembly of the Drosophila RNAi enzyme complex. Nature. 2015; 521:533–536.2582279110.1038/nature14254

[22] TomariY., MatrangaC., HaleyB., MartinezN., ZamoreP.D. A protein sensor for siRNA asymmetry. Science. 2004; 306:1377–1380.1555067210.1126/science.1102755

[23] TsuboyamaK., TadakumaH., TomariY. Conformational activation of argonaute by distinct yet coordinated actions of the Hsp70 and Hsp90 chaperone systems. Mol. Cell. 2018; 70:722–729.2977558410.1016/j.molcel.2018.04.010

[24] IkiT., YoshikawaM., NishikioriM., JaudalM.C., Matsumoto-YokoyamaE., MitsuharaI., MeshiT., IshikawaM. In vitro assembly of plant RNA-induced silencing complexes facilitated by molecular chaperone HSP90. Mol. Cell. 2010; 39:282–291.2060550210.1016/j.molcel.2010.05.014

[25] GregoryR.I., ChendrimadaT.P., CoochN., ShiekhattarR. Human RISC couples microRNA biogenesis and posttranscriptional gene silencing. Cell. 2005; 123:631–640.1627138710.1016/j.cell.2005.10.022

[26] ChendrimadaT.P., GregoryR.I., KumaraswamyE., NormanJ., CoochN., NishikuraK., ShiekhattarR. TRBP recruits the Dicer complex to Ago2 for microRNA processing and gene silencing. Nature. 2005; 436:740–744.1597335610.1038/nature03868PMC2944926

[27] MaitiM., LeeH.C., LiuY. QIP, a putative exonuclease, interacts with the Neurospora Argonaute protein and facilitates conversion of duplex siRNA into single strands. Genes Dev.2007; 21:590–600.1731188410.1101/gad.1497607PMC1820900

[28] LiuY., YeX., JiangF., LiangC., ChenD., PengJ., KinchL.N., GrishinN.V., LiuQ. C3PO, an endoribonuclease that promotes RNAi by facilitating RISC activation. Science. 2009; 325:750–753.1966143110.1126/science.1176325PMC2855623

[29] ChangJ.H., XiangS., XiangK., ManleyJ.L., TongL. Structural and biochemical studies of the 5′→3′ exoribonuclease Xrn1. Nat. Struct. Mol. Biol.2011; 18:270–276.2129763910.1038/nsmb.1984PMC3075561

[30] SouretF.F., KastenmayerJ.P., GreenP.J. AtXRN4 degrades mRNA in Arabidopsis and its substrates include selected miRNA targets. Mol. Cell. 2004; 15:173–183.1526096910.1016/j.molcel.2004.06.006

[31] OrbanT.I., IzaurraldeE. Decay of mRNAs targeted by RISC requires XRN1, the Ski complex, and the exosome. RNA. 2005; 11:459–469.1570343910.1261/rna.7231505PMC1370735

[32] LimaW.F., De HoyosC.L., LiangX.H., CrookeS.T. RNA cleavage products generated by antisense oligonucleotides and siRNAs are processed by the RNA surveillance machinery. Nucleic Acids Res.2016; 44:3351–3363.2684342910.1093/nar/gkw065PMC4838368

[33] NewburyS. The 5′-3′ exoribonuclease xrn-1 is essential for ventral epithelial enclosure during *C. elegans* embryogenesis. RNA. 2004; 10:59–65.1468158510.1261/rna.2195504PMC1370518

[34] ChatterjeeS., FaslerM., BüssingI., GrosshansH. Target-mediated protection of endogenous microRNAs in *C. elegans*. Dev. Cell. 2011; 20:388–396.2139784910.1016/j.devcel.2011.02.008

[35] BartelD.P. Metazoan microRNAs. Cell. 2018; 173:20–51.2957099410.1016/j.cell.2018.03.006PMC6091663

[36] ErrampalliD., PattonD., CastleL., MickelsonL., HansenK., SchnallJ., FeldmannK., MeinkeD. Embryonic lethals and T-DNA insertional mutagenesis in Arabidopsis. Plant Cell. 1991; 3:149–157.1232459310.1105/tpc.3.2.149PMC159987

[37] CastleL.A., ErrampalliD., AthertonT.L., FranzmannL.H., YoonE.S., MeinkeD.W. Genetic and molecular characterization of embryonic mutants identified following seed transformation in Arabidopsis. Mol. Gen. Genet.1993; 241:504–514.826452510.1007/BF00279892

[38] BohmertK., CamusI., BelliniC., BouchezD., CabocheM., BenningC. *AGO1* defines a novel locus of Arabidopsis controlling leaf development. EMBO J.1998; 17:170–180.942775110.1093/emboj/17.1.170PMC1170368

[39] TabaraH., SarkissianM., KellyW.G., FleenorJ., GrishokA., TimmonsL., FireA., MelloC.C. The *rde-1* gene, RNA interference, and transposon silencing in *C. elegans*. Cell. 1999; 99:123–132.1053573110.1016/s0092-8674(00)81644-x

[40] VastenhouwN.L., FischerS.E., RobertV.J., ThijssenK.L., FraserA.G., KamathR.S., AhringerJ., PlasterkR.H. A genome-wide screen identifies 27 genes involved in transposon silencing in *C. elegans*. Curr. Biol.2003; 13:1311–1316.1290679110.1016/s0960-9822(03)00539-6

[41] KennedyS., WangD., RuvkunG. A conserved siRNA-degrading RNase negatively regulates RNA interference in *C. elegans*. Nature. 2004; 427:645–649.1496112210.1038/nature02302

[42] KimJ.K., GabelH.W., KamathR.S., TewariM., PasquinelliA., RualJ.F., KennedyS., DybbsM., BertinN., KaplanJ.M.et al. Functional genomic analysis of RNA interference in *C. elegans*. Science. 2005; 308:1164–1167.1579080610.1126/science.1109267

[43] ParryD.H., XuJ., RuvkunG. A whole-genome RNAi Screen for *C. elegans* miRNA pathway genes. Curr. Biol.2007; 17:2013–2022.1802335110.1016/j.cub.2007.10.058PMC2211719

[44] ZhouR., HottaI., DenliA.M., HongP., PerrimonN., HannonG.J. Comparative analysis of argonaute-dependent small RNA pathways in Drosophila. Mol. Cell. 2008; 32:592–599.1902678910.1016/j.molcel.2008.10.018PMC2615197

[45] SmibertP., BejaranoF., WangD., GarauletD.L., YangJ.S., MartinR., Bortolamiol-BecetD., RobineN., HiesingerP.R., LaiE.C. A Drosophila genetic screen yields allelic series of core microRNA biogenesis factors and reveals post-developmental roles for microRNAs. RNA. 2011; 17:1997–2010.2194720110.1261/rna.2983511PMC3198593

[46] PressmanS., ReinkeC.A., WangX., CarthewR.W. A systematic genetic screen to dissect the MicroRNA pathway in Drosophila. G3. 2012; 2:437–448.2254003510.1534/g3.112.002030PMC3337472

[47] AmbergD.C., BurkeD.J., StrathernJ.N. Ethyl Methane Sulfonate (EMS) mutagenesis. CSH Protoc.2006; 2006:doi:10.1101/pdb.prot4180.10.1101/pdb.prot418022485581

[48] HoffmanC.S., WinstonF. A ten-minute DNA preparation from yeast efficiently releases autonomous plasmids for transformation of *Escherichia coli*. Gene. 1987; 57:267–272.331978110.1016/0378-1119(87)90131-4

[49] SchneiderC.A., RasbandW.S., EliceiriK.W. NIH image to ImageJ: 25 years of image analysis. Nat. Methods. 2012; 9:671–675.2293083410.1038/nmeth.2089PMC5554542

[50] FangW., BartelD.P. The menu of features that define primary microRNAs and enable de novo design of microRNA genes. Mol. Cell. 2015; 60:131–145.2641230610.1016/j.molcel.2015.08.015PMC4613790

[51] RioD.C. Filter-binding assay for analysis of RNA-protein interactions. Cold Spring Harb. Protoc.2012; 2012:1078–1081.2302806910.1101/pdb.prot071449

[52] WeeL.M., Flores-JassoC.F., SalomonW.E., ZamoreP.D. Argonaute divides its RNA guide into domains with distinct functions and RNA-binding properties. Cell. 2012; 151:1055–1067.2317812410.1016/j.cell.2012.10.036PMC3595543

[53] ChenG.R., SiveH., BartelD.P. A seed mismatch enhances Argonaute2-Catalyzed cleavage and partially rescues severely impaired cleavage found in fish. Mol. Cell. 2017; 68:1095–1107.2927270510.1016/j.molcel.2017.11.032PMC5821252

[54] BalciunasD., RonneH. Three subunits of the RNA polymerase II mediator complex are involved in glucose repression. Nucleic Acids Res.1995; 23:4421–4425.750146510.1093/nar/23.21.4421PMC307399

[55] HengartnerC.J., ThompsonC.M., ZhangJ., ChaoD.M., LiaoS.M., KoleskeA.J., OkamuraS., YoungR.A. Association of an activator with an RNA polymerase II holoenzyme. Genes Dev.1995; 9:897–910.777480810.1101/gad.9.8.897

[56] LiaoS.M., ZhangJ., JefferyD.A., KoleskeA.J., ThompsonC.M., ChaoD.M., ViljoenM., van VuurenH.J., YoungR.A. A kinase-cyclin pair in the RNA polymerase II holoenzyme. Nature. 1995; 374:193–196.787769510.1038/374193a0

[57] KuchinS., YeghiayanP., CarlsonM. Cyclin-dependent protein kinase and cyclin homologs *SSN3* and *SSN8* contribute to transcriptional control in yeast. Proc. Natl. Acad. Sci. U.S.A.1995; 92:4006–4010.773202210.1073/pnas.92.9.4006PMC42091

[58] AndersonJ.S., ParkerR.P. The 3′ to 5′ degradation of yeast mRNAs is a general mechanism for mRNA turnover that requires the SKI2 DEVH box protein and 3′ to 5′ exonucleases of the exosome complex. EMBO J.1998; 17:1497–1506.948274610.1093/emboj/17.5.1497PMC1170497

[59] DunckleyT., ParkerR. The DCP2 protein is required for mRNA decapping in *Saccharomyces cerevisiae* and contains a functional MutT motif. EMBO J.1999; 18:5411–5422.1050817310.1093/emboj/18.19.5411PMC1171610

[60] TeixeiraD., ParkerR. Analysis of P-body assembly in *Saccharomyces cerevisiae*. Mol. Biol. Cell. 2007; 18:2274–2287.1742907410.1091/mbc.E07-03-0199PMC1877105

[61] BrönnerC., SalviL., ZoccoM., UgoliniI., HalicM. Accumulation of RNA on chromatin disrupts heterochromatic silencing. Genome Res.2017; 27:1174–1183.2840462010.1101/gr.216986.116PMC5495069

[62] SzachnowskiU., AndusS., ForetekD., MorillonA., WeryM. Endogenous RNAi pathway evolutionarily shapes the destiny of the antisense lncRNAs transcriptome. Life Sci. Alliance. 2019; 2:e201900407.3146240010.26508/lsa.201900407PMC6713810

[63] Flores-JassoC.F., SalomonW.E., ZamoreP.D. Rapid and specific purification of Argonaute-small RNA complexes from crude cell lysates. RNA. 2013; 19:271–279.2324975110.1261/rna.036921.112PMC3543083

[64] HaleyB., ZamoreP.D. Kinetic analysis of the RNAi enzyme complex. Nat. Struct. Mol. Biol.2004; 11:599–606.1517017810.1038/nsmb780

[65] SalomonW.E., JollyS.M., MooreM.J., ZamoreP.D., SerebrovV. Single-molecule imaging reveals that argonaute reshapes the binding properties of its nucleic acid guides. Cell. 2015; 162:84–95.2614059210.1016/j.cell.2015.06.029PMC4503223

[66] NakanishiK., WeinbergD.E., BartelD.P., PatelD.J. Structure of yeast Argonaute with guide RNA. Nature. 2012; 486:368–374.2272219510.1038/nature11211PMC3853139

[67] WeinbergD.E., NakanishiK., PatelD.J., BartelD.P. The inside-out mechanism of Dicers from budding yeasts. Cell. 2011; 146:262–276.2178424710.1016/j.cell.2011.06.021PMC3169304

[68] MacRaeI.J., ZhouK., DoudnaJ.A. Structural determinants of RNA recognition and cleavage by Dicer. Nat. Struct. Mol. Biol.2007; 14:934–940.1787388610.1038/nsmb1293

[69] ZhangH., KolbF.A., JaskiewiczL., WesthofE., FilipowiczW. Single processing center models for human Dicer and bacterial RNase III. Cell. 2004; 118:57–68.1524264410.1016/j.cell.2004.06.017

[70] MacraeI.J., ZhouK., LiF., RepicA., BrooksA.N., CandeW.Z., AdamsP.D., DoudnaJ.A. Structural basis for double-stranded RNA processing by Dicer. Science. 2006; 311:195–198.1641051710.1126/science.1121638

[71] YuB., YangZ., LiJ., MinakhinaS., YangM., PadgettR.W., StewardR., ChenX. Methylation as a crucial step in plant microRNA biogenesis. Science. 2005; 307:932–935.1570585410.1126/science.1107130PMC5137370

[72] YangZ., EbrightY.W., YuB., ChenX. HEN1 recognizes 21–24 nt small RNA duplexes and deposits a methyl group onto the 2′ OH of the 3′ terminal nucleotide. Nucleic Acids Res.2006; 34:667–675.1644920310.1093/nar/gkj474PMC1356533

[73] LiJ., YangZ., YuB., LiuJ., ChenX. Methylation protects miRNAs and siRNAs from a 3′-end uridylation activity in Arabidopsis. Curr. Biol.2005; 15:1501–1507.1611194310.1016/j.cub.2005.07.029PMC5127709

[74] VaginV.V., SigovaA., LiC., SeitzH., GvozdevV., ZamoreP.D. A distinct small RNA pathway silences selfish genetic elements in the germline. Science. 2006; 313:320–324.1680948910.1126/science.1129333

[75] HorwichM.D., LiC., MatrangaC., VaginV., FarleyG., WangP., ZamoreP.D. The Drosophila RNA methyltransferase, DmHen1, modifies germline piRNAs and single-stranded siRNAs in RISC. Curr. Biol.2007; 17:1265–1272.1760462910.1016/j.cub.2007.06.030

[76] HouwingS., KammingaL.M., BerezikovE., CronemboldD., GirardA., van den ElstH., FilippovD.V., BlaserH., RazE., MoensC.Bet al. A role for Piwi and piRNAs in germ cell maintenance and transposon silencing in Zebrafish. Cell. 2007; 129:69–82.1741878710.1016/j.cell.2007.03.026

[77] KammingaL.M., LuteijnM.J., den BroederM.J., RedlS., KaaijL.J., RooversE.F., LadurnerP., BerezikovE., KettingR.F. Hen1 is required for oocyte development and piRNA stability in zebrafish. EMBO J.2010; 29:3688–3700.2085925310.1038/emboj.2010.233PMC2982757

[78] KirinoY., MourelatosZ. The mouse homolog of HEN1 is a potential methylase for Piwi-interacting RNAs. RNA. 2007; 13:1397–1401.1765213510.1261/rna.659307PMC1950760

[79] KirinoY., MourelatosZ. Mouse Piwi-interacting RNAs are 2′-O-methylated at their 3′ termini. Nat. Struct. Mol. Biol.2007; 14:347–348.1738464710.1038/nsmb1218

[80] SaitoK., SakaguchiY., SuzukiT., SuzukiT., SiomiH., SiomiM.C. Pimet, the Drosophila homolog of HEN1, mediates 2′-O-methylation of Piwi- interacting RNAs at their 3′ ends. Genes Dev.2007; 21:1603–1608.1760663810.1101/gad.1563607PMC1899469

[81] JiL., ChenX. Regulation of small RNA stability: methylation and beyond. Cell Res.2012; 22:624–636.2241079510.1038/cr.2012.36PMC3317568

[82] LiuY., TanH., TianH., LiangC., ChenS., LiuQ. Autoantigen La promotes efficient RNAi, antiviral response, and transposon silencing by facilitating multiple-turnover RISC catalysis. Mol. Cell. 2011; 44:502–508.2205519410.1016/j.molcel.2011.09.011PMC3229097

[83] RehwinkelJ., Behm-AnsmantI., GatfieldD., IzaurraldeE. A crucial role for GW182 and the DCP1:DCP2 decapping complex in miRNA-mediated gene silencing. RNA. 2005; 11:1640–1647.1617713810.1261/rna.2191905PMC1370850

# Supplementary material for: Xrn1p acts at multiple steps in the budding-yeast RNAi pathway to enhance the efficiency of silencing
**Source:** Nucleic Acids Res. 2020 Jun 5;48(13):7404–20. doi: 10.1093/nar/gkaa468
**Supplement:** gkaa468_Supplemental_Files

SUPPLEMENTARY MATERIALS AND METHODS

Plasmid construction

Integrating plasmids for N. castellii RNAi selection strains

pIp-strongSC_GFP, the integrating plasmid containing the *GFP*-silencing construct, was constructed previously (1). To construct pRS403-ScerURA3hp-HIS3-PEST, the integrating plasmid containing the *URA3*-silencing construct, the *N. castellii* genomic sequence downstream of the ORF NCAS0C02950 was amplified (primers: Ncas_Int679_For 5' GGCAAATTTGTATGAGGGATAAA and Ncas_Int679_Rev 5' TAATTCGATTACGTTAGCTGTT) and cloned into pRS403-pGAL1-hpSC_URA3 (1) using PstI and NaeI restriction enzymes (New England Biolabs, NEB). In addition, the *PEST* sequence from *S. cerevisiae CLN2* was appended to the C-terminal codon of the *HIS3* gene using the In-Fusion Cloning Kit (Clontech) as previously described (2), which increased the stringency of the selection. To construct pRS405-ScerHIS3hp, the integrating plasmid containing the *HIS3*-silencing construct, a 286 bp of *HIS3* sequence from pRS403-pGAL1-hpSC_URA3 was amplified (primers: HIS3_hp_For 5' AAAAGCTTGACCGAGAGCAA and HIS3_hp_Rev 5' GCGTATTACAAATGAAACCAAGATTCA) and initially cloned into pRS405 (3) between HindIII and XhoI (NEB). A DNA segment containing the *GAL1* promoter, the *HIS3* sequence in the antisense direction, and the *Schizosaccharomyces pombe rad9* intron was synthesized via fusion PCR (4) and inserted between BamHI and PstI (NEB). The *N. castellii* genomic sequence in between the ORFs NCAS0D00680 and NCAS0D00690 was amplified (primers: Ncas_Int618_For 5'-GTTCGCCGGCCTTCCCGCGCTATGAAATTA and Ncas_Int618_Rev 5'-ATCAGGCGCCGAGCATAACCGCTCAAATGC) and inserted between the NaeI and KasI

(NEB) restriction sites. To construct pRS404-NcasAGO1, the integrating plasmid containing *N. castellii AGO1* (NCAS0J02110), *N. castellii* genomic sequence downstream of the ORF NCAS0C00690 was amplified (primers: Ncas_Int696_For: 5'-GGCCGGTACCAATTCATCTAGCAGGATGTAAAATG; Ncas_Int696_Rev: 5'-GAAAGCCGGCGTAGAGCATGCGAGGTTTGG) and inserted between the KpnI and NaeI (NEB) restriction sites in pRS404 (3). The *AGO1* ORF along with its upstream and downstream sequence was amplified (primers: AGO1-Intergenic-For 5'-GCTGGAGCTCTGAACGTGTGGAAGACCAAA; AGO1-Intergenic-Rev 5'-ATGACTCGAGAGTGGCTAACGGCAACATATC) and inserted between the SacI and XhoI (NEB) restriction sites of pRS404. To construct pRS402-NcasDCR1, the integrating plasmid containing *N. castellii DCR1* (NCAS0C00230), *N. castellii* genomic sequence upstream of the ORF NCAS0E03540 was amplified (primers: Ncas_Int701_For 5'-ATTCGGATCCTGCAGGCTGTTTGCTGTACT; Ncas_Int701_Rev 5'-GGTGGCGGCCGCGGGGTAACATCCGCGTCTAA) and inserted between the BamHI and NotI (NEB) restriction sites in pRS402 (5). The *DCR1* ORF along with its upstream and downstream sequence was amplified (primers: DCR1-Intergenic-For 5'-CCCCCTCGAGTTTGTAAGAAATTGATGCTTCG; DCR1-Intergenic-Rev 5'-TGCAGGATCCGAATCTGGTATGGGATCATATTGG) and inserted between the XhoI and BamHI (NEB) restriction sites of pRS402.

Plasmids for protein expression strains

pYES2.1-FLAG3-SUMO-TEV-NcasAGO1, which expresses N-terminally FLAG- and SUMO-tagged *AGO1*, was constructed by creating a gBlock gene fragment (IDT) of 3x-FLAG, SUMO,

and TEV sequences and cloning it immediately downstream of the *GALI* promoter in pYES2.1 by Gibson Assembly (NEB). The *AGO1* CDS lacking the start codon was then inserted immediately downstream of the 3x-FLAG-SUMO-TEV construct by Gibson Assembly. pYES2.1-NcasXRN1-TEV-SUMO-FLAG3, which expresses C-terminally FLAG- and SUMO-tagged *XRN1* was constructed in the same manner, except the full *XRN1* CDS was inserted in between the *GALI* promoter and the TEV-SUMO-3x-FLAG sequence. QuikChange Site-Directed Mutagenesis (Agilent) was used to generate pYES2.1-NcasXRN1(D206N-D208N)-TEV-SUMO-FLAG3, for which active-site aspartates at amino acid positions 206 and 208 of *XRN1* were substituted with asparagine (QuikChange primers, with changed nucleotides bolded: sense 5'-

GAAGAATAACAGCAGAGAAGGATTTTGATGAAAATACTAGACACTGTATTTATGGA
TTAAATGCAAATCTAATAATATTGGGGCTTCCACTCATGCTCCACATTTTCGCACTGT
TAAGAG; antisense, reverse complement of this sequence).

Strain construction

N. castellii RNAi selection strains, RNAi mutant strains and derivatives

The parental *N. castellii* genetic selection strains DPB537 (*MAT a*) and DPB507 (*MAT α*) were derived from the original progenitor strains DPB004 and DPB005 (1), respectively. *ADE2* (NCAS0H02150), *HIS3* (NCAS0B01740), *LEU2* (NCAS0C04870) in both strains, as well as *LYS2* (NCAS0I01040) in DPB537 and *MET17* (NCAS0A05810) in DPB507, were disrupted with loxP-kanMX6-loxP modules of plasmid pUG6 (6) that had been fused via PCR (7) with ~400–500-bp targeting arms on both sides of the cassette followed by expression of Cre recombinase, as described (1). *TRP1* (NCAS0E01400) was disrupted using the hygromycin

NAT solid media. Similarly, the *SRB8* (NCAS0D04810) disruption cassettes were created by amplifying flanking genomic regions (Upstream arm: 5'-AGGGGAAGAATGTTTTATTTGTTT; 5'-AAAAAGTTGGGGGTTCTCTAGT; Downstream arm: 5'-GCACGACGATTTTGAGACAA; 5'-CCATCTTCAAAGAGGCCCCATA) and adding them to a *NAT* cassette or a *N. castellii* *LYS2* cassette consisting of the ORF with upstream and downstream regions (5'-ACCAATCGACCTTTGGATTA; 5'-TGATTCGGTTTTACAAATTGTTC) by fusion PCR. Strains DPB578 and DPB582 were created by transforming the *SRB8-NAT* or *SRB8-LYS2* followed by *XRNI-NAT* disruption cassettes, respectively, into strain DPB537 and then selected as discussed above.

RNA decay mutants

The RNA decay mutant strains DPB334, DPB336, DPB337 and DPB339 were generated from the parental strains DPB331 and DPB333 (1). *AGO1* was disrupted in strain DPB442 with a hygromycin cassette as previously described (1). Flanking regions of *DCR1* (primers: Upstream arm: 5'-ACTGATCCGGAAAAGAGAGT; 5'-TCACTTGATCTGTTGCTGGAGG; Downstream arm: 5'-AGGCATTGCAACAATCTGTGA; 5'-GAGTTTATCGATGATACCATTTGAAGG), *XRNI* (primers: Upstream arm: 5'-TTGCTCTCGAGCTTAGCAAC; 5'-TGGAATACCCATGATTAAAATGAA; Downstream arm: 5'-ATGCCAATGCCACCACCACA; 5'-AGATGGGATGGCGTTGATAG), *SKI3* (NCAS0A15300 – primers: Upstream arm: 5'-TTGCACTGGTTGACTCCTCT; 5'-CAATTGCTTCACTTCCGACA; Downstream arm: 5'-GGCTGTTATGGCTTTGAAGG; 5'-TCAAAATAGGCTTATCCGACGA) and *DCP2* (NCAS0G02500 – primers: Upstream arm: 5'-ATATGGCAGGCGTGTTTGGT; 5'-AGGGTGTGACAGAGGAAAAGT; Downstream arm: 5'-

GGTTACGATCTATTGCTGTCATTC; 5'-CCATCAAACCTCACACATTCAAAA) were amplified from genomic DNA. These flanking arms were appended to the hygromycin cassette of plasmid pAG32 via fusion PCR. These disruption cassettes were transformed into strains DPB331 and DPB333 and transformants were selected for on YPD + hygromycin solid media.

Deletions of orthologs of factors that act in RNAi of other species

Flanking regions of *GFD2* (NCAS0B08880 – primers: Upstream arm: 5'-TGCTTCTTCTACAATGGTCAAGT; 5'-CTGCTAATGGTATGCTTATTGCCTTC; Downstream arm: 5'-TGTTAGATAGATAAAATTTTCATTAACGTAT; 5'-GCAATTGATCAACGAGAAGGA) were amplified from genomic DNA. These flanking arms were appended to the hygromycin cassette of plasmid pAG32 via fusion PCR. Flanking regions of *NCAS0A00350* (primers: Upstream arm: 5'-CTGTCCCCATCGCAGGTAT; 5'-ACAAGATGAGTGATTGATGTATGTG; Downstream arm: 5'-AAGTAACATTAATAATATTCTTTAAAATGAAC; 5'-CTACGTCCAAAACCTTATCAAGGA) were amplified from genomic DNA. These flanking arms were appended to the *HIS3* cassette via fusion PCR. The *NCAS0A00350-HIS3* disruption cassette was transformed into strain DPB056 and transformants were selected for on SD – His and then the *GFD2-HYG* disruption cassette was transformed into these selected intermediate strains and transformants were selected for on YPD + hygromycin solid media to create strain DPB504. Strain DPB532 was created by amplifying regions upstream and downstream of *LHP1* (NCAS0A02380 – primers: Upstream arm: 5'-CAGAGAGAATGAAGTAAAGTAAGTTGG; 5'-TGAGTAAGGGTGGTTACCGT; Downstream arm: 5'-AGTTATCACTGAATGAAGAATTTTA; 5'-GTCGTTGGGGTCATTGATTCA) and

appending them to a *NAT* cassette from pAG25 (8) via fusion PCR. The *LHP1-NAT* disruption cassette was transformed into strain DPB333 and transformants were selected on YPD + NAT solid media.

Tagged Ago1p, Dcp2p, and Xrn1p strains

Strains for small-RNA and RNA sequencing

DPB220 served as the parental strain for all strains used for small-RNA and RNA sequencing. To create DPB228, the *AGO1* slicing-mutant strain, the sequence encoding the PIWI domain of *AGO1* (NCAS0J02110 - Ncas_Ch10: 404375–405853) was replaced by transforming with *S. cerevisiae* *URA3* expression cassette amplified from pYES2.1 flanked by ~400–500-bp arms of homology, as described before. QuikChange Site-Directed Mutagenesis (Agilent) was used to change *AGO1* coding sequence in pYES2.1-*AGO1* (1) to encode arginine in place of aspartate at amino acid position 1247 (D1247R) (QuikChange primers, changed codon is in bold: 5'-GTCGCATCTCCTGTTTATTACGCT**CGTTT**ATTGTGTGAACGTGGTGCTGCA; 5'-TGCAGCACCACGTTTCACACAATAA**ACG**AGCGTAATAAACAGGAGATGCGAC). The *ago1* D1247R construct was amplified and transformed into the intermediate strain, and transformants were selected as described above. To create DPB622, the $\Delta xrn1$ strain, the flanking regions of *XRNI* previously used for the hygromycin disruption cassette were amplified from genomic DNA and appended to the kanMX cassette of pFA6a via fusion PCR. This disruption cassette was transformed into strain DPB220 and transformants were selected on YPD + G418.

Protein-expression strains

The *S. cerevisiae* protein-expression strains DPB597, DPB598, DPB1100, and DPB1101 were synthesized using the parental yRH101 strain (a gift from Stephen Bell, MIT), which was derived from ySC7 (11). To create strain DPB597, *XRNI* was deleted in yRH101 using a CRISPR–Cas9 system adapted for use in *S. cerevisiae* (12,13). The template for the sgRNA

targeting *XRNI* (Genome matching sequence in bold. 5'-

GATCGAAAAGGTTTTAGGTTACGCGG; 5'-

AAAACCGCGTAACCTAAAACCTTTTC) was cloned into plasmid pV1382 and

transformed into yRH101 along with a repair template made from hybridizing oligos with

homology upstream and downstream of the *XRNI* ORF (5'-

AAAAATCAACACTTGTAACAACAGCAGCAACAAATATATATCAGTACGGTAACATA

CGAC; 5'-

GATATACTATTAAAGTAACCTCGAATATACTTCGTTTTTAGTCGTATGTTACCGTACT

GA). To create strains DPB598, DPB1100, and DPB1101, plasmids pYES2.1-FLAG3-SUMO-

TEV-NcasAGO1, pYES2.1-NcasXRN1-TEV-SUMO-FLAG3, and pYES2.1-

NcasXRN1(D206N-D208N)-TEV-SUMO-FLAG3, respectively, were transformed into strain

DPB597, and transformants were selected on SD – Ura.

Flow cytometry of strains with RNA-decay mutations

Non-inducing SC (+ 2% glucose) 3 mL cultures were inoculated with strains that contained

neither *GFP* nor a *GFP*-silencing construct (DPB211, DPB443, DPB442, DPB620, DPB601,

DPB608), or contained *GFP* and an empty *GFP*-silencing construct (DPB331, DPB334,

DPB337, DPB625, DPB469, DPB611), and 3 mL inducing SC (+ 2% galactose) cultures of

strains that contained *GFP* and a *GFP*-silencing construct (DPB333, DPB336, DPB339,

DPB629, DPB471, DPB613) and incubated at 25°C until they reached saturation. Strains with

DCP2 disrupted were inoculated before the other cultures, as they took > 24 h to reach

saturation. Saturated cultures were diluted to OD₆₀₀ 0.04 in 13 mL inducing or non-inducing

media and grown until all cultures were in mid-log phase (OD₆₀₀ 0.5 – 0.8). Flow cytometry was

then performed on 500 μ L of each culture as described for other strains. Strains used in Figure 1E were DPB211, DPB443, DPB442, DPB620, DPB331, DPB334, DPB337, DPB625, DPB333, DPB336, DPB339, DPB629, DPB601, DPB608, DPB469, DPB611, DPB471, DPB613. Strains used in Supplemental Figure S6B were DPB075, DPB077, DPB056, DPB504 for $\Delta gfd2$ $\Delta NCAS0A00350$; and DPB005, DPB331, DPB333, and DPB532 for *lhp1*.

Serial-dilution spot assay

Inducing SC (+ 2% galactose) cultures of *N. castellii* strains were inoculated and incubated at 30°C for 12 h. These cultures were centrifuged for 5 min at 3000 x g, resuspended in SC (+ 2% galactose), and used to re-inoculate new cultures at OD₆₀₀ 0.2. Cultures were grown until OD₆₀₀ 1.0, centrifuged for 5 min at 3000 x g, and resuspended in water. Cells were diluted to 2 x 10⁶ colony forming units (CFU)/mL and subsequent tenfold dilutions were performed. Cells (5 μ L) were plated on SC (+ 2% galactose) and SGal + Lys agar plates and grown for at least ten days. Strains from top to bottom in Figure 1C are DPB537, DPB541, DPB578, DPB582.

Genome sequencing and analysis

The *N. castellii* genome was downloaded from Yeast Genome Order Browser (YGOB - <http://ygob.ucd.ie/>). Sequences of the integrating plasmids containing *GFP*, *URA3* and *HIS3-PEST* along with their silencing constructs, as well as the integrating plasmids containing extra copies of *AGO1* and *DCR1* were inserted into the FASTA file. STAR (v.2.4) was used to create an indexed genome (14). Reads were aligned to the genome using STAR (v.2.4) with the parameters ‘--outFilterMismatchNmax 4 --clip3pAdapterSeq CTGTCTCTTATAC --readMatesLengthsIn NotEqual --alignIntronMax 1 --alignMatesGapMax 1000’. Samtools (v1.3)

‘view’, ‘sort’, and ‘rmdup’ commands were used to sort the BAM file and remove duplicate reads (15). Samtools ‘mpileup’ command with the parameters ‘-t DP -t SP -ug’ was used to make a BCF file. Bcftools (v1.3) ‘call’ command with the parameters ‘-vm’ was used to call variants for each strain. A custom Python script was employed to remove the parental strain variants from each of the mutant strain variants, and to identify and select the variants that were called as homozygous by bcftools (as these were haploid strains). Custom Python scripts were used to characterize each of the remaining variants as being either genic (present in an ORF) or intergenic, and as being either exonic or intronic. Exonic ORF variants were further characterized as being either synonymous, nonsynonymous, or frameshift mutations, and the nonsynonymous mutations were classified as being either missense or nonsense mutations using custom Python scripts. The variants and the mutated genes in each of the mutant strains were compiled. Variants that occurred in more than two mutant strains were removed. All frameshift variants that occurred in repetitive tracts of DNA for which the variant caller (bcftools) identified more than one position of the repeat as being mutated were also removed. The remaining variants were considered bona fide mutations that occurred during either mutagenesis or selection of the mutant strains.

Ago1p over-expression, immunoprecipitation and mass spectrometry

Overnight YPD cultures of diploid strains DPB201 and DPB202 were inoculated, grown to saturation, diluted to OD₆₀₀ 0.05 in 250 mL YPD and grown until OD₆₀₀ 1.0. Cultures were then induced by adding galactose to 2% and grown at 30°C for 20 h before harvesting to make 400–500 mg pellets. An equal volume of lysis buffer (50 mM HEPES pH 7.6, 300 mM NaCl, 0.1 mM EDTA, 0.1 mM EGTA, 0.25% NP-40) was added to the pellets. Cells were lysed with acid-

washed glass-bead beatings of 4 x 45 seconds with >4 min between bead beatings. 100 μ L 50% anti-HA affinity matrix (Roche 11815016001) was added to the lysate and incubated 12 h at 4°C in experiment 1 and 60 μ L of 50% anti-HA-agarose (Sigma A2095) was added and incubated for 2 h at 4°C in experiment 2. The affinity agarose was then washed four times with lysis buffer and all liquid was removed after the last wash with a needle. Proteins were eluted with 1x volume of HA peptide (1 μ g/ μ L) with incubation at 37°C for 15 min in experiment 1 and with incubation at 4°C for 12 h in experiment 2. Liquid was removed from the beads, 2x SDS buffer was added and then boiled for 5 min and samples were run on a 4-12% Tris-Glycine gel.

A silver stain of the Tris-Glycine gel was performed using Pierce Silver Stain for Mass Spectrometry (ThermoFisher Scientific 24600). Each sample band in the gel was cut into ~5 mm squares and was washed overnight in 50% methanol. These gel fragments were subsequently washed with a solution of 47.5% methanol, 5% acetic acid for 2 h and then dehydrated with acetonitrile and dried in a speed-vac. To reduce disulfide bonds, the dried gel pieces were incubated in 30 μ L 100 mM ammonium bicarbonate with 10 mM dithiothreitol for 30 min and were then incubated in 30 μ L of 100 mM ammonium bicarbonate and 100 mM iodoacetamide for cysteine alkylation. The gel fragments were then washed with acetonitrile, 100 mM ammonium bicarbonate and acetonitrile, in sequence, and dried in a speed-vac. The fragments were then rehydrated with a sufficient volume of 50 mM ammonium bicarbonate. To digest the proteins, trypsin was added (final concentration of 20 ng/ μ L), incubated on ice for 10 min, and then digested overnight at 37°C with gentle shaking. The digested peptides were extracted from the gel slices by sequential 10 min incubations at 37°C with shaking of the slices with 50 μ L of 50 mM ammonium bicarbonate, then 50 μ L of a solution of 47.5% acetonitrile, 5% water, and 5% formic acid, and finally 50 μ L of acetonitrile/formic acid solution once again. The supernatants

from each of these sequential incubations were pooled, and sample volumes were reduced to ~15 μ L using a speed-vac concentrator.

Samples were analyzed by reversed-phase high-performance liquid chromatography (HPLC) using a Thermo EASY-nLC 1200 HPLC equipped with a self-packed Aeris 1.7 μ m C18 analytical column (0.075 mm by 14 cm, Phenomenex). Peptides were eluted using standard reverse-phase gradients and analyzed using a Thermo Q Exactive HF-X Hybrid Quadrupole-Orbitrap mass spectrometer (nanospray configuration). The resulting fragmentation spectra were correlated against the known peptide database using Scaffold (Proteome Software Inc.). Analyses in Supplemental Table S3 were performed using Scaffold.

Small-RNA blots

Total RNA was isolated from log-phase cultures (OD₆₀₀ 0.8-1.0) of *N. castellii* using the hot-phenol method. 20 μ g of total RNA was loaded per lane of a denaturing 15% polyacrylamide gel. After blotting, carbodiimide was used to crosslink small RNAs to the membrane (16). DNA probes (*N. castellii* palindrome-derived siRNA, 5'-CTATCTTCATCGATTACCATCTA; *N. castellii* Y' siRNA, 5'-TCATGGTTAAGTATGGACGTCAA; *N. castellii* U6 small nuclear RNA, 5'-TATGCAGGGGAAGTCTGCTGAT; *H. sapiens* miR-21, 5'-TCAACATCAGTCTGATAAGCTA) were labeled at their 5' termini, as was the LNA probe for *A. thaliana* miR156 (17). Strains used in Figure 3C were DPB220 and DPB622. Strains used in Supplemental Figure S2A were DPB211, DPB443, DPB442, DPB620, DPB601, DPB608. Periodate oxidation and beta-elimination was as described (18).

Small-RNA sequencing, RNA-seq, and analysis

Genome and small-RNA cluster assembly

The *N. castellii* genome used for analysis of small-RNA and RNA sequencing from wild-type (DPB220), *AGO1* slicing-impaired (DPB228), and $\Delta xrn1$ (DPB622) strains in Figure 3 was downloaded from YGOB. The sequences of the Y'-consensus ORF (1) as well as the chloramphenicol and firefly luciferase internal-standard mRNA sequences were added to the FASTA file. The *N. castellii* genome used for analysis of RNA sequencing from wild-type (DPB537) and $\Delta xrn1$ (DPB541) genetic-selection strains in Supplemental Figures S2C–E and S5C was the *N. castellii* selection genome used for genome-sequencing analysis supplemented with the Y'-consensus ORF as well as the chloramphenicol and luciferase internal-standard mRNA sequences. The *N. castellii* genome used for RNA sequencing analysis with strains DPB537 and DPB541 in Supplemental Figure S5D was downloaded from Ensembl (ASM23734v1). STAR (v.2.4) was used to generate indexed genomes.

The coordinates of annotated small-RNA clusters (1) were converted from scaffolds of the unfinished *N. castellii* genome to the genomic coordinates of the finished *N. castellii* genome using the liftOver command line tool from UCSC (<https://genome.ucsc.edu/>). The sequence of one annotated small-RNA cluster did not match the finished genome, and thus this cluster was omitted. For some small-RNA clusters, the former scaffold coordinates overlapped in the finished genome; these were combined to generate larger clusters in the updated set of small-RNA clusters. In instances in which a region of a previously annotated small-RNA cluster was partially deleted in the new genome, the remainder was retained as a smaller cluster. In cases in which the scaffold sequence of a small-RNA cluster mapped to multiple sequences in the finished genome, only one set of coordinates for the cluster was retained. Several new clusters

were also identified as genomic regions for which 22–23-nt reads mapped but were not previously annotated as small-RNA clusters and did not overlap known rRNA or tRNA loci. The updated table of the genomic coordinates of the small-RNA clusters is provided (Supplemental Table S4).

Small-RNA read processing and expression analysis

The first four nucleotides of each sequencing read were removed using `fastx_trimmer` from the FASTX-toolkit (http://hannonlab.cshl.edu/fastx_toolkit/index.html). The 3' adapter was then trimmed using `cutadapt` (v1.8) (19) with parameters '`-a NNNNTCGTATGCCGTCTTCTGCTTG -m 9`'. High-quality reads were then selected using `fastq_quality_filter` from the FASTX-toolkit with parameters '`-v -q 30 -p 100 -Q 64 -z`'. 9–26-nt, and 10–12-nt or 22–23-nt high-quality reads were selected using `cutadapt`. Reads were aligned to their appropriate *N. castellii* genomes using STAR (v.2.4) allowing no mismatches or gaps with the parameters '`--runThreadN 30 --alignIntronMax 1 --alignIntronMin 2 --scoreDelOpen -10000 --scoreInsOpen -10000 --outFilterMismatchNmax 0 --seedSplitMin 9 --outFilterType BySJout --outFilterMultimapNmax 1000 --outSAMtype BAM SortedByCoordinate --readFilesCommand zcat --outFilterIntronMotifs RemoveNoncanonicalUnannotated --alignEndsType EndToEnd`'. To remove rRNA and tRNA reads, `featureCounts` (20) was used to fractionally count the number of times each read mapped to annotated rRNA loci and their intergenic regions (Ncas\_Chr3: 572204–588441) and to annotated tRNA loci in the *N. castellii* genome using the parameters '`-s 1 -f -O -M --fraction --donotsort`'. Additionally, `featureCounts` was used to produce a SAM file of these rRNA and tRNA reads which were then removed from the original files of 9–26-nt, 10–12-nt or 22–23-nt high quality reads using custom Python

scripts. The high-quality reads that were depleted of rRNA and tRNA reads were then aligned to the appropriate *N. castellii* genomes using STAR (v.2.4) with the same parameters as before. To fractionally count the number of times each read mapped to specific features in the *N. castellii* genome, featureCounts (20) was utilized using the parameters ‘-s 1 -f -O -M --fraction --donotsort’. For the small-RNA sequencing analysis with wild-type (DPB220), *AGO1* slicing-impaired (DPB228), and $\Delta xrn1$ (DPB622) strains, this fractional counting was performed using either a GTF file comprised of the entire genome divided into genic or intergenic regions or a GTF file of the previously annotated small-RNA clusters, each of which included the Y'-consensus ORF. For the small-RNA sequencing analysis with wild-type (DPB537) and $\Delta xrn1$ (DPB541) genetic-selection strains, this fractional counting was performed using a GTF file of the previously annotated small-RNA clusters, including the Y'-consensus ORF as well as the synthetic hairpins used in the genetic selection. Fractional counts were converted to reads per million for each locus and then normalized based on the internal small-RNA standard reads in each library. In Figure 3B, the 22–23-nt reads that mapped to the small-RNA clusters were extracted from the BAM file and categorized based on whether they mapped exclusively to palindromic or non-palindromic loci or if they mapped to both types of loci.

Analysis of passenger-strand stability

Analysis started with 22–23-nt and 10–12-nt reads that mapped to the small-RNA clusters. Custom Python scripts identified 22–23-nt reads that could pair perfectly with each other with the 2-nt 3' overhangs characteristic of siRNA duplexes, as well as 10- or 11-nt reads that perfectly matched 5' ends of these species and 12-nt reads that perfectly matched the 3' ends of these species. Ambiguous pairs for which a 22–23-mer had multiple 22–23-mers that could

potentially pair to it but with different 2-nt 3' overhangs were excluded. In instances for which a 10–12-mer matched more than one 22–23-mer, its number of reads was divided by the number of matching 22–23-mers and assigned equally to these 22–23-mers. Each guide-passenger pair displayed in Figure 5 passed the following cutoffs in the wild-type strain, the *ΔxrnI* strain, as well as the *AGO1* slicing-impaired strain: the guide strand had ≥ 100 reads; the full-length passenger strand had ≥ 1 read; and at least one of the two passenger-strand cleavage fragments had ≥ 1 read. Additionally, the ratio of full-length passenger-strand reads to guide-strand reads was greater in the *AGO1* slicing-impaired strain than in the WT strain, and the ratio of cleaved passenger-strand reads to guide-strand reads was greater in the WT strain than in the *AGO1* slicing-impaired strain.

RNA-seq read processing and expression analysis

RNA-seq reads were aligned to the genome using STAR (v.2.4) with the parameters ‘--outFilterType BySJout --outFilterMultimapNmax 1000 --outFilterMismatchNoverReadLmax 0.04 --alignIntronMax 1100 --outSAMtype BAM SortedByCoordinate --readFilesCommand zcat --outFilterIntronMotifs RemoveNoncanonicalUnannotated’. As with the small-RNA sequencing, featureCounts were used to fractionally count the number of times each read mapped to the genome using the parameters ‘-s 2 -f -O -M --fraction --donotsort’. This fractional counting was performed using a GTF file of the previously annotated small-RNA clusters, which included the Y'-consensus ORF. The fractional counts were converted to transcripts per million and normalized in the same manner as the small-RNA sequencing libraries. Browser tracks for visualizing RNA-seq results shown in Supplemental Figures S2B and S5C were made using IGV

(v.2.4.10) (21,22). The metagene profile shown in Supplemental Figure S5D was generated using ngs.plot.r (v.2.61) (23) using parameters ‘-R genebody -SE 0 -L 100’.

RNAs for in vitro assays

The guide RNA (5'-UAAAGUGCUUAUAGUGCAGGUAG), the passenger-strand RNA (5'-ACCUGCACUAUAAGCACUUUAAG), the passenger-strand RNA for 3' labeling (5'-ACCUGCACUAUAAGCACUUUAA), and the slicing target (5'-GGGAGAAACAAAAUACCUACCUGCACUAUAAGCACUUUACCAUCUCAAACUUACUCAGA) were synthesized, purified, and labeled as described (24) with the following adaptations. Capping and cap-labeling were performed with the Vaccinia Capping System (NEB). To generate unlabeled capped target, a large-scale capping reaction (60 μ L reaction containing 60 μ g target RNA) was performed and capped RNA was gel purified on a long, denaturing 12% polyacrylamide gel that resolved the capped and uncapped species.

Ago1p and Xrn1p protein purification

50 mL SR – Ura cultures (S – Ura media + 2% raffinose) were inoculated with cells from SD – Ura plates of *S. cerevisiae* strains DPB598 (which expressed WT *N. castellii* Ago1p in a $\Delta xrn1$ background), DPB1100 (which expressed WT *N. castellii* Xrn1p in a $\Delta xrn1$ background), DPB1101 (which expressed mutant *N. castellii* Xrn1p, containing D206N and D208N substitutions at the active site in a $\Delta xrn1$ background). 1000 mL liquid yeast extract, peptone (YEP) + 2% raffinose cultures were inoculated with cells from the 50 mL SR – Ura cultures at OD₆₀₀ ~0.1. After growth at 30°C to OD₆₀₀ 1.2, 100 mL of 20% galactose was added, and the cultures were incubated with shaking at 30°C for 24 h. Cultures were harvested by

centrifugation at 2000 x g for 5 min. The cells were washed once with 40 mL 0.1 mM 4-(2-aminoethyl)benzenesulfonyl fluoride hydrochloride (AEBSF, Sigma-Aldrich A8456), transferred into conical 50 mL tubes and centrifuged at 1700 x g for 5 min. The cells were washed once in 300 mM glutamate/sorbitol buffer (50 mM Hepes pH 7.6, 1 mM EGTA, 1 mM EDTA, 5 mM magnesium acetate, 10% glycerol, 300 mM potassium glutamate, 800 mM sorbitol, 1 mM DTT added fresh) and pelleted by centrifugation at 1500–1700 x g for 5–7 min, and then 1/3 cell volume of glutamate buffer with protease inhibitor (50 mM Hepes pH 7.6, 1 mM EGTA, 1 mM EDTA, 5 mM magnesium acetate, 10% glycerol, 300 mM potassium glutamate, 1 mM DTT added fresh, 1 cOmplete, Mini, EDTA-free Protease Inhibitor Cocktail (Roche 11836170001) tab per 10 mL buffer) was added. The cell slurry was dripped slowly into liquid nitrogen to form frozen beads of cells, which were stored at –80°C. The cells were lysed in a SPEX SamplePrep 6870 Freezer/Mill (10 cycles of 2 min grinding and 2 min cool down). After cell lysate was thawed on ice for 60 min, glutamate buffer with protease inhibitor was added (~5 mL for 5 g of cell powder) and lysate was centrifuged at 30,000 x g for 90 min at 4°C. The supernatant was collected and centrifuged at 30,000 x g for 30 min and then additional glutamate buffer with protease inhibitor was added (another 5 mL for 5 g of cell powder). The supernatant was added to ANTI-FLAG M2 Affinity Gel (Millipore A2220; adding 2 mL gel slurry for 5 g of cell powder) and incubated with rotation for 2.5 h at 4°C. The affinity agarose was washed twice with 1M glutamate/NP40 buffer (50 mM Hepes pH 7.6, 1 mM EGTA, 1 mM EDTA, 5 mM magnesium acetate, 10% glycerol, 1 M potassium glutamate, 0.01% NP-40, 5 mM DTT added fresh) and twice with 300 mM glutamate/NP40 buffer (50 mM Hepes pH 7.6, 1 mM EGTA, 1 mM EDTA, 5 mM magnesium acetate, 10% glycerol, 300 mM potassium glutamate, 0.01% NP-40, 5 mM DTT added fresh). Proteins were eluted by incubation of the affinity agarose with 300

mM glutamate buffer containing TEV protease (50 mM Hepes pH 7.6, 1 mM EGTA, 1 mM EDTA, 5 mM magnesium acetate, 10% glycerol, 300 mM potassium glutamate, 0.01% NP-40, 5 mM DTT added fresh, 25 μ L TEV protease (Sigma-Aldrich T4455) per 1 mL buffer) for 15 h at 4°C. For the Ago1p purification, the TEV protease was removed using Ni-NTA Agarose (QIAGEN, 30210) according to manufacturer's protocol. Concentrations of the purified proteins were determined by Bradford Assay using the Bio-Rad Protein Assay Dye Reagent Concentrate (Bio-Rad 5000006) and calculating the ratio of the samples' absorbance at 595 nm and 472 nm. Protein aliquots were flash frozen in liquid nitrogen and stored at -80°C.

RISC purification

Lysate of *S. cerevisiae* strain DPB598, prepared as described above, was incubated with an siRNA duplex containing 5'-radiolabeled miR-20a and the corresponding passenger strand (24) (final concentration, 0.25 μ M) for 7 h at 30°C with shaking (600 RPM). Subsequent purification of miR-20a-loaded Ago1p-RISC was based on affinity to the miR-20a seed (25). Streptavidin agarose beads (Sigma-Aldrich S1638) were resuspended in storage buffer and 1.5 mL of slurry was washed three times with 300 mM glutamate/NP40 buffer and bound to 5 nmol capture 2'-O-methyl RNA oligonucleotide (5'-

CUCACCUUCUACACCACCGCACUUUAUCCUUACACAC-3'-biotin; bold, match to the miR-20a extended seed region) in 1.5 mL of water by incubating for 90 min at 30°C. The agarose beads were then washed three times with 300 mM glutamate/NP40 buffer, incubated with lysate for 10 h at 4°C, and then washed three times with 1M glutamate/NP40 buffer and three times with 300 mM glutamate/NP40 buffer. Ago1p-RISC was then eluted by adding 10 nmol competitor DNA oligonucleotide (5'-

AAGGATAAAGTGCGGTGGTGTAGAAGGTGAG-3') in 1 mL 300 mM glutamate/NP40 buffer to the agarose beads. After incubating for 2 h at 4°C, eluate was collected, and Ago1p-RISC was bound to and eluted from ANTI-FLAG M2 Affinity Gel as described above. Ago1p-RISC concentration was determined based on the fraction of the input radioactivity that remained associated with purified Ago1p-RISC. Protein aliquots were flash frozen in liquid nitrogen and stored at -80°C.

Supplemental Figure S1

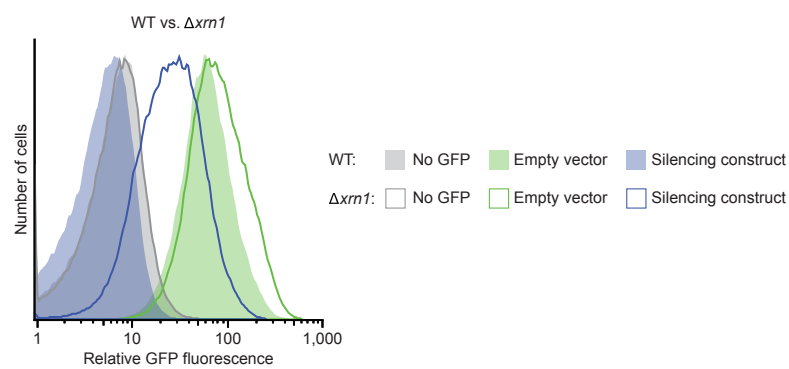

Supplemental Figure S2

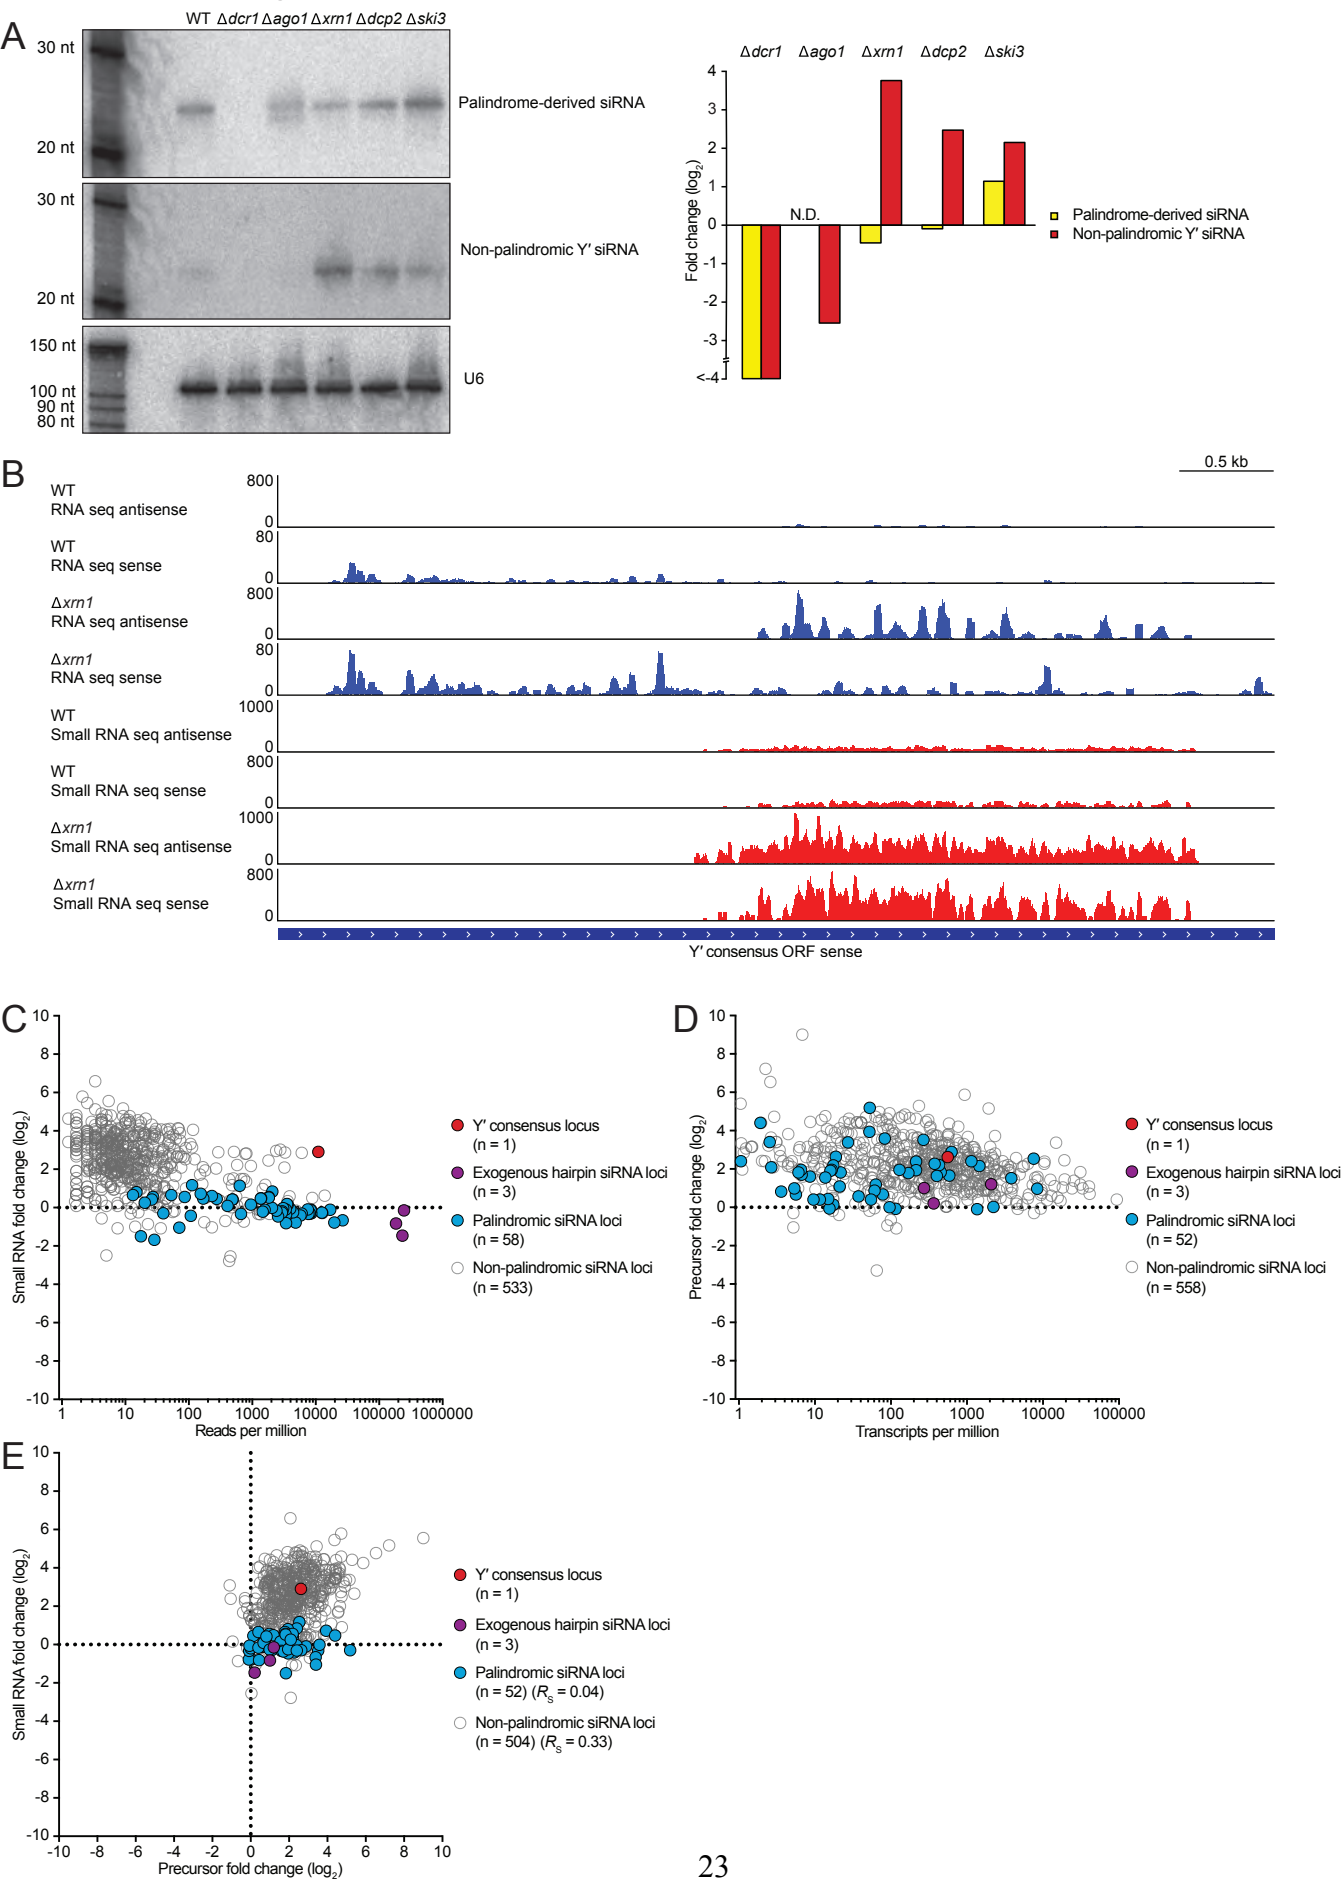

Supplemental Figure S3

A

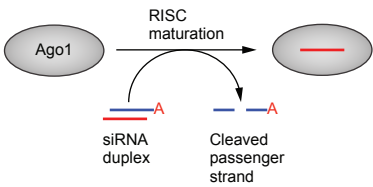

B

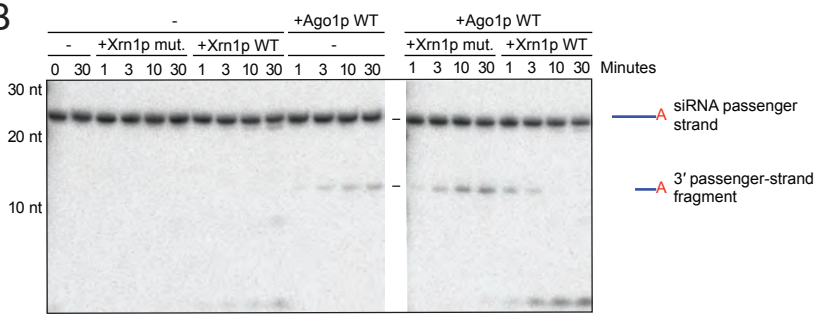

C

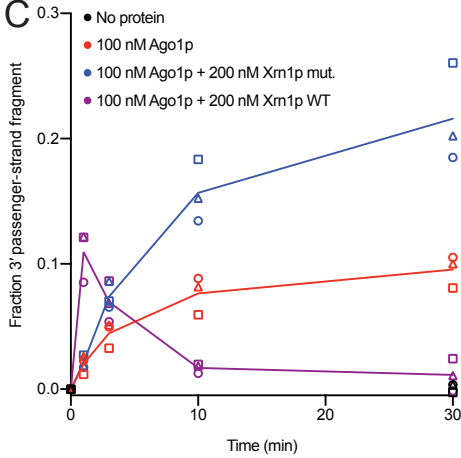

Supplemental Figure S4

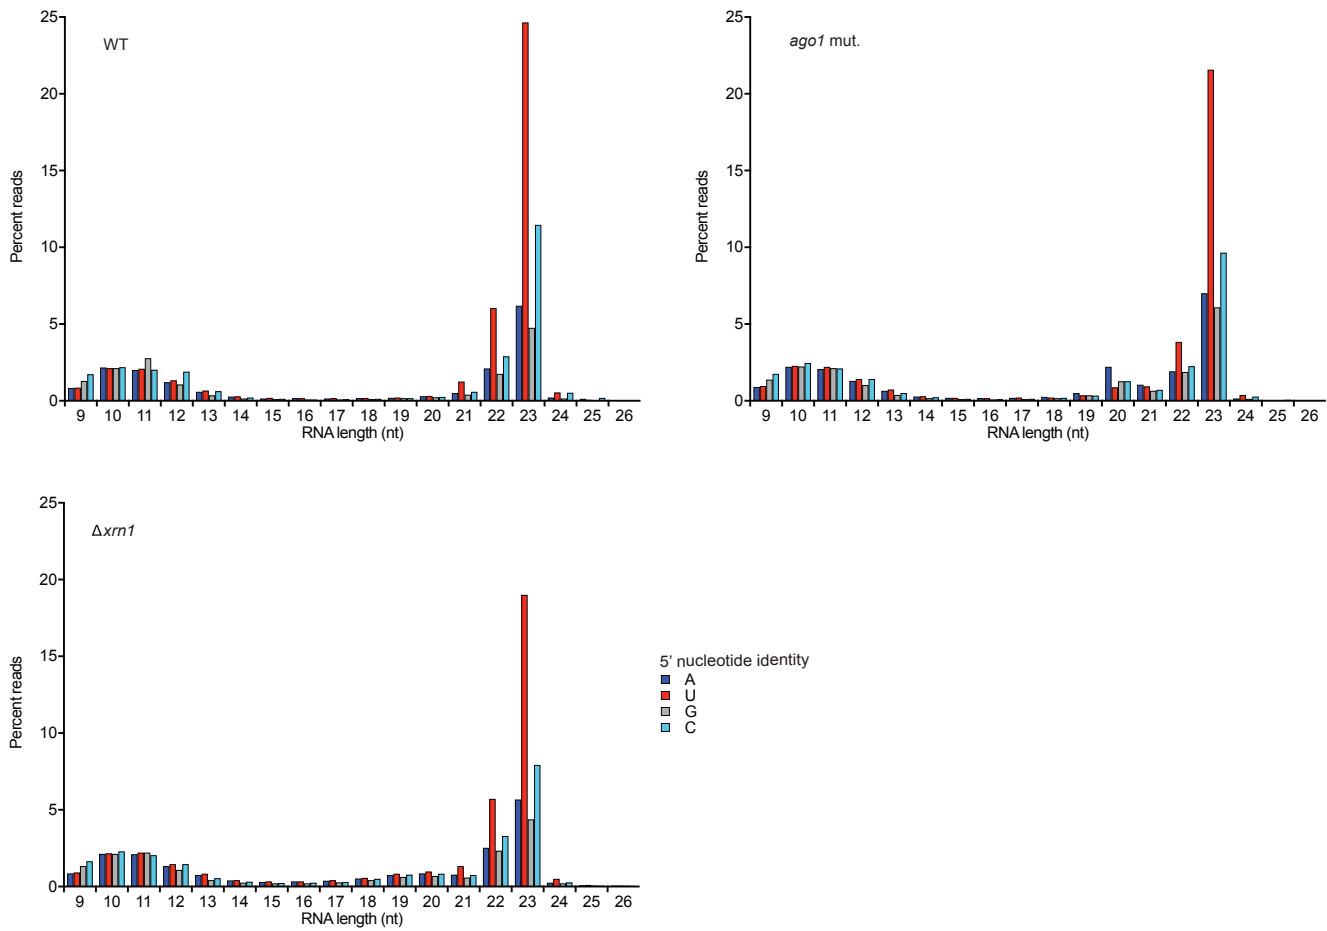

Supplemental Figure S5

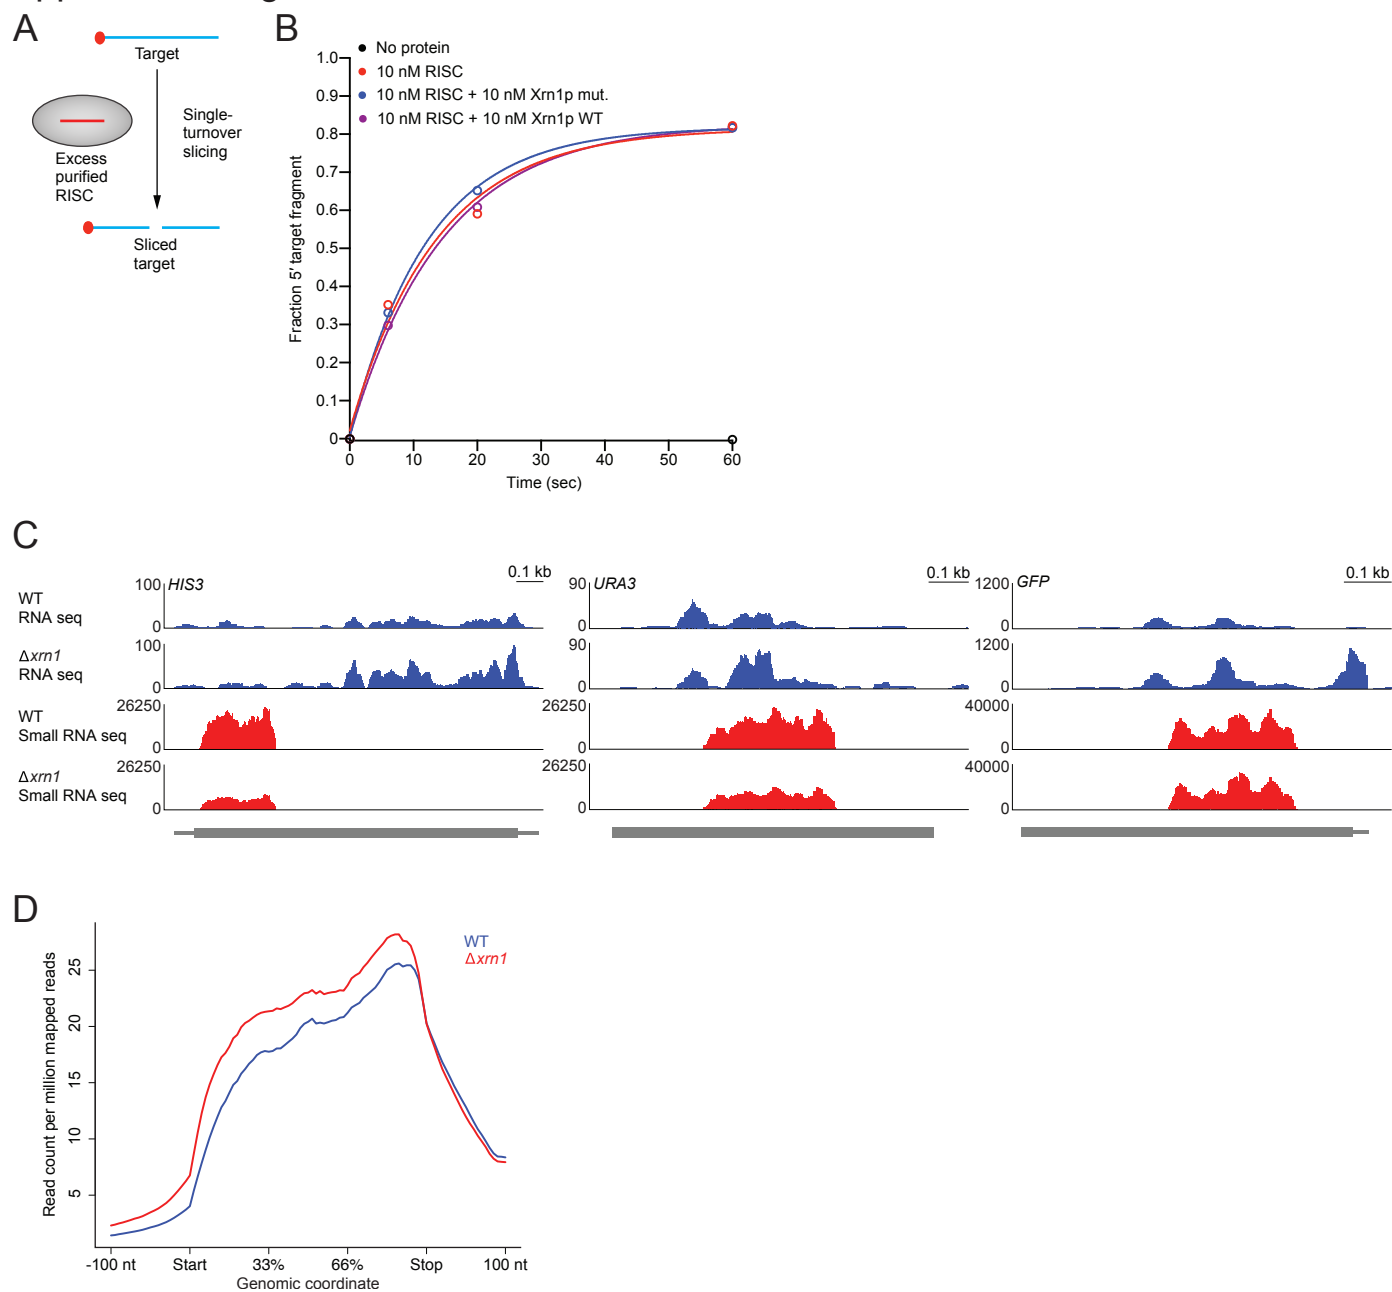

Supplemental Figure S6

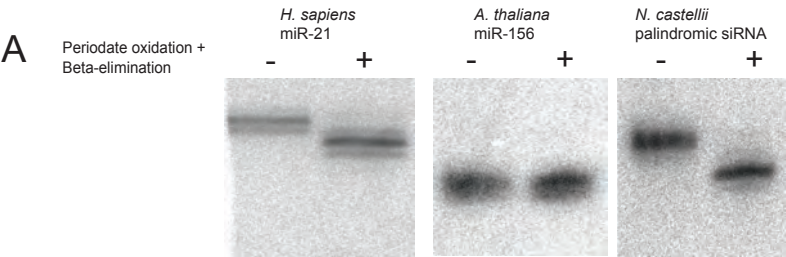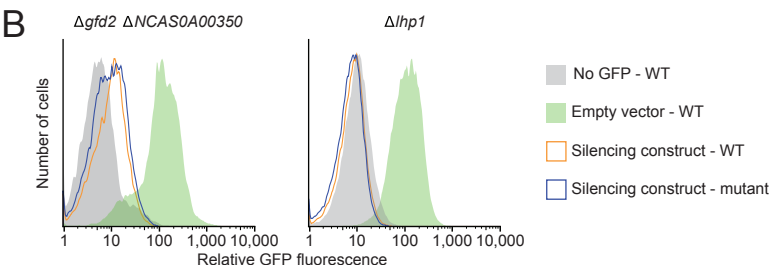

SUPPLEMENTAL FIGURE AND TABLE LEGENDS

Supplemental Figure S1. A large effect on *GFP* silencing observed upon disruption of *XRNI* in strains containing the silencing construct. Shown are overlaid histograms from **Figure 1E** of *GFP* fluorescence measured by flow cytometry of the WT (filled, shaded) and $\Delta xrnI$ (outline) haploid strains that either lacked the *GFP* gene (gray), contained *GFP* but had no silencing construct (green), or contained both *GFP* and a *GFP*-silencing construct (blue).

Supplemental Figure S2. The effects of Xrn1p and other proteins on the abundance of small RNAs and their precursors in *N. castellii*. **A)** Effects of RNAi proteins and several RNA-decay factors on the expression levels of both a palindrome-derived siRNA and a non-palindrome-derived siRNA. Shown are the results of successively probing an RNA blot, as in **Figure 3C** (N.D., no significant difference). In contrast to most siRNAs in the $\Delta agoI$ strain (1), the palindrome-derived siRNA probed in this experiment is relatively stable. **B)** Effects of Xrn1p on the Y' consensus ORF and on siRNAs targeting the Y' ORFs. Profiles for strand-specific RNA-seq (blue) and small-RNA sequencing (red) are shown for the Y' consensus ORF in WT and $\Delta xrnI$ strains. The polarity of the sense strand of the Y' consensus ORF is schematized below the profiles, with a blue line with white arrow heads pointing from 5' to 3'. Track heights were normalized based on reads that mapped to the internal standards, with the RNA-seq reads for the WT strain normalized with respect to reads for the $\Delta xrnI$ strain and the small-RNA sequencing reads for the $\Delta xrnI$ strain normalized with respect to those of the WT strain. **C)** Effect of Xrn1p on the abundance of small RNAs originating from siRNA-producing loci of the *N. castellii* genetic-selection strain. Otherwise, as in **Figure 3A**. **D)** Effect of Xrn1p on the abundance of small-RNA precursor transcripts in the *N. castellii* genetic-selection strain. Otherwise, as in

Figure 3D. E) Relationship between the changes in small RNAs and the changes in siRNA precursor transcripts observed after deleting *XRNI* in the *N. castellii* genetic selection strains. Otherwise, as in **Figure 3E**.

Supplemental Figure S3. Impact of Xrn1p on stability of the 3' passenger-strand cleavage fragment. **A)** Experimental scheme of the assay of duplex loading and passenger-strand cleavage. The red A in the duplex indicates a radiolabeled cordycepin at the 3'-end of the passenger strand. The initial concentration of siRNA duplex was 10 nM. **B)** Effect of Xrn1p on passenger-strand cleavage and degradation in the assay schematized in **A**. Shown is a representative denaturing gel resolving 3'-labeled passenger strand from its cleavage product after incubation with or without purified Ago1p (100 nM) and with or without Xrn1p (WT or mut.) (200 nM) for the indicated amount of time. **C)** Quantification of the 3' passenger-strand fragment. Otherwise, as in **Figure 4C**.

Supplemental Figure S4. The length distribution of small-RNA reads from WT, slicing-impaired *ago1* mutant, and $\Delta xrn1$ *N. castellii* strains. At each length from 9–26 nt, the number of genome-matching sequencing reads with the indicated 5' nucleotide is plotted. Reads mapping to either rRNA or tRNA loci were excluded.

Supplemental Figure S5. Effect of Xrn1p on single-turnover slicing and on accumulation of 3' fragments of RNAi targets in vivo. **A)** Experimental scheme of single-turnover slicing of a cap-labeled target. The initial target concentration is substantially below that of RISC, otherwise as in **Figure 6A**. **B)** Quantification of the 5' product of slicing under single-turnover conditions, as

schematized in **A**. Slicing was carried out in single-turnover conditions, incubating cap-labeled target (1 nM) with purified RISC-miR-20a (10 nM), with or without Xrn1p (WT or mut.) (10 nM) for the indicated amount of time. Results are shown for one experiment with either no protein (black), RISC-miR-20a only (red), RISC-miR-20a with Xrn1p mut. (blue), and RISC-miR-20a with Xrn1p WT (purple). Fraction cleaved was calculated by dividing the signal of product / (product + substrate). Lines represent the best fit to the equation for one-phase association. **C**) Effects of Xrn1p on mRNAs targeted by RNAi in the genetic selection and on siRNAs targeting these mRNAs. Strand-specific RNA-seq (blue) and small-RNA sequencing (red) profiles are shown for mRNAs targeted by RNAi (*GFP*, *HIS3*, *URA3*) in WT and $\Delta xrn1$ genetic-selection strains. The mRNAs are schematized below the profiles, with thick gray lines indicating coding sequence and thin gray lines indicating untranslated regions. Track heights were normalized as in **Supplemental Figure S2B**. **D**) The effect of Xrn1p on the mRNAs of non-RNAi targets. Shown are metaplots of RNA-seq reads mapping to mRNAs that were not targets of RNAi in WT (blue) and $\Delta xrn1$ (red) genetic-selection strains. The start and stop codons are indicated, as are positions 100 nucleotides (nt) upstream and downstream of the ORF. Reads displayed are normalized to library size.

Supplemental Figure S6. Assessment of siRNA 2'-O-methylation and the effect of disrupting RNAi cofactor orthologs in *N. castellii*. **A**) Examination of 2'-O-methylation of the 3'-terminal nucleotide of *N. castellii* siRNAs. Total RNA from a human cell line (HeLa), *Arabidopsis thaliana* leaves, and *N. castellii* was subjected to periodate oxidation and beta-elimination. Samples with and without treatment were then analyzed on RNA blots. The human sample was probed for miR-21, which is not 2'-O-methylated and is therefore susceptible to oxidation and

elimination, the *A. thaliana* was probed for miR-156, which is 2'-O-methylated and therefore protected from oxidation and elimination, and the *N. castellii* sample was probed for a palindromic siRNA (as in **Figure 3C**). **B)** Effect of disrupting the orthologs of genes reported to enhance RNAi in other species. Shown are histograms of GFP fluorescence measured by flow cytometry in $\Delta gfd2$ $\Delta NCAS0A00350$ and $\Delta lhp1$ *N. castellii* strains with the indicated GFP-silencing constructs. All strains were induced.

Supplemental Table S1. Protein-coding or tRNA mutations identified in each mutant strain sequenced. For each mutation, the gene, the mutant sequence, the genomic coordinate, and the reference sequence are listed.

Supplemental Table S2. Genes mutated in the mutant strains that were sequenced. For each gene, the number of sequenced strains that had mutations in the gene is indicated, as well as the total number of mutations and the number of unique and nonsense mutations.

Supplemental Table S3. Ago1p immunoprecipitation and mass spectrometry results for two separate experiments. The tables were each sorted by enrichment of total spectra in the pull-down condition over the control condition.

Supplemental Table S4. Updated genomic coordinates of siRNA-producing transcripts.

Supplemental Table S5. Strains used and generated in this study.

Supplemental Table S6. Plasmids generated in this study.

SUPPLEMENTAL REFERENCES

1. Drinnenberg, I.A., Weinberg, D.E., Xie, K.T., Mower, J.P., Wolfe, K.H., Fink, G.R. and Bartel, D.P. (2009) RNAi in budding yeast. *Science*, **326**, 544-550.
2. Chin, B.L., Ryan, O., Lewitter, F., Boone, C. and Fink, G.R. (2012) Genetic variation in *Saccharomyces cerevisiae*: circuit diversification in a signal transduction network. *Genetics*, **192**, 1523-1532.
3. Sikorski, R.S. and Hieter, P. (1989) A system of shuttle vectors and yeast host strains designed for efficient manipulation of DNA in *Saccharomyces cerevisiae*. *Genetics*, **122**, 19-27.
4. Szewczyk, E., Nayak, T., Oakley, C.E., Edgerton, H., Xiong, Y., Taheri-Talesh, N., Osmani, S.A. and Oakley, B.R. (2006) Fusion PCR and gene targeting in *Aspergillus nidulans*. *Nat Protoc*, **1**, 3111-3120.
5. Brachmann, C.B., Davies, A., Cost, G.J., Caputo, E., Li, J., Hieter, P. and Boeke, J.D. (1998) Designer deletion strains derived from *Saccharomyces cerevisiae* S288C: a useful set of strains and plasmids for PCR-mediated gene disruption and other applications. *Yeast*, **14**, 115-132.
6. Guldener, U., Heck, S., Fielder, T., Beinhauer, J. and Hegemann, J.H. (1996) A new efficient gene disruption cassette for repeated use in budding yeast. *Nucleic Acids Res*, **24**, 2519-2524.
7. Krawchuk, M.D. and Wahls, W.P. (1999) High-efficiency gene targeting in *Schizosaccharomyces pombe* using a modular, PCR-based approach with long tracts of flanking homology. *Yeast*, **15**, 1419-1427.
8. Goldstein, A.L. and McCusker, J.H. (1999) Three new dominant drug resistance cassettes for gene disruption in *Saccharomyces cerevisiae*. *Yeast*, **15**, 1541-1553.
9. Longtine, M.S., McKenzie, A., 3rd, Demarini, D.J., Shah, N.G., Wach, A., Brachat, A., Philippsen, P. and Pringle, J.R. (1998) Additional modules for versatile and economical PCR-based gene deletion and modification in *Saccharomyces cerevisiae*. *Yeast*, **14**, 953-961.
10. Hailey, D.W., Davis, T.N. and Muller, E.G. (2002) Fluorescence resonance energy transfer using color variants of green fluorescent protein. *Methods Enzymol*, **351**, 34-49.
11. Randell, J.C., Bowers, J.L., Rodriguez, H.K. and Bell, S.P. (2006) Sequential ATP hydrolysis by Cdc6 and ORC directs loading of the Mcm2-7 helicase. *Mol Cell*, **21**, 29-39.
12. Vyas, V.K., Barrasa, M.I. and Fink, G.R. (2015) A *Candida albicans* CRISPR system permits genetic engineering of essential genes and gene families. *Sci Adv*, **1**, e1500248.
13. Vyas, V.K., Bushkin, G.G., Bernstein, D.A., Getz, M.A., Sewastianik, M., Barrasa, M.I., Bartel, D.P. and Fink, G.R. (2018) New CRISPR Mutagenesis Strategies Reveal Variation in Repair Mechanisms among Fungi. *mSphere*, **3**.
14. Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M. and Gingeras, T.R. (2013) STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*, **29**, 15-21.
15. Li, H., Handsaker, B., Wysoker, A., Fennell, T., Ruan, J., Homer, N., Marth, G., Abecasis, G., Durbin, R. and Genome Project Data Processing, S. (2009) The Sequence Alignment/Map format and SAMtools. *Bioinformatics*, **25**, 2078-2079.

16. Pall, G.S., Codony-Servat, C., Byrne, J., Ritchie, L. and Hamilton, A. (2007) Carbodiimide-mediated cross-linking of RNA to nylon membranes improves the detection of siRNA, miRNA and piRNA by northern blot. *Nucleic Acids Res*, **35**, e60.
17. Nodine, M.D. and Bartel, D.P. (2010) MicroRNAs prevent precocious gene expression and enable pattern formation during plant embryogenesis. *Genes & Development*, **24**, 2678-2692.
18. Yu, B. and Chen, X. (2010) Analysis of miRNA Modifications. *Methods Mol Biol*, **592**, 137-148.
19. Martin, M. (2011) Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet.journal*, **17(1)**, 10-12.
20. Liao, Y., Smyth, G.K. and Shi, W. (2014) featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics*, **30**, 923-930.
21. Robinson, J.T., Thorvaldsdóttir, H., Winckler, W., Guttman, M., Lander, E.S., Getz, G. and Mesirov, J.P. (2011) Integrative genomics viewer. *Nat Biotechnol*, **29**, 24-26.
22. Thorvaldsdóttir, H., Robinson, J.T. and Mesirov, J.P. (2013) Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. *Brief Bioinform*, **14**, 178-192.
23. Shen, L., Shao, N., Liu, X. and Nestler, E. (2014) ngs.plot: Quick mining and visualization of next-generation sequencing data by integrating genomic databases. *BMC Genomics*, **15**, 284.
24. Nakanishi, K., Weinberg, D.E., Bartel, D.P. and Patel, D.J. (2012) Structure of yeast Argonaute with guide RNA. *Nature*, **486**, 368-374.
25. Flores-Jasso, C.F., Salomon, W.E. and Zamore, P.D. (2013) Rapid and specific purification of Argonaute-small RNA complexes from crude cell lysates. *RNA*, **19**, 271-279.

How the deposited data were processed for this re-analysis (not part of the article)

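Small RNA-seq libraries of 5 N. castellii strains and RNA-seq libraries of 4 of these strains were used, 9 libraries in all, with 1 library per condition. The non-selection strains are WT, Δxrn1 and AGO1 slicing-impaired (ago1-D1247R), and the selection strains are WT and Δxrn1. Conditions were taken from the sample labels and the strain names in the Supplementary Methods.

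The deposited locus tables hold expected counts (fractional read counts per locus), since the authors counted reads with featureCounts by strand and divided a read with several places equally among them. For small RNAs, the authors removed the first bases and the adapter (cutadapt 1.8), kept high-quality reads, removed reads of rRNAs and tRNAs, aligned the rest with STAR 2.4 without mismatches or gaps and counted reads of 22–23 nt. For RNA-seq, the authors depleted rRNA, aligned reads with STAR 2.4 and counted them on the same loci. The loci are the siRNA clusters of Supplementary Table S4 on the YGOB N. castellii genome with a Y′ consensus, and for the selection strains also the hairpin loci. No build is named for this YGOB genome. The read lists deposited by the authors for the non-selection strains hold whole read counts per distinct sequence for reads of 10–12 nt, 22–23 nt and 9–26 nt. The paper scaled both kinds of library to added synthetic standards. The tables and lists hold only loci and reads of the yeast, so this step was not repeated. The design of the re-analysis, not of the paper, named relative scaling as the setting for that case before the data were examined.

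siRNA levels were computed as RPM of the summed endogenous locus counts, and precursor levels as TPM over all loci of the table from the counts and the locus lengths. Changes are log2 ratios of Δxrn1 (or ago1-D1247R) to WT for loci with at least 1 RPM or 1 TPM in WT and a count above 0 in the mutant, without a pseudocount. Palindromic loci carry the labels pal, pal* and palTy in Supplementary Table S4. All other loci except the Y′ consensus and the hairpins are called non-palindromic. The labels are used as the table gives them, since the paper's text does not define each of them. Medians over loci have distribution-free 95% intervals, differences of medians and rank correlations have intervals from 2000 bootstrap draws over loci, single loci have exact conditional binomial intervals of the counts, and shares have exact Clopper-Pearson intervals. All of these cover counting error or the spread over loci of single libraries, and reads without molecular identifiers are not independent molecules. Loci are not independent either, since each strand counts as a locus and reads are shared between strands and copies. A class median was also compared with 10000 random lists of loci matched, in 10 bins, on the mean of the WT and mutant levels.

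Guide–passenger duplexes were sought in the read lists by the rules of the Supplementary Methods, with pairing over the sequences of the 3 libraries taken together, and fragment reads of 10 nt, 11 nt or 12 nt shared equally among the strands they match. Ratios were formed from read counts without a pseudocount. Shares of read lengths and of bases were counted in the 9–26-nt lists.

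The only test across loci was edgeR's quasi-likelihood test on counts rounded to whole numbers, with background and genotype as terms, offsets from the endogenous sum, loci with at least 10 counts in at least 2 libraries, and Benjamini-Hochberg adjustment at 0.05. It takes the selection and the non-selection background as replicates of the genotype and has 1 residual degree of freedom, and DESeq2 was the other tool. Within a background there is 1 library per genotype, so no test was made. Alternatives to the scaling (median of ratios, TMM, hairpins in the sum), to the filters on low counts, to the pseudocount, to the treatment of strands, to the categories taken as palindromic, to the rules for duplexes, to the read lists and to the terms of the test, and leaving out each library in turn, were tried. Most were chosen before the data were examined, and those chosen afterwards are named as such in the closing section.

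Loci are named by a rule set before the data were examined. It takes the Y′ consensus, the hairpin loci, the 10 palindromic and the 10 non-palindromic loci with the highest level in WT, the 3 largest increases and the 3 largest decreases among loci with at least 100 counts in both libraries, and the 3 duplexes with the most guide reads in WT. The loci of the siRNAs probed on the blot could not be placed without a genome sequence, so those siRNAs were matched to the read lists by sequence. For the same reason reads could not be sorted into those of palindromic loci, of non-palindromic loci and of both.

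Depth ranges from 1009195 to 1788595 counts per RNA-seq library and from 1093379 to 1545221 per small RNA-seq library, of which 390580 in WT and 637810 in Δxrn1 are endogenous in the selection strains. On simulated counts with the means of these libraries, medians of loci planted as changed or unchanged were recovered with a largest error of 0.0184 on the log2 scale. That error was taken after the unchanged loci were set to 0, over loci with at least 20 counts in WT, so it does not cover the scaling. The duplex search recovered 300 of 300 planted duplexes. The edgeR step, at a dispersion of 0.01, called 64.7% of loci changed 2-fold and 98.8% of loci changed 4-fold in small RNA-seq, with 8.55% false calls, and at a dispersion of 0.1 it called 12.9% and 64.7%, with 2.94% false calls. For RNA-seq the shares were 94.7% and 100% at the lower dispersion, with 10.5% false calls, and 24.7% and 78% at the higher, with 4.67% false calls. Changes were planted alike in both backgrounds, at dispersions that were set and not estimated from the data. In the data the changes differ between backgrounds, so these rates may not hold for the real loci.

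Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Left out were the analysis of genome sequences from the selection and the profiles of RNA-seq reads along single genes, for which the values here hold no per-position data. A comparison of ago1-D1247R with Δxrn1 across loci was not made, because both share the WT library.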

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

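The tests of the class difference within ranges of WT abundance and without Ty-like loci, and of short reads contained in WT sequences, were chosen only after the results they concern had been seen.

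siRNAs of palindromic and non-palindromic loci differed in opposite directions between Δxrn1 and WT, and palindromic loci are also the more abundant ones. Reads shared between Ty copies were argued against, since without Ty-like loci the classes still differed by −3.89 on the log2 scale (95% interval −4.30 to −3.63). Among 16 palindromic and 90 non-palindromic loci of 100 to 1000 RPM the difference was −2.59 (−3.87 to −1.97). This argues against WT abundance as the whole of the difference, but only for that range. Between 1000 and 10000 RPM the intervals of both backgrounds, given below, include 0, which is the outcome set for abundance as the whole. Whether abundant loci of either class are lower in Δxrn1 stays open, since non-palindromic loci matched to the palindromic ones on WT abundance as far as the loci allow (median 1471 RPM against 6764, so less abundant) had a median of 0.56 (−0.16 to 1.67), and the difference between 1000 and 10000 RPM was −1.28 (−2.33 to 0.31; 15 and 30 loci). Abundance may therefore account for part of the difference, and the form of the precursor, hairpin or bimolecular, remains a biological hypothesis that was not tested apart from it. The selection strains, which share no library with these, gave a difference of the same sign, −2.76 (−2.92 to −2.43). Between 1000 and 10000 RPM it was −0.48 (−1.48 to 0.25). siRNA changes had the same sign in both backgrounds at 91.3% of 598 loci, a share that depends on the scaling. siRNAs were higher in both backgrounds at 454 of these loci and lower in both at 92.

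Passenger strands were more abundant relative to guides in Δxrn1. The use of WT reads to call guides and to keep duplexes was argued against, since with guides called in Δxrn1 and no requirement on ago1-D1247R the median log2 ratio was 0.914 (95% interval 0.70 to 1.15), with 202 of 280 duplexes higher. Low passenger counts in WT were argued against by a median of 1.28 (1.11 to 1.49) among duplexes with at least 10 passenger reads in each library, with 141 of 160 higher. A difference between single cultures or libraries stays open, and the loss of Xrn1p is the biological explanation that the design gives, which no replicate tests.

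Reads of 15–20 nt were more frequent in Δxrn1 and in ago1-D1247R than in WT. The different extent of the read lists was argued against by a 3.57-fold share in Δxrn1 relative to WT among reads treated alike, contained 15–20-nt reads over these and the 22–23-nt reads (95% counting interval 3.54 to 3.61), and a few abundant sequences by a 3.78-fold share without the 100 most abundant ones (3.74 to 3.81). Sequences found only in the deeper Δxrn1 list were argued against by a 4.20-fold share among reads contained in WT sequences (4.16 to 4.24). The size of that share is raised by its construction, since 22–23-nt reads had to be identical to a WT sequence and short reads only contained in one. In Δxrn1 this kept 1139295 of 1577081 reads of 22–23 nt and 263601 of 310776 contained short reads. Differences in size selection of the libraries or in RNA quality stay open and were not tested, as does an effect of the mutations themselves.

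The median precursor change of palindromic loci was below 0 in the non-selection strains and above 0 in the selection strains, a difference of 0.173 on the log2 scale that was not tested, and the 95% interval of each median includes 0.

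In ago1-D1247R, whose locus changes the paper does not report, the palindromic siRNA median was lower than the non-palindromic one by a log2 difference of −0.515 (95% bootstrap interval −0.68 to −0.38), whatever the scaling. Y′ siRNAs of ago1-D1247R were 3.43-fold those of WT (95% counting interval 3.28 to 3.60).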

How the results depend on the processing

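The constant shift described in the next part, TPM without the hairpins, pairing within each library, the 2 stricter fragment minimums and the restriction to reads contained in siRNA sequences were chosen only after the results had been seen. Within a background, no paired analysis was possible because each condition has 1 library, and across backgrounds the background term of the edgeR test already sets Δxrn1 against WT within each. Of the alternative values set before the data were examined, 127 stayed within the counting error, the interval over loci or 1.5 times the count, 100 moved beyond it and 2 took the opposite sign of a value whose interval excludes 0, and of those chosen later 11 stayed and 12 moved. Where no construction of the alternative is named, the cause was not tested. Scaling to the standards and read-level classes were not run, since the standards and a genome sequence were not at hand, and summing with the hairpins in the non-selection strains or TPM without standards gives the values already reported.

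Scaling sets the level of every change. Median-of-ratios and TMM scaling move all log2 changes in Δxrn1 by −2.71 and −2.56 (siRNA) and −0.62 and −0.70 (precursor) in the non-selection strains, and by −1.63 and −1.59 and −0.45 and −0.40 in the selection strains. By their construction, medians became, in that order, −3.58 and −3.43 (palindromic siRNA), 0.34 and 0.49 (non-palindromic siRNA), 0.66 and 0.81 (Y′ siRNA), 0.078 and −0.00028 (non-palindromic precursor, whose sign TMM reversed) and 1.97 and 1.89 (Y′ precursor) in the non-selection strains. For the selection strains they were −2.54 and −2.49, 0.23 and 0.27, 0.48 and 0.53, 0.035 and 0.091, and 0.47 and 0.53. Hairpins in the sum gave −0.087 (palindromic), 2.53 (non-palindromic) and 2.93 (Y′) for siRNAs of the selection strains. For the hairpin loci, sum with hairpins, median of ratios and TMM gave −0.81, −3.26 and −3.22, −1.44, −3.90 and −3.85, and −0.13, −2.59 and −2.54. The constant shift gave 2.11 (non-palindromic siRNA), 2.43 (Y′ siRNA), 1.89 (non-palindromic precursor) and 3.78 (Y′ precursor) in the non-selection strains, and 2.19 and 2.62 for these precursors in the selection strains. Median-of-ratios and TMM scaling centre the loci, most of which are non-palindromic, near 0, so the signs of the non-palindromic siRNA and precursor medians under them say little.

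Among loci with at least 20 counts in each library, the non-palindromic siRNA median was 2.70 and the class difference −3.57 in the non-selection strains (1.29 and −2.20 in the selection strains), the palindromic precursor median was 0.89 (0.46) over 22 (23) loci, and fewer loci were compared. Palindromic precursor medians, whose intervals include 0, had no settled sign. In the non-selection strains −0.061 became 0.017 with at least 10 TPM, −0.68 (median of ratios), −0.76 (TMM) and −0.30 (pseudocount 1). In the selection strains 0.11 became −0.34 (median of ratios), −0.29 (TMM) and −0.021 (strands summed). A pseudocount of 1 gave 1.61 for non-palindromic siRNAs of the selection strains. The Y′ precursor change was 1.08 on the sense and 2.85 on the antisense strand (0.75 and 2.05 in the selection strains), and antisense Y′ siRNAs of the selection strains changed by 2.08. The rank correlation at non-palindromic loci was 0.229 with strands summed (non-selection) and 0.408 with at least 20 counts (selection). That at palindromic loci stayed within its wide interval but went from 0.185 to 0.153 (10 RPM and 10 TPM), 0.342 (pseudocount 1), 0.298 (20 counts) and 0.418 (strands summed) in the non-selection strains, above the non-palindromic value in the last 2. That of precursor changes between backgrounds and the class difference in ago1-D1247R (−0.50 to −0.46) moved under none of their alternatives, while that of siRNA changes between backgrounds was 0.857 with at least 20 counts and 0.829 with strands summed. Loci with more siRNAs and more precursors numbered 190 of 290 (20 counts), 198 of 285 (strands summed), and, of the same 532, 192 (median of ratios) and 194 (TMM) instead of 369. In the selection strains they numbered 83 of 165, 175 of 293, and 185 and 195 instead of 320 of 537, so that the first 2 settings compare fewer loci. Without palTy loci, palindromic shares were 35.8% in WT and 20.5% in Δxrn1 (26.9% and 15.1% in the selection strains), and with hairpins counted as palindromic 89.1% and 60.7%.

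The passenger-to-guide change was 1.16 without the requirement on ago1-D1247R (286 duplexes) and 0.914 with guides also called in Δxrn1 (280), and above 0 under every alternative run. That of cleaved passengers, whose interval includes 0, was −0.24 for guides of at least 500 reads (36 duplexes) and 0.35 for 3′ fragments only. With both fragments in every library, chosen after the results had been seen, 27 duplexes were left, with a cleaved-passenger median of −0.013.

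A at the third-to-last position was 18.2% in WT in the list of 22–23-nt reads, 19.7%, 28.0% and 34.4% in WT, Δxrn1 and ago1-D1247R with each sequence counted once, and 25.5% and 35.8% in the mutants without the 100 most abundant sequences. First-base U was 51.9% in WT in the 22–23-nt list, 46.9%, 39.3% and 38.9% counted once, and 49.0%, 47.9% and 45.4% without those sequences. Reads of 15–20 nt were 10.95%, 25.4% and 22.1% of the 9–26-nt sequences counted once, and those contained in siRNA sequences were 4.61%, 16.5% and 14.0% of themselves and the 22–23-nt reads together.

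The probed palindrome-derived siRNA changed in Δxrn1 by −0.996 with reads of at least 20 nt of it, −4.06 (median of ratios), −3.91 (TMM) and −2.29 (shift), and in ago1-D1247R by 0.62, of the opposite sign, −0.40 and −0.44. The Y′ siRNA changed in Δxrn1 by 0.44, 0.59 and 2.21 under the 3 scalings, and in ago1-D1247R it moved under none.

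edgeR called 388 siRNA loci, 407 by DESeq2, and 210 pairs with strands summed. TMM gave 265 (130 higher, 135 lower) and median of ratios 268 (117 and 151). With genotype alone it called 310. In leave-one-out fits, which are on genotype alone since the background term would leave no residual degree of freedom, and where the lone library is assumed to vary like the others, the number ranged from 0 to 378, with 0 without WT non-selection (98 at an unadjusted p under 0.05), 8 without WT selection, 204 without Δxrn1 non-selection and 378 without Δxrn1 selection. The 112 precursor loci of edgeR (139 by DESeq2) became 61 without a filter on low counts and 0 by edgeR with TMM (125 at an unadjusted p under 0.05), median of ratios (138), no background term (117), strands summed (96) and each of the 4 leave-one-out fits (31 to 122). Those fits also lack the background term, without which all 4 libraries gave 0 too, so they say nothing on single libraries. Depth limits the rarest loci, since the filter of 20 counts left 356 of 560 non-palindromic siRNA loci in the non-selection strains and 190 in the selection strains, whose endogenous counts are the lowest.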

Differences from the paper's values

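All values here are relative to the summed locus counts or to TPM over the loci, and the paper's are relative to added standards, so folds are not on one scale. One constant shift per pair of libraries, which brings the palindromic median to the paper's fold, was chosen after seeing the values. It moves every log2 change by −0.94 for siRNAs and 1.20 for precursors of the non-selection strains and by 1.70 for precursors of the selection strains, and it drops no locus.

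In the non-selection strains, the paper's median decrease of palindromic siRNAs is 3.5-fold and the value here 1.83-fold, and the paper's median increase of non-palindromic siRNAs is 4.1-fold and the value here 8.27-fold. For Y′ siRNAs the paper gives over 5-fold and the value here is 10.3-fold. None of the alternatives set before the data were examined (median of ratios, TMM, filters on levels or counts, a pseudocount, single or summed strands, palindromic loci without palTy) brought these within 1.5 times of the paper's. With the shift, chosen after seeing the values, the non-palindromic siRNA value is 4.32-fold and that of Y′ 5.39-fold.

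For precursors of the non-selection strains, the paper's median increase at palindromic loci is 2.2-fold and the value here 0.958-fold, and the alternative of at least 20 counts in each library, set before the data were examined, gives 1.85-fold, the only one within 1.5 times. At non-palindromic loci the paper's value is 3.8-fold and the value here 1.62-fold, and at the Y′ consensus the paper's is over 14-fold and the value here 6.00-fold. No alternative set before the data were examined came within 1.5 times of either, and the shift, chosen after seeing the values, gives 3.72-fold and 13.8-fold. For the loci with more siRNAs and more precursors, where 369 here and the paper's 430 of 532 are within 1.5 times, the shift gives 428.

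For the selection strains, the paper's increase of palindromic precursors is 3.5-fold and the value here 1.08-fold, with no alternative within 1.5 times, TPM without the hairpins (1.08-fold, chosen after seeing the values) included. The paper's increase of non-palindromic precursors is 4.6-fold and the value here 1.40-fold, with none of the alternatives set before the data were examined within 1.5 times and 4.55-fold with the shift chosen after seeing the values. The paper's decreases of hairpin siRNAs are 2.7-, 1.8- and 1.1-fold, and the values here, ordered by size, are 4.79-, 3.10- and 1.93-fold. With the hairpins kept in the sum, an alternative set before the data were examined, they are 2.72-, 1.76- and 1.10-fold, while median-of-ratios and TMM scaling remain outside 1.5 times.

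The sequencing bars of Fig. 3C show log2 changes of about −2.3 for the palindrome-derived siRNA and about 2.2 for the Y′ siRNA, read by eye, and the values here are −1.35 and 3.15. The alternatives set before the data were examined (reads that hold at least 20 nt of the siRNA, median of ratios, TMM) do not reach them, and the shift, chosen after seeing the values, gives −2.29 and 2.21.

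The paper plots 114 duplexes and 182 were found here, with the minimum of 1 fragment read counted before shared reads were divided, whereas the methods can also be read as counting it afterwards. Of the alternatives set before the data were examined, calling the guide in ago1-D1247R (123), in Δxrn1 (160) or on the sum of the libraries (163), and at least 10 passenger reads (160), are within 1.5 times. The requirement on ago1-D1247R left out (286, or 280 with the guide called in Δxrn1), guide minimums of 50 (262) and 500 (36), 1 read added (183), 23-nt duplexes only (172) and ambiguous pairs kept (188) are not. Of those chosen after seeing the values, at least 1 fragment read after sharing gives 130, which is within 1.5 times, and pairing within each library (183) and both fragments in every library (27) are not.

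Beside 3 of the paper's statements the values here differ in part, and for the first and the last of these the measures are unlike. The paper states that palindromic precursors increased in Δxrn1 in both backgrounds, and here 24 of 50 loci in the non-selection strains and 28 of 52 in the selection strains were higher on the relative scale, with medians of 1.85-fold and 1.38-fold among loci with at least 20 counts, which go the paper's way. The paper measured this increase against added standards, so values relative to the other loci can neither bear it out nor contradict it. It states that the ratio of cleaved passenger to guide increased in Δxrn1, and here the median, a ratio within libraries that needs no scaling, went the same way at 1.11-fold, within 1.5 times of the paper's, but it was higher at 97 of 182 duplexes and its 95% interval, 0.918 to 1.26, includes no change. Without the requirement on ago1-D1247R, which favours duplexes with many fragment reads in WT, 168 of 286 duplexes were higher and the median was 1.24-fold (1.06 to 1.32). With the requirement and 5′ or 3′ fragments alone it was 1.23- and 1.27-fold. It states that read sizes did not differ substantially, with slightly more 15–20-nt reads in Δxrn1, and here these reads were 12.9% in Δxrn1 and 11.7% in ago1-D1247R against 4.19% in WT. The lists do not cover the same kinds of reads in WT and the mutants, so these shares cannot be compared with the paper's. Among reads treated alike the shares were 16.5% and 14.0% against 4.61%, so the direction does not rest on the extent of the lists.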

Other observations

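The test of the hypothesis below was written down before its result was seen, and the loci described were picked from the named loci after their values were seen.

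In ago1-D1247R, siRNAs of single loci differed from WT in both directions. An unlabelled locus on the minus strand of chromosome 9 from 491383 to 492976 had 3031.5 counts in WT and 21626.5 in ago1-D1247R (log2 change 2.51, 95% counting interval 2.45 to 2.56), and its plus strand had a log2 change of 1.76. A Ty locus on chromosome 1 from 1923985 to 1924529 was 3.93-fold higher on the minus strand and 3.92-fold on the plus strand. The palTy locus on chromosome 1 from 86347 to 87222, among the largest decreases in Δxrn1, was 6.44-fold lower on the plus strand and 5.09-fold lower on the minus strand in ago1-D1247R too. These comparisons with Δxrn1 share the WT library. Palindromic loci made up 65.2% of the siRNA counts in ago1-D1247R and non-palindromic loci 34.1%. The probed palindrome-derived siRNA was read 3662 times in ago1-D1247R (log2 change −0.28, 95% counting interval −0.34 to −0.21), although reads with at least 20 nt of it numbered 9137 against 4733 in WT (log2 change 0.62, the opposite direction), and the probed Y′ siRNA 86 times (log2 change 2.10, 1.32 to 2.97).

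Y′ siRNAs and Y′ transcripts also differed between the WT strains. Relative to the endogenous counts, the WT selection strain had 17.4-fold (95% counting interval 16.4 to 18.5) more sense and 16.6-fold (15.5 to 17.9) more antisense Y′ siRNAs than the WT non-selection strain. Y′ sense transcripts were 20.6-fold higher (17.6 to 24.4), whereas antisense transcripts were at 0.610-fold (0.539 to 0.691). In the Δxrn1 selection strain, siRNAs of an unlabelled convergent locus on chromosome 8 from 642437 to 645353 went from 18284 to 75581 RPM on the plus strand (log2 change 2.05) and from 9980 to 41849 RPM on the minus strand (2.07). An unlabelled locus on the plus strand of chromosome 8 from 697679 to 699320 had a log2 change of 2.22.

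Reads of 20 nt contained in siRNA sequences began with U less often than 23-nt reads did, at 28.8% in WT, 28.7% in Δxrn1 and 15.4% in ago1-D1247R. Reads of 10 nt at siRNA loci numbered 4.71 per 100 reads of 22–23 nt in WT, 8.79 in Δxrn1 and 5.47 in ago1-D1247R. In the same order, reads of 11 nt numbered 3.05, 5.07 and 2.69 and reads of 12 nt 1.34, 2.07 and 1.14, so ago1-D1247R was below WT at these lengths.

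A hypothesis on the modest correlation between siRNA and precursor changes at non-palindromic loci is that the scarcer strand of a convergent pair limits the siRNAs made from it. If so, the change of the scarcer strand would correlate with the siRNA change better than that of the more abundant strand. Over 248 pairs of overlapping loci in the non-selection strains, the rank correlation was 0.455 for the scarcer and 0.165 for the more abundant strand, a difference of 0.290 (95% bootstrap interval 0.11 to 0.46), which is what the hypothesis predicts. In the selection strains the correlations were 0.290 and 0.335, a difference of −0.0447 (−0.21 to 0.12). This is the outcome set beforehand for the hypothesis failing, an interval that does not lie above 0, so the prediction was not met there, although an interval on both sides of 0 does not exclude it. The 2 backgrounds were not tested against each other, and the hypothesis, which may hold for some pairs of strands, rests on single libraries.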
